# Inducible chromatin priming is associated with the establishment of immunological memory in T cells

**DOI:** 10.15252/embj.201592534

**Published:** 2016-01-21

**Authors:** Sarah L Bevington, Pierre Cauchy, Jason Piper, Elisabeth Bertrand, Naveen Lalli, Rebecca C Jarvis, Liam Niall Gilding, Sascha Ott, Constanze Bonifer, Peter N Cockerill

**Keywords:** chromatin, epigenetics, gene regulation, immunity, memory T cell, Chromatin, Epigenetics, Genomics & Functional Genomics, Immunology

## Abstract

Immunological memory is a defining feature of vertebrate physiology, allowing rapid responses to repeat infections. However, the molecular mechanisms required for its establishment and maintenance remain poorly understood. Here, we demonstrated that the first steps in the acquisition of T‐cell memory occurred during the initial activation phase of naïve T cells by an antigenic stimulus. This event initiated extensive chromatin remodeling that reprogrammed immune response genes toward a stably maintained primed state, prior to terminal differentiation. Activation induced the transcription factors NFAT and AP‐1 which created thousands of new DNase I‐hypersensitive sites (DHSs), enabling ETS‐1 and RUNX1 recruitment to previously inaccessible sites. Significantly, these DHSs remained stable long after activation ceased, were preserved following replication, and were maintained in memory‐phenotype cells. We show that primed DHSs maintain regions of active chromatin in the vicinity of inducible genes and enhancers that regulate immune responses. We suggest that this priming mechanism may contribute to immunological memory in T cells by facilitating the induction of nearby inducible regulatory elements in previously activated T cells.

## Introduction

Immunological memory plays a crucial role in maintaining the mammalian immune response, enabling a rapid reaction to foreign pathogens when they are re‐encountered. Memory T cells (T_M_) arise as a consequence of previous immune reactions and are primed to efficiently upregulate key response genes when re‐challenged, while antigen‐inexperienced naive T cells (T_N_) take much longer to respond to the same stimuli (Rogers *et al*, 2000; Sprent & Surh, 2002). The initial activation of T_N_ by antigen‐presenting cells (APC) involves an interaction of the T‐cell receptor (TCR) with a specific antigen bound to the major histocompatibility complex on the APC. This occurs in parallel with additional interactions with co‐stimulatory molecules, such as CD28 (Brownlie & Zamoyska, 2013). These responses trigger protein kinase and calcineurin signaling pathways which activate inducible transcription factors (TFs) such as AP‐1, NFAT, and NF‐κB. These TFs, together with preexisting developmentally regulated TFs such as RUNX1 and ETS‐1, are required for the expression of inducible cytokines and cytolytic molecules which function within a complex network of immune cells to eliminate infections. The work of numerous laboratories has led to a detailed understanding of the Ca^2+^‐dependent activation of NFAT and the kinase‐dependent activation of AP‐1 and NF‐κB, and the roles they play in creating inducible DNase I‐hypersensitive sites (DHSs) and in the regulation of TCR‐inducible genes such as *IL2*,* IL3,* and *CSF2* (Hogan *et al*, 2003; Johnson *et al*, 2004). ETS‐1 and RUNX1 also play wider important roles throughout T‐cell development and activation (Muthusamy *et al*, 1995; Telfer & Rothenberg, 2001; Egawa *et al*, 2007; Hollenhorst *et al*, 2009).

When stimulated for the first time, T_N_ undergo a protracted process of internal reorganization taking 1–2 days, during which they transform from a quiescent spore‐like state to actively proliferating T blast cells (T_B_) (Zhao *et al*, 1998). During this period, the nucleus undergoes extensive Brg1‐dependent chromatin remodeling and increases 5‐ to 10‐fold in volume. Once formed, T_B_ are capable of undergoing many rounds of proliferation in the absence of further TCR stimulation, using IL‐2 as a growth factor. In the absence of TCR signaling, these recently activated T_B_ cells no longer express the inducible cytokines and cytolytic molecules normally associated with fully activated T cells. However, upon re‐stimulation, T_B_ respond like T_M_ and rapidly react to TCR signaling (Mirabella *et al*, 2010). For example, we previously showed that in T_B_ cells, a NFAT‐dependent DHS at the inducible *CSF2* enhancer can be formed within just 20 min of stimulation (Johnson *et al*, 2004). *In vivo*, the blast transformation phase is typically followed by further differentiation to effector cells such as Th1 and Th2 cells, according to the type of infection. Following clonal expansion and pathogen clearance, the effector T‐cell population contracts, leaving a small proportion of surviving cells. These cells return to the quiescent state as T_M_, while retaining some of the properties of T_B_.

Several studies have compared steady‐state levels of chromatin modifications and gene expression and identified differences between T_N_ and T_M_ in the balance between Trithorax and Polycomb‐regulated chromatin domains of histone methylation (Yamashita *et al*, 2004; Araki *et al*, 2009; Nakayama & Yamashita, 2009; Russ *et al*, 2014; Seumois *et al*, 2014; Crompton *et al*, 2015), in domains of histone acetylation (Araki *et al*, 2008), and in DNA methylation (Hashimoto *et al*, 2013; Komori *et al*, 2015). However, while these domains can correlate with differences in steady‐state mRNA levels in resting T_N_ and T_M_, their relevance to inducible gene expression remains largely unexplored. Furthermore, no mechanisms have yet been described to account for how these domains are created and maintained.

The molecular mechanisms responsible for the disparity between T_N_ and T_M_ remain unclear, as there are no obvious candidates for T_M_‐specific TFs. There is, however, ample evidence that epigenetic mechanisms play a role in maintaining T‐cell differentiation and memory (Rothenberg & Zhang, 2012). It has long been known that terminal T‐cell differentiation to Th1 or Th2 T cells is accompanied by the gain of DHSs at specific cytokine gene loci (Agarwal & Rao, 1998), in parallel with the induction of Th1‐ and Th2‐specific factors such as TBX21 and GATA‐3. However, many of the DHSs acquired during the process of activation and differentiation are shared across different classes of differentiated T cells, and the significance of many of these sites remains unclear. For example, the Th2‐specific *Il4* gene is associated with several DHSs in the *Il4/Rad50* locus that are present in both Th1 and Th2 cells, but absent in naïve T cells (Agarwal & Rao, 1998; Fields *et al*, 2004). The *Il10* gene is similarly regulated by both Th2‐specific DHSs, and DHSs which are also present in undifferentiated T blast cells or in Th1 cells (Jones & Flavell, 2005). Regulatory T cells (Treg) represent another class of differentiated T cells which acquire a specific set of DHSs that are absent in T_N_. Differentiation to Treg is driven by the TF FOXP3, but also in this case, many of the Treg‐specific DHSs are acquired prior to terminal differentiation to Treg (Samstein *et al*, 2012). Taken together, these studies suggest that T‐cell activation may create a permissive state at many loci that renders them receptive to any of the various subsequent differentiation‐inducing signals they may encounter which are mediated by lineage‐specific factors that include FOXP3, TBX21, and GATA‐3.

In our previous studies of the human *IL3*/*CSF2* locus, we investigated the properties of regulatory elements that control the activation of these two highly inducible cytokine genes in T cells. Similar to the above studies, we identified two distinct classes of DHS that were acquired at different stages of T‐cell differentiation and activation (Mirabella *et al*, 2010; Baxter *et al*, 2012). One class existed as stably maintained DHSs that were absent in the thymus and in naïve T cells, and were formed during the process of T blast cell transformation, when T cells become activated via TCR signaling for the first time. Once formed, these primed DHS (pDHSs) were preserved for many cell cycles in the absence of continued TCR signaling. Furthermore, the pDHSs in this locus were detected in circulating human memory T cells, suggesting that they are also temporally stable for what might be months or years (Mirabella *et al*, 2010). However, the function of these pDHSs remained unclear as they had no detectable enhancer activity when measured by transient transfection assays using reporter genes (Hawwari *et al*, 2002; Baxter *et al*, 2012). In addition to these pDHSs, we also identified several inducible DHSs (iDHSs) that appeared transiently in direct response to activation of TCR signaling (Cockerill, 2004; Baxter *et al*, 2012). Similar to iDHSs detected in other inducible genes in T cells, such as *Il4* (Fields *et al*, 2004) and *Il10* (Jones & Flavell, 2005), the iDHSs in the *IL3*/*CSF2* locus were associated with strong inducible enhancer function in both transient transfection assays and transgenic mice (Cockerill *et al*, 1999; Baxter *et al*, 2012).

In the current study, our aim was to globally identify and characterize the regulatory elements and factors that maintain alternate chromatin states and underpin the recall response characteristic of both T_M_ and T_B_. Our aim was to identify common mechanisms that might be shared across all classes of T cells to establish a permissive state that facilitates secondary responses in previously activated T cells. We performed genomewide sequencing of DHSs (DNase‐Seq) and chromatin immunoprecipitation assays (ChIP‐Seq) of TFs and histone modifications in T_N_, T_M_, and T_B_ before and after stimulation. We identified over 2,000 pDHSs which were absent in T_N_ but present in both T_M_ and T_B_ and were shared by CD4^+^ T helper cells and CD8^+^ cytotoxic T cells. In actively dividing T_B_ cells, many of these pDHSs were stably bound by ETS‐1 and RUNX1, which we propose function to maintain chromatin priming. Upon re‐stimulation, they were also bound by AP‐1 which we propose is required to both establish priming and promote subsequent inducible responses. Significantly, the pDHSs were embedded within islands of active chromatin marked by H3K4me2 and H3K27ac which often encompassed inducible enhancers that could be activated in T_B_, but not in T_N_. In contrast to some genes which are silenced in naïve T cells by the Polycomb‐regulated H3K27me3 modification, the pDHSs we identified were not marked by H3K27me3 in naïve T cells.

We therefore propose a model whereby many inducible immune response genes exist within inaccessible chromatin in T_N_ cells until they become primed toward an active chromatin state that is permissive for rapid enhancer induction by NFAT and AP‐1, and accessible to additional differentiation‐inducing TFs. Our model provides a simple chromatin‐based mechanism for maintaining the priming of T_M_‐specific regulatory elements using preexisting TFs which might allow T cells to retain immunological memory without the need for additional specific factors to silence genes in T_N_.

## Results

To define the regulatory network establishing immunological memory, we performed an integrated set of genome‐wide analyses to identify the DNA elements, TFs, co‐activators, and histone modifications that correlate with a stable reprogrammed state in T_M_ and T_B_. Because we wanted to investigate global mechanisms of T‐cell regulation, we chose to examine naturally arising memory‐phenotype cells (T_M_) instead of TCR‐specific T cells that may be restricted to a single T‐cell lineage and differentiation state. We first purified different populations of CD4^+^ T helper cells and CD8^+^ cytotoxic T cells from mice and then analyzed their responses to stimulation of TCR signaling pathways. For this purpose, we used the C42 transgenic mouse model which contains the intact human *IL3/CSF2* locus encoding IL‐3 and GM‐CSF (Fig 1A) (Mirabella *et al*, 2010; Baxter *et al*, 2012). *IL3* and *CSF2* are prototypical cytokine genes that are efficiently induced in T_M_ or T_B_, but not in T_N_ or thymocytes (Mirabella *et al*, 2010). This locus has been intensively studied as a model for defining inducible mechanisms of enhancer activation in T_B_ (Johnson *et al*, 2004; Bert *et al*, 2007; Baxter *et al*, 2012). Furthermore, this locus contains DHSs which are already known to exist in T_B_ and T_M_, but not in thymocytes or T_N_ (Mirabella *et al*, 2010; Baxter *et al*, 2012), providing obvious candidates for a study of DNA elements that maintain memory and at the same time allowed us to examine whether the actual mechanisms of memory maintenance were conserved between human and mouse.

**Figure 1:**
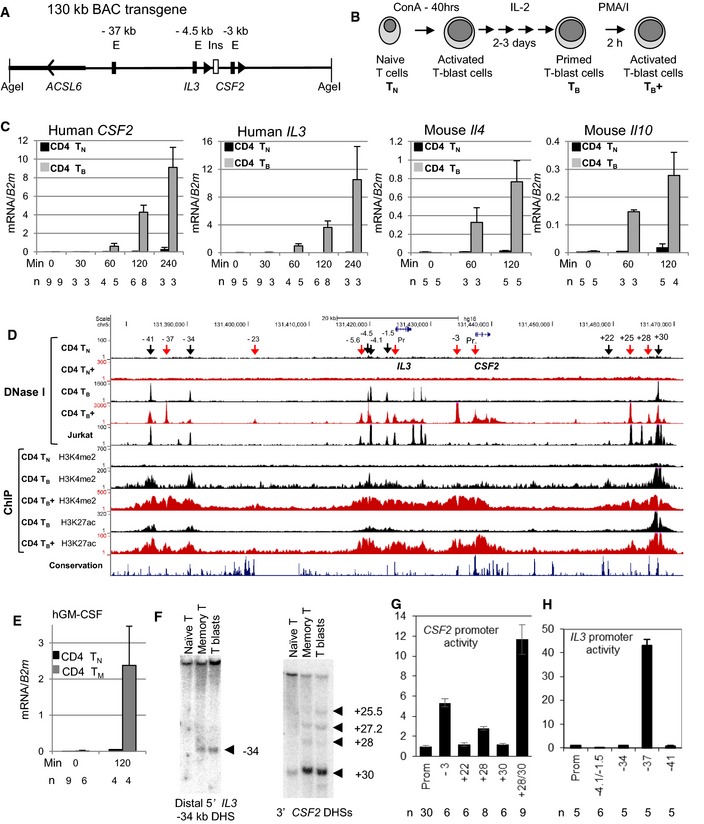
Previously activated T cells stably maintain an extensive array of DHSs at the *IL3/CSF2* locus AThe 130‐kb human *IL3/CSF2* BAC transgene. The insulator (Ins) and enhancer elements (E) are shown as boxes.BSteps in the route to T blast cell transformation and re‐activation. Purified CD4^+^ or CD8^+^ T cells were activated with 2 μg/ml ConA for 40 h and then maintained in IL‐2 as T_B_. Cells were re‐stimulated with 20 ng/ml PMA and 2 μM calcium ionophore (PMA/I).CInducible mRNA expression levels in CD4 T_N_ and T_B_ stimulated with PMA/I for the indicated times. mRNA levels were expressed relative to the levels of beta‐2 microglobulin (*B2m*) with SEM. The number of replicates (*n*) for each is shown underneath.D
UCSC genome browser shot of the human *IL3/CSF2* locus showing DNase‐Seq and ChIP‐Seq in CD4 T_N_ and T_B_ with (red) and without stimulation (black) with PMA/I for 2 h, plus the ENCODE Jurkat T‐cell DNase‐Seq data (Thurman *et al*, 2012). Black arrows represent stable DHSs and red arrows are inducible DHSs, with the distances in kilobases of the DHS from either the *IL3* or *CSF2* promoters.EHuman *CSF2* mRNA expression in CD4 T_N_ and CD4 T_M_ stimulated for 2 h with PMA/I, expressed as in (C).FSouthern blot DNA hybridization analyses of DHSs in human T_N_ and T_M_ and C42 T_B_.G, HLuciferase reporter gene assays in stimulated Jurkat T cells transfected with the pXPG plasmid containing the *CSF2* (G) or *IL3* (H) promoter alone or in combination with the indicated pDHS and enhancer DNA regions as defined in (D). The *IL3* −4.1/1.5 construct contains a contiguous region spanning the *IL3* promoter from −4.3 kb to +50 bp. The number of replicates (*n*) is shown below, and the error bars indicate SEM (G) or SD (H).

We prepared subsets of resting T lymphocytes from C42 mouse spleens and further purified T_N_ and T_M_. Actively proliferating T_B_ were prepared by stimulation of CD4 and CD8 T cells for 2 days with the lectin concanavalin A (ConA) to activate surface receptors, followed by a period of rapid proliferation for 2–3 days in the presence of IL‐2 (Fig 1B). We confirmed that the process of ConA stimulation was sufficient to rapidly induce the AP‐1 family gene *Fos*. However, the human *CSF2* transgene and the mouse chemokine (C‐C motif) ligand1 gene (*Ccl1*) were induced much more slowly over a period of 16 h (Appendix Fig S1A). We also used flow cytometry (FACS) to demonstrate that the bulk of each population of CD4 T cells had the expected properties: (i) T_N_ were predominantly CD62L^+^ cells lacking the activation markers CD44 and CD25, (ii) T_M_ were predominantly memory‐phenotype cells expressing CD44 but lacking CD62L and CD25, thereby resembling effector memory T cells, and (iii) T_B_ predominantly expressed the activation markers CD25 and CD44, consistent with activated effector T cells (Appendix Fig S1B).

Each population of T cells was then stimulated for 2 h with PMA and the calcium ionophore A23187 (PMA/I) to activate TCR signaling pathways that induce AP‐1 and NFAT activity. By directly activating pathways downstream of the TCR, we ensured that we investigated mechanisms directly associated with epigenetic and transcriptional responses and not just differences in the expression or function of molecules mediating signaling from the cell surface. Analyses of mRNA expression for human *IL3* and *CSF2*, as well as mouse *Il4* and *Il10,* confirmed that each gene was rapidly and strongly induced by PMA/I in CD4 T_B_ but not in T_N_ cells (Fig 1C). These experiments verified that inducible cytokine gene loci in T_N_ and T_B_ stimulated by PMA/I provide a meaningful model for studying the memory recall response. Both cell types expressed the mRNA for NFAT and AP‐1 family proteins at comparable levels prior to stimulation. Following induction with PMA/I over a 2‐h time course, both T_B_ and T_N_ induced the mRNA to a similar level albeit with slightly different kinetics (Fig EV1A). This demonstrated that it was not just a difference in TF mRNA expression that distinguishes the responses of T_B_ and T_M_ cells from T_N_, but a differential usage or processing of such factors.

**Figure EV1:**
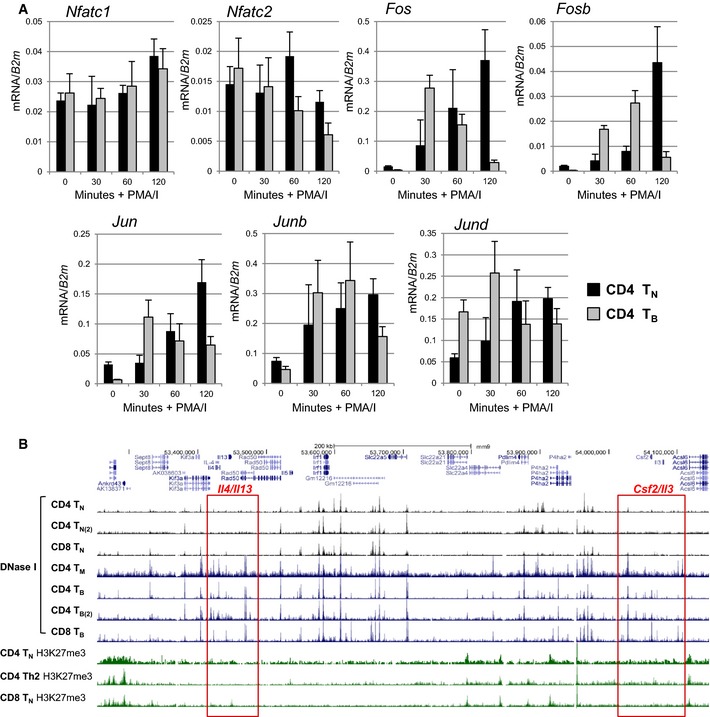
Comparisons of mouse T_N_ and T_B_ TF mRNA and chromatin profiles PCR analyses of mRNA expression of NFAT and AP‐1 family transcription factors in CD4 T_N_ and T_B_ stimulated with PMA/I for the times indicated. Expression levels are normalized to the levels of *B2m*. Values represent the mean and SEM of 3 to 10 replicates, with a median of 5 replicates for each value shown.
UCSC genome browser shot of a 900‐kb region of mouse chr11 showing DNase I‐Seq for CD4 and CD8 T_N_, T_B_, and T_M_ plus published datasets for H3K27me3 in CD4 and CD8 T_N_ and Th2 cells. T_N_(2) and T_B_(2) represent biological replicates.

### The human IL‐3/GM‐CSF gene loci display specific DHSs in T_M_ and T_B_

To map all potentially active *cis*‐regulatory elements in T cells from C42 mice, we performed global DNase‐Seq which identifies accessible regions of chromatin bound by transcription factors (Cockerill, 2011). Specific analyses of the region covered by the human *IL3/CSF2* transgene detected all of the DHSs previously defined by conventional assays (Baxter *et al*, 2012), plus a previously unknown cluster of DHSs downstream of *CSF2* (Fig 1D). Many of these DHSs had properties consistent with the class of regulatory element defined above as pDHSs. The *IL3* −1.5‐kb, −4.1‐kb, −34‐kb, and −41‐kb pDHSs, and the *CSF2* +30‐kb DHS were all present in T_B_ and not in T_N_. *CSF2* mRNA was also highly inducible in both T_B_ and T_M_ but not in T_N_ (Fig 1C and E). Furthermore, both the *CSF2* +30‐kb and *IL3* −34‐kb pDHSs were present in circulating human peripheral blood CD4^+^ CD45RA^−^ memory‐phenotype T cells, at a level indistinguishable from C42 mouse T_B_, and were weak or absent in human CD4^+^ CD45RA^+^ naive T cells (Fig 1F). These findings suggest that pDHSs are (i) maintained in actively proliferating T_B_ in the absence of TCR signaling, and (ii) contribute to the long‐term maintenance of memory in non‐dividing circulating T_M_. These analyses also confirmed that preparation of T_B_ by stimulation with ConA gave an identical pattern of DHSs in the human *IL3/CSF2* locus to that seen previously for T_B_ prepared by specific stimulation of the TCR complex and CD28 (Baxter *et al*, 2012), thereby validating the choice of our *in vitro* model.

To further define the features of the stably maintained pDHSs, we performed ChIP‐Seq assays for histone H3K4me2 and H3K27ac in CD4T_B_. These active chromatin modifications are routinely used to map active enhancer elements (Rivera & Ren, 2013). Within the transgene, pDHSs resided within broad domains marked by both H3K4me2 and H3K27ac specifically in T_B_ (Fig 1D). In stimulated CD4 T_B_ (T_B_^+^), we detected additional inducible DHSs (iDHSs) which included the well‐defined −37‐kb and −4.5‐kb *IL3* enhancers and the *IL3* promoter, and novel iDHSs 25 and 28 kb downstream of *CSF2*. Significantly, these iDHSs existed in close proximity to pDHSs and zones of active chromatin modifications. Each of these iDHSs, plus the iDHS at the −3‐kb *CSF2* enhancer, was highly inducible in T_B_ but not in T_N_, consistent with a mechanism whereby the stable pDHSs function to maintain chromatin spanning inducible enhancers in a primed state that allows their rapid response to TCR signaling.

We have previously shown that the −4.1‐kb, −34‐kb, and −41‐kb pDHSs in the *IL3* locus lack enhancer activity, whereas the −37‐kb iDHS is a powerful inducible enhancer (Hawwari *et al*, 2002; Baxter *et al*, 2012). We therefore hypothesized that the human *IL3* −34‐kb and −41‐kb DHSs were representative of a distinct class of regulatory element that maintain stable zones of active chromatin, but lack classical enhancer activity (Baxter *et al*, 2012). Consistent with this idea, the *CSF2* +22‐kb and +30‐kb pDHSs also lacked independent enhancer activity when linked to the *CSF2* promoter and tested in reporter gene assays in stimulated Jurkat T cells (Fig 1G), while in the same assay the +28‐kb iDHS functioned as a classical inducible enhancer which increased *CSF2* promoter activity threefold. However, although it was inactive on its own, the +30‐kb pDHS synergized with the +28‐kb enhancer in the activation of the promoter. In addition, a DNA segment that contains both the *IL3* −1.5‐kb and −4.1‐kb pDHSs similarly lacked enhancer activity in the context of the *IL3* promoter, just like the *IL3* −34‐kb and −41‐kb pDHSs, and in marked contrast to the −37‐kb iDHS (Fig 1H). Taken together, these data suggested that the stable pDHSs are not necessarily classical enhancers, but may aid the induction of inducible enhancers in a natural context when T cells are re‐stimulated.

### Activation of the human *IL3* locus is assisted by locus priming

Human Jurkat T cells display a pattern of DHSs at the *IL3* locus that closely resembles the state seen in T_B_ (Fig 1D). To investigate the potential function of pDHSs in the absence of classical enhancer activity, we used CRISPR technology to specifically delete the human *IL3* −34‐kb pDHS from both alleles in Jurkat cells (Fig 2A). Analyses of average mRNA levels revealed a substantial delay in the activation of *IL3*, but not *JUN*, in 2 clones lacking the −34‐kb pDHS when compared to clones with an intact locus (Fig 2B and C). We next employed a PCR‐based chromatin accessibility assay to demonstrate that the adjacent −37‐kb *IL3* enhancer iDHS had reduced accessibility to DNase I in the clones where the −34‐kb pDHS was deleted, whereas no consistent differences were observed in the active TBP promoter or in an inactive control region (Fig 2D). These data are consistent with pDHSs functioning to facilitate inducible enhancer activation by establishing permissive active chromatin domains.

**Figure 2:**
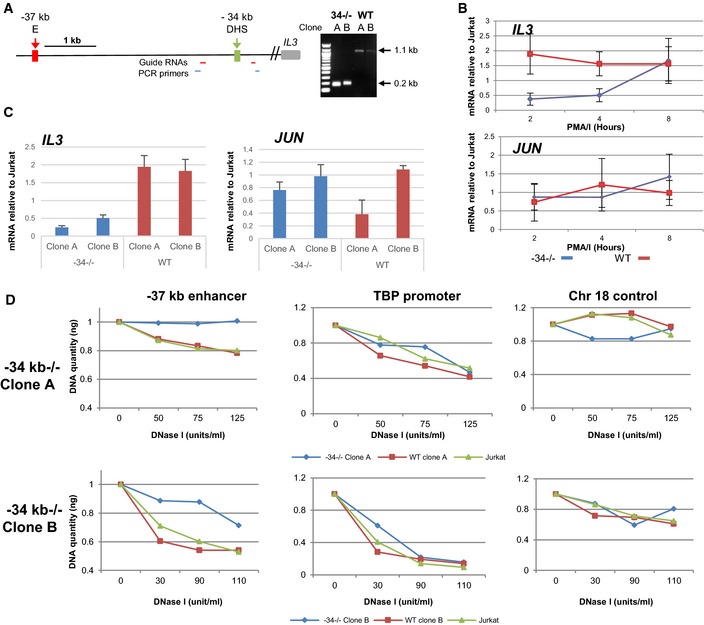
Impaired induction of *IL3* gene expression and enhancer DHS formation following deletion of a pDHS in human Jurkat T cells Map of the region upstream of *IL3* gene spanning the −34‐kb pDHS and −37‐kb inducible enhancer, together with the locations of the guide RNAs used to delete the −34‐kb pDHS and the PCR primers used to detect the deletion. On the right is a PCR analysis confirming deletion of the −34‐kb pDHS on both alleles in 2 out of 4 clones selected for the analyses shown below.Average *IL3* (upper) and *JUN* (lower) mRNA expression in the −34‐kb^−/−^ clones A and B compared to the WT clones A and B stimulated for 2, 4, and 8 h with PMA/I. mRNA levels were normalized first to *GAPDH* and then to the level of gene expression in untransfected Jurkat T cells. Values represent the average of two −34‐kb^−/−^ and two WT clones from two independent experiments (*n* = 4) with SD.
*IL3* and *JUN* mRNA expression levels after 2 h of stimulation with PMA/I normalized as in (B). The standard error is shown from five independent experiments.Deletion of the −34‐kb pDHS impairs induction of the iDHS at the −37‐kb inducible enhancer. The −34‐kb^−/−^ clones A and B, the WT clones A and B, and untransfected Jurkat T cells were stimulated with PMA/I for 3 h. A range of DNase I concentrations were used to determine the chromatin accessibility of the −37‐kb iDHS in two independent clones, with values expressed relative to normal unstimulated Jurkat cells. Increased accessibility was detected by a reduction in signal detected by qPCR. The active *TBP* promoter and an inactive region on Chr18 are used as controls. Independent experiments for the −34‐kb^−/−^ and WT clones A and B compared to the untransfected Jurkat T cells are shown in the upper and lower panels, respectively.

### The human and mouse IL‐3/GM‐CSF gene loci share conserved pDHSs

To investigate the formation of pDHSs on a global scale, we used the DNase‐Seq data to map DHSs throughout the mouse genome. Figure EV1B shows a comparison of CD4 T_N_, T_B_, and T_M_ and CD8 T_N_ and T_B_ across a 900‐kb region of the mouse genome which includes the *Il3/Csf2* locus, the *Il4/Il13/Il5* Th2 cytokine gene cluster, plus several other unrelated genes. Shared DHSs present in all samples served as useful internal controls to confirm that appropriate scales were depicted and that equivalent levels of DNase digestion were employed. Most DHSs were conserved between the human and mouse *Il3/Csf2* loci (Figs 1D and EV1B). Most importantly, we detected the same general pattern of pDHSs and iDHSs as seen in the human locus in both CD4 T_M,_ CD4, CD8 T_B_ and T_N_, confirming the existence of a distinct class of T_B_/T_M_‐specific pDHSs that are stably maintained by memory‐phenotype cells. This pattern was highly reproducible because it was seen in 2 independent analyses of CD4 T_N_ and T_B_ (Fig EV1B). The 900‐kb window, shown in Fig EV1B, plus many other ubiquitously active loci, was used to set all browser tracks to equivalent levels of detection. The scales used here, and in all the browser tracks depicted below, are shown in Appendix Fig S2. Shown underneath are Venn diagrams depicting overlaps between DHS peak sets detected for the most prominent peaks for the three datasets where biological replicates were available.

Previous studies observed that the promoters of a subset of memory T‐cell‐specific genes were repressed by the Polycomb‐regulated modification H3K27me3 in naïve T cells and thymocytes (Nakayama & Yamashita, 2009). However, this is unlikely to be a universal mechanism, as we showed previously that this was not the case for the promoters of the inducible human *IL3*/*CSF2* transgene which also cannot be induced in the thymus (Mirabella *et al*, 2010). Consistent with this finding, our analyses of additional published datasets (Wei *et al*, 2009; Russ *et al*, 2014) confirmed that regions spanning the above T_B_‐specific DHSs in the mouse genome had only background levels of H3K27me3 in both CD4 and CD8 T_N_, where these loci are inactive, and showed the same pattern as differentiated Th2 cells (Fig EV1B).

### Mouse T cells display thousands of memory T‐cell‐specific pDHSs

Our next goal was to identify the full complement of pDHSs and iDHSs in mouse T cells. However, this is not a straightforward task because gene regulatory elements are an extremely diverse population that span a broad continuum of DNA elements with varying degrees of similarity to either pDHSs or iDHSs. In order to define the general properties of pDHSs and iDHSs, we first needed to identify representative groups of the most enriched and most specific DHSs within each subset.

We began by evaluating the different properties of DHSs in CD4 and CD8 T_N_ and T_B_, and in CD4 T_M_ to identify the most specific DHSs within each population. To this end, the T_M_ and T_B_ DHS datasets were each separately ranked according to fold change of DNase‐Seq tag counts first for (i) CD4 T_M_ relative to CD4 T_N_ (Fig 3A) and then for (ii) CD4 T_B_ relative to CD4 T_N_ (Fig 3B), and data were plotted as density maps spanning a 2‐kb window centered on the peak summits. In Fig 3B, the T_M_ data was also plotted directly alongside the coordinates of the T_B_/T_N_ comparison. Two observations were noteworthy: (i) T_B_ and T_M_ shared many specific DHSs that were absent in T_N_, highlighting the similarity between the recently activated proliferating T_B_ and the quiescent primary T_M_; (ii) we reproducibly observed global enrichment of the same population of DHSs in T_B_ compared to T_N_ for both CD4 and CD8 T cells when all the data, including independent replicates of the CD4 T_N_ and T_B_ samples, were plotted using the same ranking as used for the original CD4 T_N_ and T_B_ data shown in Fig 3B (Fig EV2A). Overall, these data suggest that CD4^+^ T helper cells and CD8^+^ cytotoxic T cells utilize a common set of DHSs to maintain epigenetic priming in previously activated T cells. It is likely that these sites become established soon after cells first become activated, prior to terminal T‐cell differentiation to specific subtypes such as Th1 and Th2. The persistence of pDHSs in CD4 T_M_ raised the interesting possibility that they may serve the additional purpose of enabling the rapid reactivation of inducible genes in memory T cells.

**Figure 3:**
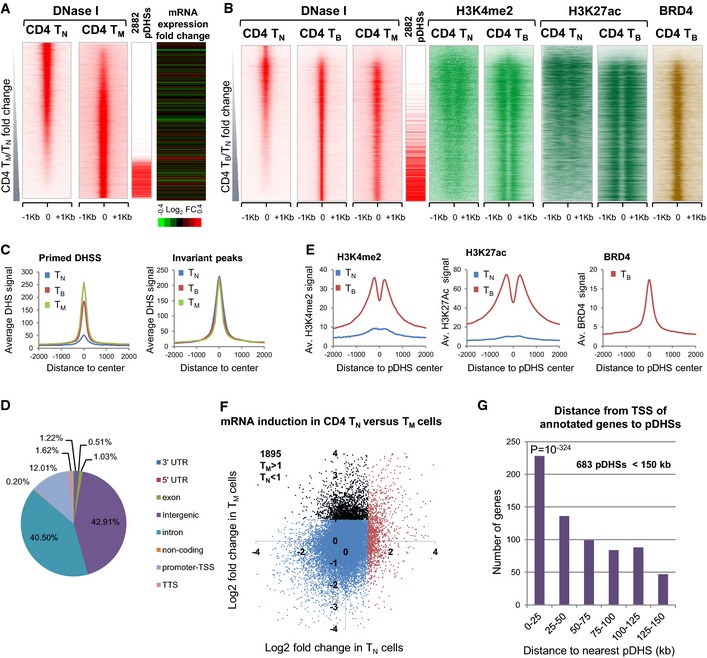
Genomewide mapping identifies a class of DHSs restricted to previously activated T cells Density maps depicting all DNase‐Seq peaks in the order of increasing DNase‐Seq tag count signal for CD4 T_M_ compared to T_N_. On the right are the locations of the defined subset of 2,882 pDHSs and the log2 T_M_/T_N_ fold change in expression of the closest gene to the corresponding DHS.Density maps for all DNase‐Seq and ChIP‐Seq peaks shown in order of increasing DNase‐Seq tag count signal for CD4 T_B_ compared to T_N_. The T_N_ H3K27ac track is from published data (Lara‐Astiaso *et al*, 2014).Average DHS signal at 2,882 pDHSs and 2,882 invariant DHSs in CD4 T_N_, T_B_, and T_M_. The locations of the 2,882 pDHSs are indicated in (A) and (B).Pie chart showing the genomic distribution of pDHSs.Average H3K4me2, H3K27ac, and BRD4 signal at 2,882 pDHSs.Plot of the log2 fold change in gene expression following 2 h PMA/I for CD4 T_M_ compared to T_N_. 1,895 genes (black) have a log2 fold change of 1 or above in T_M_ but not T_N_.Distance and gene expression analyses. *P*‐value represents χ^2^ significance against randomly expected number of pDHSs within 25 kb of a TSS (method described in Appendix).

**Figure EV2:**
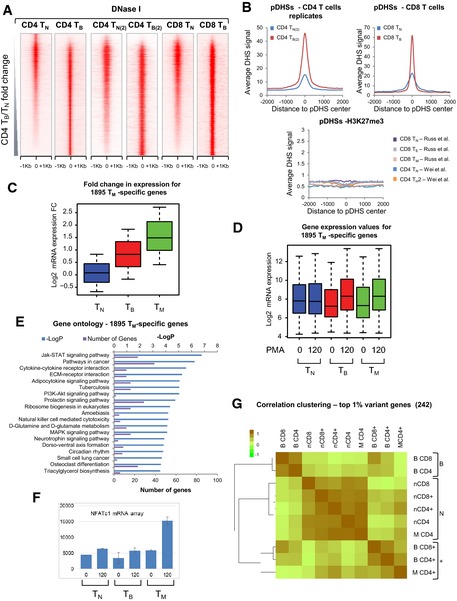
CD4 and CD8 T cells share a common set of pDHSs ADensity maps representing the DNase‐Seq peaks in the cell types indicated at the top, shown in the order of increasing DNase‐Seq tag count signal for the CD4 T_B_ compared to CD4 T_N_. T_B_(2) and T_N_(2) are biological replicates.BAverage DNase I profile at the pDHSs in CD4 T_B_(2) and T_N_(2), CD8 T_B_ and T_N_, plus the average H3K27me3 profiles for publically available CD4 and CD8 datasets in T_N_ T_M_, effector T cells (T_E_), and Th2 cells.C, DBoxplots of log2 mRNA expression fold change (C) and absolute expression levels (D) of the 1,895 T_M_‐specific genes in CD4 T_N_, CD4 T_B_ and CD4 T_M_. Boxes represent the first and third quartile, respectively. Bottom and top whiskers represent the first and third quartile minus and plus 1.5 times the interquartile range.EGene ontology for the 1,895 T_M_‐specific genes.FMean cumulative mRNA array values for two alternatively spliced forms of the gene encoding NFATc1. Values are based on 4 separate micro‐array values and are shown with SD.GHierarchical correlation clustering of mRNA levels for the top 1% of genes with the highest variance of mRNA expression between populations of CD4 and CD8 T_N__,_ T_B_, and T_M_. Treatment with PMA/I is indicated by a “+” sign. Pearson correlations are shown according to the color scale (top left). B, N, and + (right) indicate the dominant groups resulting from clustering.

To obtain mechanistic insights into global mechanisms of pDHS formation, we identified the most prominent pDHSs by using the analysis shown in Fig 3A to define peaks that were at least threefold enriched in CD4 T_M_ relative to CD4 T_N._ After excluding minor peaks, we selected a reproducible subset of 2,882 of the CD4 T_M_ pDHSs that were also present in the CD4 T_B_ DHS dataset (Dataset EV1). The majority of the 2,882 CD4 pDHSs were also present in the CD8 T_B_ (2,382 = 83%) and the replicate CD4 T_B_ (85%) datasets shown in Fig EV2A. These 2,882 shared DHSs were then used as a representative, but not necessarily all‐encompassing, population of pDHSs for our further analyses. The average DHS profiles for these pDHSs in CD4^+^ cells (Fig 3C) confirmed that they are strong DHSs in both T_M_ and T_B_ but weak in T_N_. This was also true for the average profiles of the 2,882 CD4 pDHSs in CD8 T_N_ and T_B_, and in replicate samples of CD4 T_N_ and T_B_ (Fig EV2B). As an internal control for non‐specific DHSs, we used a randomly selected subset of 2,882 invariant DHSs which were confirmed as being present in all three CD4 T‐cell types (Fig 3C). The 2,882 pDHSs were mapped back to the genome and consisted mainly of distal sites (83%) in intergenic and intronic regions, with just 12% being within 1 kb of a transcription start site (TSS) (Fig 3D).

We next measured the level of two enhancer‐associated histone modifications at all of the DHSs by ChIP‐Seq. The enrichment of H3K4me2 and H3K27ac in T_**N**_ and T_B_ was plotted for each of the DHSs as density maps (Fig 3B). As observed for the pDHSs at the human *IL3/CSF2* locus (Fig 1D), the 2,882 pDHSs were marked with H3K4me2 and H3K27ac only in T_B_ and not T_N_ (Fig 3B and E). We also performed ChIP‐Seq for the transcriptional activator BRD4, which binds to acetylated histones and has been shown to maintain binding during mitosis (Zhao *et al*, 2011), and found a strong enrichment at pDHSs in T_B_ (Fig 3B and E). In contrast, the average profiles for H3K27me3 taken from published datasets (Wei *et al*, 2009; Russ *et al*, 2014) were essentially baseline across the pDHSs in CD4 and CD8 T_N_, and in Th2 cells (Fig EV2B), suggesting that these regions are not differentially regulated via loss of a repressive histone modification.

### Activated T_B_ and T_M_ express a common set of inducible genes

In parallel with the genomewide DNase‐Seq and ChIP‐Seq analyses, we measured mRNA expression levels in duplicate in the different CD4 cell types (T_N_, T_B_, T_M_) and in CD8 T_N_ and T_B_ by microarray analysis in both untreated cells and cells after 2 h of stimulation with PMA/I. The comparison of the fold induction for each gene in CD4 T_N_ and T_B_ showed 1,895 T_M_‐specific genes being at least twofold induced in T_M_ and less than twofold induced in T_N_ (black dots, Fig 3F, Dataset EV2). In addition, the average fold change values confirmed that the 1,895 CD4 T_M_‐specific induced genes were upregulated in both CD4 T_M_ and T_B_ (Fig EV2C). However, there was little difference in steady‐state levels of mRNA among T_N_, T_B_, and T_M_, with values actually being slightly lower in T_M_ and T_B_ (Fig EV2D). 

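T_N_, T_B_ and T_M_ are naive, blast and memory-phenotype T cells, and the blasts were made by activating cells with the lectin concanavalin A and growing them in IL-2. Each of 16 cell preparations was hybridized to its own 1-colour Agilent mouse array. CD4 T_N_, T_B_ and T_M_ had 2 arrays untreated and 2 arrays with PMA/I, and this number of arrays limits the precision of every CD4 value. CD8 T_N_ and T_B_ had 1 array per condition, so no test was made on them. The authors deposited background-subtracted spot intensities, which were taken to log2, quantile normalized over the 16 arrays and averaged over the probes of a gene. Of 55681 probes, 26582 had a RefSeq accession with a gene symbol, and these gave 20145 genes. A response is the mean log2 level with PMA/I minus the mean untreated level, and responses were tested with limma on the 12 CD4 arrays with Benjamini-Hochberg adjustment.

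From 47.0% to 82.0% of probes were well above background on an array, with the lowest share on the T_B_ untreated replicate 2 array. Of the genes, 10430 were above background on all 12 CD4 arrays and 1218 on none of them. All CD4 T_N_ arrays lay on a different slide from the CD4 T_M_ and T_B_ arrays. A difference in level between CD4 T_N_ and either of these cannot be separated from a difference between slides. The T_B_ untreated replicate 2 array lay alone on its slide, so the T_B_ response partly compares slides. *Xist* was higher on the T_M_ PMA/I arrays (9.01 and 11.61) than on the other 14 arrays (1.80 to 5.61), and the Y-linked gene *Ddx3y* was lower on them (9.49 and 1.85 against 10.11 to 12.36).

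With a mean response above 1 in T_M_ and below 1 in T_N_, 2275 genes were T_M_-specific (2991 on the replicate 1 arrays alone, 2052 on the replicate 2 arrays alone and 708 on both). Of these genes, 1557 (68.4%) were above background on both T_M_ PMA/I arrays, and 46 were above background on no CD4 array. Dataset EV2 held 1558 measured genes, of which 1275 (81.8%) met the rule. The count was 4575 with probes without a symbol kept. Among the 2275 genes limma called the T_M_ response for 34 at an adjusted p under 0.05 and the difference between the T_M_ and T_N_ responses for 0, with 397 at an unadjusted p under 0.05. Over all genes limma called 3 responses in T_N_ (1 higher and 2 lower), 124 in T_B_ (74 higher and 50 lower) and 179 in T_M_ (82 higher and 97 lower). The T_M_ minus T_N_ difference was called for 0 genes by limma over all genes, with 1635 at an unadjusted p under 0.05. In a simulation of 200 changed genes on arrays of this spread, a change of 3 log2 units was called for 75 genes (37.5%) as a T_M_ response and for 0 as a difference between responses, and a change of 2 log2 units was called for 0 in either.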

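The median response of the 1558 measured genes of Dataset EV2 was 1.62 in T_M_ (2.01 and 1.39 on the arrays of each replicate number), 0.85 in T_B_ (0.83 and 0.75) and 0.11 in T_N_ (0.14 and 0.08). The medians over all genes were -0.10, -0.18 and 0.04, which leaves 1.72, 1.03 and 0.07 for the list relative to all genes. Because the list was chosen on the T_N_ and T_M_ arrays, its T_M_ and T_N_ medians are shaped by that choice, while its T_B_ median is not. The T_B_ mean rose for 1291 genes of the list (82.9%) and rose by over 1 for 678 (43.5%). In CD8 cells, on 1 array per condition, the median was 0.34 in T_B_ and -0.19 in T_N_. Against 10000 random lists of matched level, the 2275 genes had a higher T_B_ median (0.62) than any, where the random medians ran from -0.23 to -0.05. In CD8 cells the median of the same genes also lay outside every random list, above in T_B_ (0.22, random -0.06 to -0.0031) and below in T_N_ (-0.20, random -0.12 to 0.03), so a median outside the random lists is not by itself a sign of induction. The T_M_ median moved most when genes were chosen on the arrays of replicate number 1 and measured on those of number 2, where it was 0.54. With limma and Benjamini-Hochberg adjusted over the list alone, 242 T_M_ responses, 44 T_B_ responses and 0 T_N_ responses were called, and the T_M_ minus T_N_ difference was called for 0 genes with 303 at an unadjusted p under 0.05. The list was chosen on these samples, so these counts are not independent evidence.

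**Figure D1:**
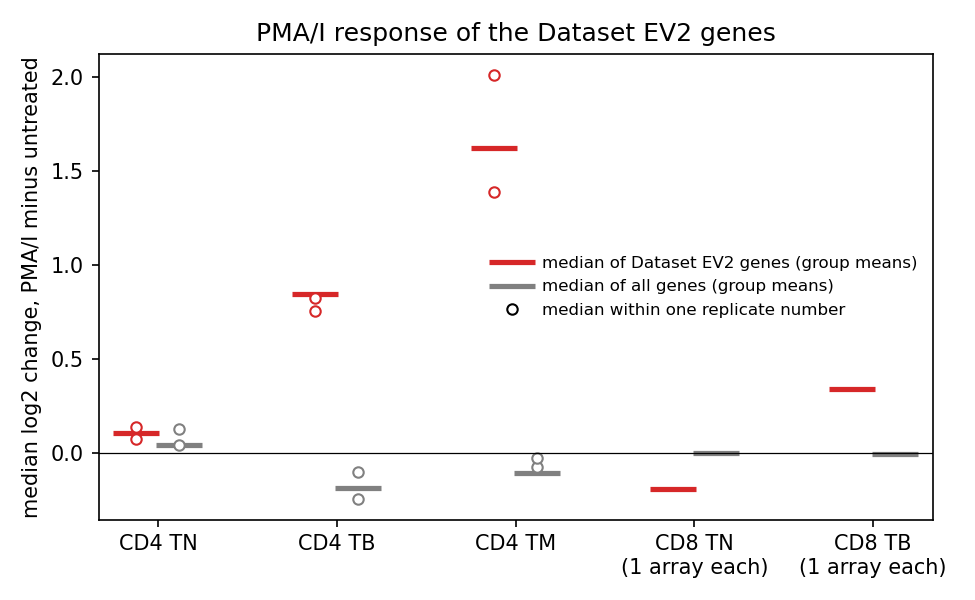
Median log2 change with PMA/I of the measured genes of Dataset EV2 (red) and of all genes (grey) in each cell type. Bars give the median of the group means and open circles the median within 1 replicate number. CD8 cells had 1 array per condition.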

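In untreated cells the median level of the measured Dataset EV2 genes was 7.51 in T_N_, 7.28 in T_B_ and 7.17 in T_M_. The median difference from T_N_ was -0.23 in T_B_ (-0.24 and -0.09 within the replicate numbers) and -0.18 in T_M_ (-0.46 and 0.21), so the T_M_ difference changed direction between the arrays. Over all genes the median difference was 0.23 in T_B_ and 0.18 in T_M_, and relative to these the list was lower by 0.46 and by 0.36. The T_M_ difference moved most when the genes were chosen on replicate 1 and measured on replicate 2, where it was 0.33. In CD8 cells the T_B_ minus T_N_ median of the list was -0.16 on 1 array each, and these arrays shared a slide.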

Gene ontology analysis indicated that these 1,895 upregulated genes were generally associated with immune responses and the activation of signaling pathways (Fig EV2E). In addition to the genes discussed above, this included many immune regulators such as the interleukins 9, 19, 20, 22, 27, and 31, receptors for CSF‐1, IL‐1, IL‐2, IL‐12, IL‐15, and IL‐13, other genes in cytokine or chemokine pathways such as *Cxcl3,* and *Cxcl5*,* Cxcr3, Cxcr5*,* Ccl2, Ccl19, Ccl24, Ccr2, Ccr6, Tnfrsf4* and *Tnfrsf9, Tnfsf8,* and genes encoding the transcription factors NFIL3, NFATc1, and NFAT5. 

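For these genes, 30 symbols were looked up, with the receptors taken as *Csf1r*, *Il1r1*, *Il2ra*, *Il2rb*, *Il12rb1*, *Il12rb2*, *Il15ra*, *Il13ra1* and *Il13ra2*. The symbols were chosen by name, and *Il2ra*, *Il12rb2* and the IL-13 receptor genes were not found in the copy of Dataset EV2 used here. The T_M_ mean rose for 28 of the 30, by over 1 for 24, and 20 of those also stayed below 1 in T_N_. The median T_M_ response was 1.92 and the range -1.07 to 6.56. Over all genes limma with Benjamini-Hochberg adjustment called the T_M_ response of *Il22*, from 5.63 ± 0.31 to 12.19 ± 0.09 (SD, n = 2 arrays; adjusted p = 0.026), and of *Cxcl3*, which rose at least 30.5-fold (adjusted p = 0.010; on no untreated T_M_ array above background). The *Il22* call was lost in 6 of 27 alternatives. Lower bounds of a fold are for group means under the main processing. The lowest fitted *Cxcl3* response among the alternatives was 3.63 log2 units. The T_M_ minus T_N_ difference was called by limma for 0 of the 30 genes, with 9 at an unadjusted p under 0.05. *Il12rb2* fell by 1.07 in T_M_, *Il13ra1* and *Il20* were on no T_M_ array above background, and *Il9* and *Cxcl5* rose at least 20.3-fold and at least 7.93-fold from untreated levels within background. *Ccl24* and *Ccr6* rose on every T_M_ PMA/I array and fell on every T_N_ PMA/I array relative to every untreated array of the same cells, but the difference between the responses was not called (adjusted p = 0.51 and 0.63).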

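*Nfatc1* was measured by 2 probes, which are annotated to different transcripts of the gene. Its mean log2 level went from 10.96 ± 0.16 to 11.48 ± 0.02 in T_N_ with PMA/I, from 10.48 ± 0.54 to 11.08 ± 0.08 in T_B_ and from 11.14 ± 0.10 to 12.69 ± 0.10 in T_M_ (SD, n = 2 arrays). The responses were 0.53 in T_N_ (limma, adjusted p = 0.92 after Benjamini-Hochberg), 0.60 in T_B_ (adjusted p = 0.60) and 1.55 in T_M_ (adjusted p = 0.12). The T_M_ response exceeded the T_B_ response by 0.95 (SE 0.60), and this difference, tested itself, had an adjusted p of 1. The 2 probes rose alike in T_M_ (1.59 and 1.51) but went in opposite directions in T_B_ (1.94 and -0.75), so with the brightest probe alone the T_M_ minus T_B_ difference was -0.35. Fig EV2F of the paper pools 2 spliced forms, so a single probe is not its measure. Pooled over both probes and both arrays, the mean unlogged level went from 2549 to 6724 in T_M_ (SD 1373 and 1598). In T_B_ it went from 1637 to 2664 (SD 1099 and 1830). The T_M_ response was called in 5 of 27 alternatives.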

Note that although *Nfatc1* was only modestly induced in T_B_ (Fig EV1A), it was induced more strongly in T_M_ than in T_B_ (Fig EV2F).

To search for common patterns of differential mRNA expression among the various T‐cell subsets, we performed a clustering analysis of correlation coefficients for the top 1% of genes showing the highest variance between all the subsets (242 genes, Fig EV2G). This revealed a common expression pattern shared by stimulated CD4 T_M_, CD4 T_B_, and CD8 T_B_, whereas the patterns for stimulated T_N_ cells more closely resembled non‐stimulated T_N_ cells for both CD4^+^ and CD8^+^ T cells. 

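The 201 genes of highest variance over the means of the 10 groups were taken here from the genes with a symbol. With the Pearson correlation of these means as similarity, hierarchical clustering was divided into 3 clusters. The first held all T_N_ groups of both lineages and untreated T_M_, the second held untreated CD4 and CD8 T_B_, and the third held PMA/I-treated CD4 T_M_, CD4 T_B_ and CD8 T_B_.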

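PMA/I-treated CD4 T_N_ had r = 0.828 with untreated CD4 T_N_ and r = 0.676 with PMA/I-treated T_M_, a gap of 0.15 that kept its direction without any single array (0.03 to 0.20). PMA/I-treated CD8 T_N_ had r = 0.759 with untreated CD8 T_N_ and r = 0.379 with PMA/I-treated CD8 T_B_. The highest value of PMA/I-treated CD8 T_N_ was with PMA/I-treated CD4 T_N_ (r = 0.834). That of PMA/I-treated CD4 T_N_ was with untreated CD4 T_M_ (r = 0.909). Among the treated groups, T_M_ had r = 0.661 with CD4 T_B_ and 0.392 with CD8 T_B_, and CD4 T_B_ had r = 0.741 with CD8 T_B_. These are correlations of group means and no test was made on them.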

Interestingly, the basal pattern for CD4 T_M_ was more similar to CD4 T_N_ than it was to the stimulated CD4 T_M_, likely reflecting the resting proliferation status of these cells_._ These observations are significant because they suggest that the presence of 2,882 pDHSs has little impact on baseline levels of gene expression, consistent with Figs 3A and EV2D and the notions that (i) the role of pDHSs is to regulate inducible, not basal gene expression, and (ii) that pDHSs are not classical enhancers that activate genes in the absence of stimulation. 

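Untreated CD4 T_M_ had its highest correlation with PMA/I-treated CD4 T_N_ (r = 0.909). It had r = 0.900 with untreated CD4 T_N_ and r = 0.572 with PMA/I-treated T_M_. The gap of 0.33 ran from 0.20 to 0.39 when single arrays were left out and moved most, to 0.60, when each gene was first centred on its mean. The paper reasons from this pattern, together with the untreated levels of the inducible genes, and proposes that pDHSs have little impact on baseline expression and regulate induction instead. The arrays bear on the mRNA part of that argument alone, since the positions of the pDHSs were not analysed here.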

A direct comparison of mRNA values for the genes nearest to the 2,882 pDHSs, and for the 1,895 inducible genes identified in Fig 3F, also demonstrated that there was no substantial difference in the expression of these genes in the absence of stimulation in T_N_ compared to T_M_ (Appendix Fig S3).

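Of the measured Dataset EV2 genes, 900 were lower and 657 higher in untreated T_M_ than in untreated T_N_, with 386 lower and 172 higher by over 2-fold. Over all genes 8156 were lower and 11985 higher. With limma and Benjamini-Hochberg adjustment over all genes, 0 genes were called between untreated T_M_ and T_N_, with 1532 at an unadjusted p under 0.05. A count of 0 on 2 arrays per group does not show equal levels. Between untreated T_B_ and T_N_ 1035 genes were called (873 higher and 162 lower in T_B_), of which 9 lower and 46 higher were in Dataset EV2. The T_B_ count was 0 when the 4 compared arrays were tested alone. No slide held both CD4 T_N_ and CD4 T_B_ arrays, so cells and slides cannot be separated in the T_B_ count. The genes nearest to the pDHSs were not analysed here.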

### Primed DHSs are located proximal to inducible genes carrying inducible DHSs

To globally assess the role of pDHSs in regulating inducible gene expression, we mapped the distances from the TSSs of the 1,895 T_M_‐specific inducible genes to the nearest pDHS. 

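The genes of Dataset EV3 used here filled 682 lines, of which 645 matched a measured gene (637 genes). The T_M_ mean rose by over 1 for 576 of these genes, and 513 also stayed below 1 in T_N_. Limma with Benjamini-Hochberg adjustment over all genes called the T_M_ response of 23 of them. The T_B_ mean rose for 530. In untreated cells the median T_M_ minus T_N_ difference of these genes was 0.02 (-0.16 on the replicate 1 arrays and 0.27 on the replicate 2 arrays), with 310 genes lower and 327 higher in T_M_.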

We identified 683 genes (Dataset EV3) that had a pDHS located within 150 kb of the TSS of the induced gene, representing 23.7% of all pDHSs (Fig 3G). This figure was higher compared to the number of similarly sized, randomly generated coordinates (214/2,882, 7.4%), randomly selected constitutive DHSs (223/2,882, 7.7%) and randomly selected iDHSs (438/2,882, 15.2%) located within 150 kb of an inducible gene. Remarkably, more than 200 of these 683 pDHSs were located within just 25 kb of the start site (*P* ≤ 10^−324^), indicating a strong correlation between proximity to preexisting pDHSs and inducible gene expression in memory T cells. Of the remaining inducible genes, 91% did nevertheless contain a constitutive DHS within 150 kb.

To identify DNA elements controlling the induction of gene expression, we mapped the inducible DHSs (iDHSs) throughout the genome in CD4 T_B_ which had been stimulated for 2 h with PMA/I (T_B_^+^). In parallel, we performed ChIP‐Seq for H3K4me2, H3K27ac, and BRD4. The two sets of DHS data were plotted as density maps ranked according to the fold change of DNase‐Seq tag counts for the combined T_B_^+^ and T_B_ datasets (Fig 4A). This analysis revealed several thousand iDHSs which were associated with steadily increasing levels of H3K4me2 flanking the iDHSs, and increasing levels of mRNA expression for the adjacent genes, suggesting that many of these elements act as enhancers.

**Figure 4:**
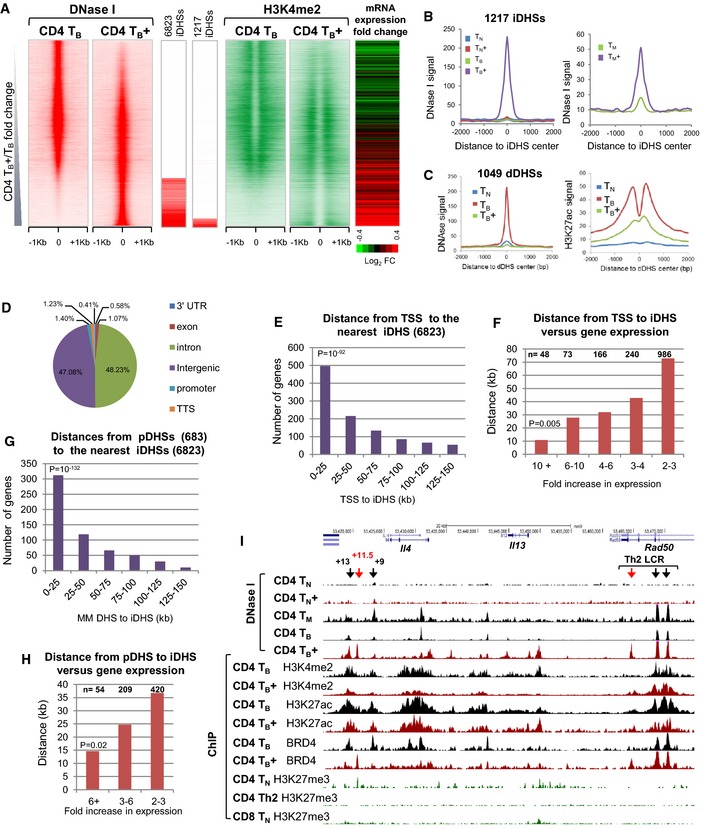
iDHSs lie close to pDHSs and are associated with inducible genes ADensity maps identifying iDHSs and showing DNase‐Seq and H3K4me2 ChIP‐Seq peaks in order of increasing DNase‐Seq tag count signal for CD4 T_B_ ^+^ compared to T_B_ cells. Also depicted are the locations of 6,823 major DHSs that are 5.5‐fold induced and a subset of 1,217 of these iDHSs that are 11‐fold induced. On the right is the log2 T_B_ ^+^/T_B_ fold change in expression of the closest gene to the corresponding DHS.BAverage DNase I profiles of the 1,217 iDHSs in T_N_ (+/− PMA/I) and T_B_ (+/− PMA/I) (left), and in T_M_ (+/− PMA/I) (right).CAverage DNase I and H3K27ac profiles of the 1,049 dDHSs in T_N_ and T_B_ (+/− PMA/I) which are fourfold diminished after stimulation.DThe genomic distribution of the 1,217 iDHSs.E–HBarplots showing the number of T_M_‐specific genes with an iDHS within 150 kb of the TSS (E); the median distances between the TSSs and the closest iDHS of the T_M_‐specific genes grouped according to the fold induction in T_M_ after 2 h plus PMA/I compared to T_M_ for genes which had a TSS < 1 Mb from an iDHS (F); the number of T_M_‐specific genes which have an iDHS within 150 kb of the 683 pDHSs (G); and the median distances from the closest pDHS to the closest iDHS grouped according to the fold induction in T_M_ after 2 h plus PMA/I compared to T_M_ (H). *P*‐values represent either χ^2^ significance against randomly expected number of DHSs within 25 kb (F and H) or *t*‐test significance against equally sized random DHSs (E and G). The methods used to calculate *P*‐values are described in the Appendix.I
UCSC genome browser shot of the Th2 *Il4/Il13/Rad50* locus showing DNaseI‐Seq and ChIP‐Seq. Black and red arrows represent pDHSs and iDHSs, respectively. The values above the arrows indicate the distance in kb from the *Il4* promoter.

To identify and characterize iDHSs, we initially focused on the top 15% of iDHSs and defined a population of 6,823 iDHSs that were induced by at least 5.5‐fold relative to CD4 T_B_ (Fig 4A). However, since the most highly induced peaks showed the strongest correlation with changes in both H3K4me2 and mRNA expression, we also performed a more stringent selection of the 1,217 strongest iDHSs that were enriched by at least 11‐fold (Dataset EV4). The average DHS profiles for these 1,217 highly specific iDHSs confirmed that they were strictly inducible, present only in T_B_^+^ and T_M_^+^ and not in the un‐stimulated T_B_, T_N_, or T_M_ (Fig 4B). However, there was also a subset of 1,049 DHSs that were diminished by at least fourfold after stimulation (dDHSs), and the inducible changes in the average H3K27ac profiles of dDHSs suggested both a decrease in the level of H3K27ac and a closing up of the nucleosome‐free regions at these sites (Fig 4C). This subset included 249 pDHSs, suggesting that the chromatin encompassing pDHSs and iDHSs is highly dynamic. In contrast, iDHSs became highly enriched for H3K27ac, H3K4me2, and BRD4 specifically after the cells were stimulated (Fig EV3A). Similar to the pDHSs, the 1,217 iDHSs were located mainly in intragenic and intronic regions, with just 1.4% being within 1 kb of a TSS (Fig 4D).

**Figure EV3:**
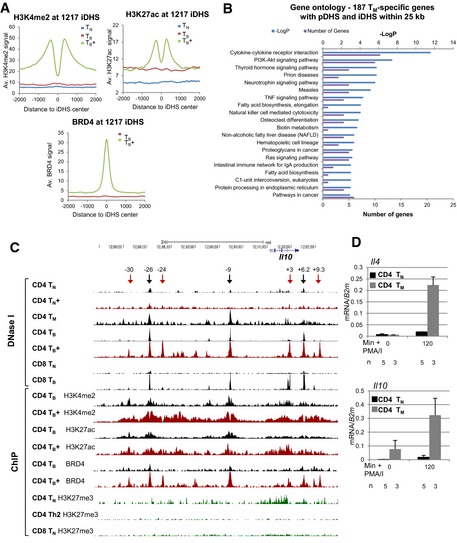
Properties in inducible DHSs Average H3K4me2, H3K27ac, and BRD4 signals at the 1,217 iDHSs in CD4 T_B_ and T_B_ ^+^, plus H3K4me2 and H3K27ac for T_N_.Gene ontology for the 187 T_M_‐specific genes located within 25 kb of both a pDHS and an iDHS.
DNase I‐Seq and ChIP‐Seq at the *Il10* locus in CD4 T_N__,_ T_M__,_ T_B__,_ T_B_ ^+^, and Th2 cells and CD8 T_N_ and T_B_.
*Il4* and *Il10* mRNA expression in CD4 T_N_ and CD4 T_M_ stimulated with PMA/I for the times indicated. Relative mRNA values are expressed as in Fig 1C, with SEM. The number of replicates for each (*n*) is shown underneath.

We next investigated the potential significance of the iDHSs with respect to gene expression and measured the distances from the TSSs of the 1,895 T_M_‐specific inducible genes (Fig 3F) to the nearest iDHS (using the more inclusive 6,823 subset). Approximately 1,000 of the inducible genes had an iDHS within 150 kb of the TSS, and nearly 500 of these elements were located within just 25 kb which was highly significant (*P* = 10^−92^) (Fig 4E), further signifying a role for the iDHSs as inducible enhancers of these genes. Consistent with this finding, the most highly induced T_M_‐specific genes were associated with the closest iDHSs, whereby the 48 genes that were induced greater than 10‐fold were on average within 10 kb of an iDHS (Fig 4F) suggesting a role of these elements as enhancers.

We next addressed the question of the potential relationships between pDHSs, iDHSs, and inducible genes by focusing on the 683 pDHSs which were within 150 kb of a T_M_‐specific inducible gene (Fig 3G) and measuring the distances between these pDHSs and the closest iDHS (Fig 4G). Significantly, 587 (86%) of the 685 pDHSs contained an iDHS within 150 kb, and 312 of these (46%) were within just 25 kb (*P* = 10^−132^). These data reinforce the view that pDHSs function at close range to support inducible enhancer function. In addition, we found that the most highly induced genes also displayed the shortest distances between the pDHSs and iDHSs (Fig 4H). Hence, the 54 genes that were induced at least sixfold featured a pDHS located within an average of 15 kb of an iDHS. 

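The distances between pDHS and iDHS listed in Dataset EV3 were set against the responses measured here for the 645 matched genes. The Spearman correlation of distance with the T_M_ response was -0.05 (p = 0.206, permutation). It was -0.12 with the log2 table that the authors deposited (p = 0.00258) and moved most, to -0.15, with normexp correction of the median spot signal and an offset of 50 (p = 0.00015, permutation). The correlation was -0.02 with the T_B_ response (p = 0.692), -0.06 with the T_N_ response (p = 0.138) and -0.09 with the untreated T_M_ level (p = 0.0191), and over these 4 relations the lowest p after Benjamini-Hochberg adjustment was 0.0764 (permutation). With the fold changes listed in Dataset EV3 the correlation was stronger, at p = 0.00179 over its 682 lines (permutation).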

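In these values 94 of the 645 lines of Dataset EV3 rose at least 6-fold in T_M_, with a median listed distance of 30.3 kb between pDHS and iDHS and 47.9% within 25 kb. Median distances were 27.4 kb for 62 lines below 2-fold, 39.6 kb for 266 lines from 2-fold to 3-fold and 27.0 kb for 223 lines from 3-fold to 6-fold. The number in the highest class depended on the arrays, with 173 lines on those of replicate number 1 and 84 on those of number 2. The median distance was 24.1 kb in each. By the fold changes listed in Dataset EV3, 54 lines rose at least 6-fold, with a median distance of 14.7 kb and a mean of 43.4 kb.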

Significantly, 187 of these 312 loci also carried an iDHS that was located within 25 kb of the TSS. 

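The responses of 24 immune and transcription factor genes with a pDHS and an iDHS near the promoter were looked up, among them *Il3*, *Il4*, *Il31*, *Lpar3*, *Tnfsf8*, *Notch1* and *Rela*. All 24 rose in mean in T_M_, 23 by over 1, with a median of 2.11 and a range of 0.52 to 8.02. In T_B_ 15 rose by over 1. Limma with Benjamini-Hochberg adjustment over all genes called the T_M_ responses of *Il3* (8.02, adjusted p = 0.010) and *Lpar3* (at least 7.76-fold, adjusted p = 0.030). *Il3* was also called in T_B_ (10.84, adjusted p = 0.0020), as was *Il31* (12.21, adjusted p = 0.0037). The difference between the T_M_ and T_N_ responses was called by limma for 0 of the 24 genes, with 9 at an unadjusted p under 0.05. The *Il3* call in T_M_ was lost in 3 of 27 alternatives.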

Gene ontology analysis of these 187 genes showed a highly significant association with immune responses and the activation of signaling pathways (Fig EV3B) including immune regulators such as *Il3, Il4, Il31, Il15ra, Il1rl1, Il18rap, Cxcr3, Ccr2, Tnfrsf4, Tnfrsf9, Tnfsf8*,* Tnfaip8, Itga3, Itgav, Alcam, Mpzl2, Lpar3, Notch1, Icos, Map3k5,* and *Fyn,* and key TF genes such as *Rela, Nfil3,* and *Nfatc1*.

To further investigate the potential significance of pDHSs, we plotted their positions relative to iDHSs located within 150 kb of a promoter of an inducible T_M_‐specific gene (Appendix Fig S3C). This confirmed the strong trend for pDHSs to be located close to iDHSs, independently of the distances of these DHSs from the promoter.

To provide additional examples for loci that utilize pDHSs and iDHSs, we examined two other classic models of inducible cytokine loci: the Th2 cytokine gene locus, encompassing *Il4*,* Il13,* and the Th2 locus control region (LCR) (Lee *et al*, 2005) (Fig 4I), and the *Il10* locus (Jones & Flavell, 2005) (Fig EV3C). Similar to *Il3* and *CSF2*,* Il4* and *Il10* were specifically induced in T_B_ and T_M_ but not T_N_ (Figs 1C and EV3D) and contain multiple pDHSs and iDHSs which were only detected in previously activated T cells (Figs 4I and EV3C). The Th2 cytokine locus contains several T_B_‐specific iDHSs, including one 11.5 kb downstream of *Il4*, and one within the Th2 LCR, which were each shown previously to function as enhancers (Lee *et al*, 2001). Both of these iDHSs lie close to pDHSs in T_B_ and T_M_ (Fig 4I). Like the pDHSs at the *IL3/CSF2* locus (Fig 1D) (Baxter *et al*, 2012), the *Il4* +9‐kb pDHS (defined by others as HS4) also lacked independent enhancer function (Lee *et al*, 2001). A similar example is shown for *Il10* (Fig EV3C) where an array of pDHSs and iDHSs extends 30 kb upstream of the promoter specifically in previously activated cells. The *Il4* +11.5‐kb and the *Il10* −24‐kb iDHSs are both included within primed regions having elevated levels of H3K27ac and H3K4me2 in T_B_ prior to stimulation. A parallel analysis of published H3K27me3 datasets for *Il4* and *Il10* again showed no prior enrichment for this modification in CD4 or CD8 T_N_ in regions that subsequently form T_M_‐specific DHS during blast cell transformation (Figs 4I and EV3C). However, there was a T_N_‐specific enrichment for H3K27me3 at the *Il10* promoter, consistent with this being a parallel mechanism of regulating the transition from T_N_ to T_B_ and T_M_, but operating at a different class of regulatory elements.

### Primed DHSs bind constitutively expressed transcription factors

The 2,882 pDHSs created during T‐cell blast cell transformation are stably maintained in both dividing and non‐dividing cells, without any substantial change to the TF expression program. Therefore, a key question is why the pDHSs remain open in T_B_ and T_M_, while the iDHSs are not maintained. To this end, we investigated which transcription factors remained stably bound to pDHSs in the unstimulated state by searching for enriched DNA motifs within the pDHSs using HOMER (Heinz *et al*, 2013). The most enriched motifs corresponded to the known consensus binding sequences for ETS and RUNX family transcription factors, which were present in 44 and 47% of the targets, respectively (Fig 5A). Significantly, the ETS motif identified here corresponds to the composite ETS/RUNX motif to which these factors bind in a cooperative fashion in T cells (Hollenhorst *et al*, 2009). To a lesser extent, pDHSs were also enriched for motifs for inducible factors which respond to TCR and growth factor signaling, including AP‐1, IRF, and STAT family proteins. We plotted the coordinates of the motifs back onto the DHSs, ordering them as previously according to the DHS intensity fold change for T_B_ compared to T_N_ (Fig 5B). Consistent with their known functions throughout T‐cell development, the RUNX and ETS motifs were found both at T_B_‐specific pDHSs and at constitutive DHSs shared by T_B_ and T_N_. In contrast, the motifs for AP‐1 and STAT were predominantly found within the T_B_‐specific DHSs. We also performed a bootstrapping analysis which determined the statistical significance of motif co‐occurrence within 50 bp and observed that the ETS, RUNX, STAT, GATA, and AP‐1 motifs co‐localized within the pDHSs (Fig 6A) and most likely form interacting complexes.

**Figure 5:**
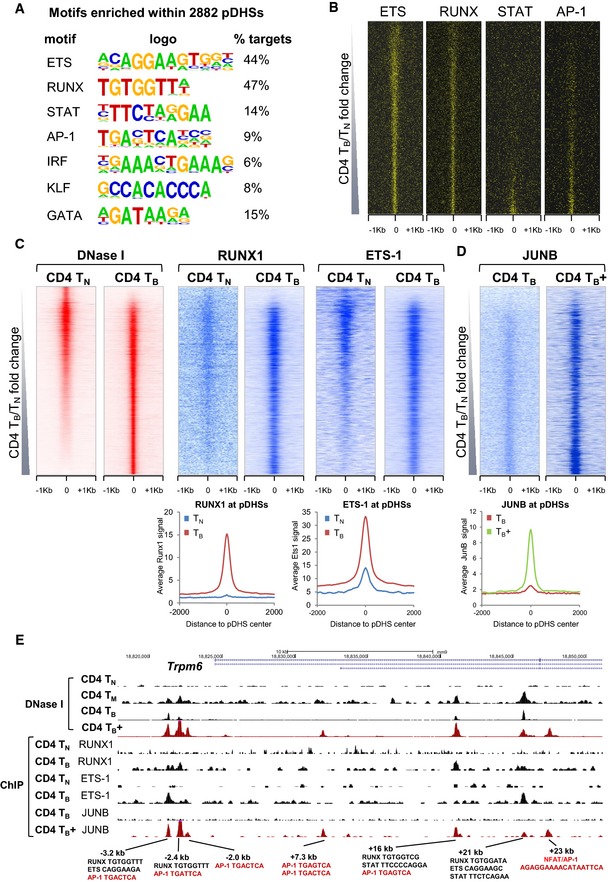
pDHSs bind constitutively expressed transcription factors *De novo* motifs enriched within 2,882 pDHSs determined using HOMER.Motif distribution in all DHSs ordered by increasing DNase‐Seq tag count signal for CD4 T_B_ relative to T_N_ as in Fig 3B.
DNase‐Seq and RUNX1 and ETS‐1 ChIP‐Seq density maps showing the binding at the DHSs ordered as for (B), with average profiles of RUNX1 and ETS‐1 binding to the pDHSs in T_B_ compared to T_N_ shown below.
JUNB ChIP‐Seq in T_B_ and T_B_ ^+^ at the DHSs defined in T_N_ and T_B_ and ordered as in (B) with average profiles shown below.Patterns of RUNX1, ETS‐1, and JUNB binding at RUNX, ETS, and AP‐1 motifs at the *Trpm6* locus.

**Figure 6:**
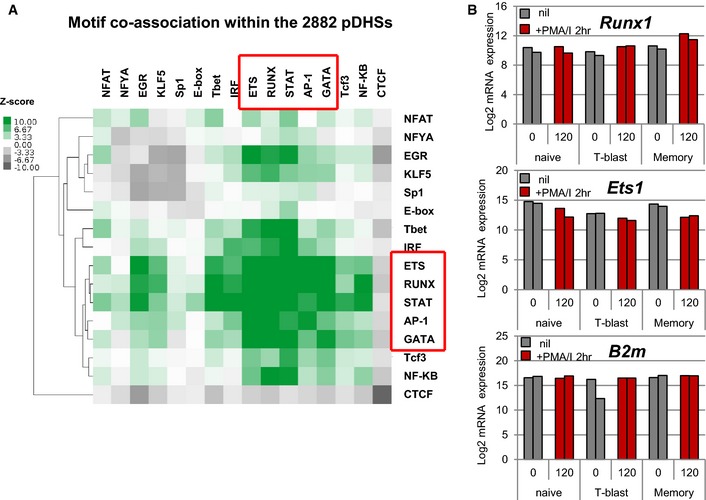
Co‐association of ETS‐1 and RUNX1 in pDHSs, and the role of RUNX1 in establishing priming Hierarchical clustering of motif co‐association enrichments in pDHSs. Z‐scores represent enrichment of observed versus background co‐associations computed in 1,000 randomly selected, chromatin‐accessible regions.Log2 mRNA expression levels of *Runx1*,* Ets1,* and *B2m* in untreated and PMA/I‐treated T_N__,_ T_M__,_ and T_B_ from the microarray analysis.

To verify that the predicted TF motifs were occupied *in vivo*, we performed ChIP‐Seq to assess the levels of RUNX1 and ETS‐1 binding to the DHSs in both T_N_ and T_B_ (Fig 5C). RUNX1 and ETS‐1 binding was detected in both cell types at the shared DHSs. However, binding of these factors to the pDHSs was restricted to T_B_ (Fig 5C, Appendix Fig S4). 

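In untreated cells the mean log2 level of *Runx1* was 9.89 ± 0.46 in T_N_, 9.59 ± 0.15 in T_B_ and 10.27 ± 0.30 in T_M_ (SD, n = 2 arrays). Neither T_B_ nor T_M_ was called against T_N_ (limma, Benjamini-Hochberg adjusted p = 0.76 and 0.88). The T_B_ difference of -0.30 was 0.03 without the T_N_ untreated replicate 1 array. *Ets1* was 14.46 ± 0.12 in T_N_, 12.77 ± 0.10 in T_B_ and 14.06 ± 0.33 in T_M_. Its difference from T_N_ was -1.69 in T_B_ (SE 0.49, adjusted p = 0.085) and -0.40 in T_M_ (adjusted p = 0.87), and the T_B_ difference was called in 7 of 26 alternatives and moved most, to -0.54, with scaling to the 75th percentile. *B2m* was 16.55 ± 0.15, 14.21 ± 2.90 and 16.66 ± 0.23 in the same order, and the wide spread in T_B_ came from a single array. The CD4 T_B_ and T_N_ arrays lay on different slides, which limits these comparisons of level. The untreated CD8 arrays shared a slide, with 1 array each. There *Ets1* was 13.37 in T_N_ and 12.15 in T_B_, and *Runx1* was 9.69 and 8.61. The paper used these levels to exclude raised expression in T_B_, and neither mean was higher in T_B_ than in T_N_ here.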

We excluded the idea that this result was caused by increased RUNX1 and ETS‐1 expression by examining gene expression microarray data obtained from independently prepared duplicates for each of the different cell types (Fig 6B) which revealed similar levels of *Runx1* and *Ets1* mRNA in T_N,_ T_M_, and T_B._ We therefore hypothesized that additional inducible factors may be required for the original genesis of the pDHSs and investigated the levels of AP‐1 binding by performing a JUNB ChIP‐Seq assay. Whereas very little basal level AP‐1 binding was observed in T_B_ (Fig 5D), AP‐1 binding was greatly increased in T_B_^+^ after stimulation, with high enrichment at the pDHSs, consistent with the elevated AP‐1 family mRNA levels (Fig EV1A) and the observed distribution of AP‐1 motifs and ChIP peaks (Fig 5B, Appendix Fig S4). We previously showed above that *Fos* mRNA was induced in T_N_ by ConA during blast cell transformation (Appendix Fig S1A). These data support the view that AP‐1 plays a role in the creation, and subsequent reactivation, but not necessarily the steady‐state maintenance of pDHSs when much lower levels of at least *Fos*,* Fosb,* and *Jun* mRNA are detected (Fig EV1A).

A specific example of T_M_‐specific DHSs which contained the predicted motifs and which showed enrichment by ChIP is shown in Fig 5E depicting the transient receptor potential M6 (*Trpm6*) locus which contained multiple T_M_/T_B_‐specific DHSs. At the −3.2‐kb and +21‐kb pDHSs, ChIP peaks were detected for RUNX1 and ETS‐1 in T_B_ but not T_N_. Importantly, motifs for both these factors were present within the hypersensitive region. At the −2.4‐kb DHS, we identified a RUNX motif, but no ETS motif, and this was reflected by binding of RUNX1 but not ETS‐1. Furthermore, at least 6 DHSs within this locus encompass AP‐1 motifs, and this was reflected by specific JUNB binding in T_B_^+^ and not in T_B_ (Fig 5E).

Further efforts are needed to investigate functions of RUNX1 and ETS‐1, but this is a difficult issue to address because RUNX and ETS proteins play important roles in many aspects of T‐cell development and function (Muthusamy *et al*, 1995; Telfer & Rothenberg, 2001; Egawa *et al*, 2007). We began with a preliminary attempt at evaluating the roles of roles of RUNX1 in blast cell transformation and the activation of inducible cytokine genes associated with pDHSs. For this purpose, we prepared T_B_ in the presence of either the inhibitor Ro5‐3335, which is reported to suppress RUNX1 function (Cunningham *et al*, 2012), or with DMSO as a control. The inhibitor was included during the activation of CD4 T cells by ConA, after which the cells were cultured for 24 h with the inhibitor and IL‐2. However, the inhibitor greatly decreased the proportion of T cells that survive the transformation process as live non‐apoptotic cells (Appendix Fig S5A). Nevertheless, when the inhibitor was removed and the surviving live cells were stimulated, the residual effect of the inhibitor was to suppress the induction of genes associated with pDHSs (*Il4*,* Il3,* and *CSF2*) but not inducible genes or constitutive genes believed to be independent of pDHSs (*Tnf* and *Cd2*) (Appendix Fig S5B). These data are consistent with a requirement for RUNX1 both in efficient blast cell transformation and in the memory recall response.

### RUNX and ETS motifs are occupied in T_B_ and T_M_

To screen for potential additional factors without having to speculate on which antibody to use for ChIP assays, we employed our recently developed Wellington algorithm (Piper *et al*, 2013) to perform *in silico* DNase I footprinting on the DNase‐Seq data from T_B_. This algorithm statistically scores an imbalanced pattern of positive strand reads starting immediately 5′ of the footprint and negative strand reads starting immediately 3′ of the footprint, spanning the binding site which is detected as a region with reduced reads. The distribution of motifs detected by HOMER within these footprints (Fig 7A) resembled that of motifs detected in the full‐length DHSs (Fig 5A), with RUNX and ETS the most prominent motifs, accounting for more than half of all the predicted FPs. These were followed by STAT motifs, representing another inducible factor family potentially influencing pDHS formation. Figure 7B depicts the relative DNase I profiles surrounding the FPs at each protected RUNX, ETS, and STAT motif, showing the relative density of the upper (red) versus lower (green) strand DNase I cuts. Equivalent profiles are shown for footprinted AP‐1, KLF, GATA, and RFX motifs in Fig EV4A. FPs were ordered according to increasing occupancy score with the most prominent patterns representing the best FPs (Figs 7B and EV4A). Figures 7B and EV4A also show the average DNase I profiles to illustrate the average cuts on each of the upper (red) and lower (blue) strands centered about the motif. A similar pattern of footprinted RUNX and ETS motifs was detected in T_M_ (Figs 7C and EV4B). An evaluation of the locations of footprinted ETS and RUNX motifs revealed the same patterns of binding to pDHSs in T_M_ as was seen for the shared DHSs in T_N_ (Fig EV4C). Examples of occupied ETS and/or RUNX motifs in T_B_ are shown for 2 pDHSs located 3.7 and 35 kb upstream of *Ccl1* where binding of both ETS‐1 and RUNX1 was demonstrated by ChIP‐Seq (Fig 7D). In keeping with a role for the pDHSs in priming inducible gene expression, *Ccl1* is upregulated more efficiently in T_B_ and T_M_ compared to T_N_ (Fig 7E). 

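The mean log2 level of *Ccl1* went from 3.27 ± 0.08 to 9.40 ± 0.70 in CD4 T_N_, from 6.47 ± 0.04 to 17.56 ± 0.37 in T_B_ and from 6.06 ± 2.59 to 15.01 ± 0.76 in T_M_ (SD, n = 2 arrays). The response was called in T_B_ (11.09, adjusted p = 0.0037) and T_M_ (8.95, adjusted p = 0.012) and not in T_N_ (6.14, adjusted p = 0.21) by limma with Benjamini-Hochberg adjustment. The differences between responses were tested themselves. T_B_ exceeded T_N_ by 4.96 (adjusted p = 0.56) and T_M_ exceeded T_N_ by 2.81 (SE 1.41, adjusted p = 0.66), with a range of 0.98 to 4.64 when single arrays were left out. In CD8 cells, on 1 array per condition, the level went from 4.68 to 7.85 in T_N_ and from 7.44 to 16.26 in T_B_.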

We also assayed the −3.7‐kb and −35‐kb pDHSs for potential enhancer activity using the same assay system employed above for testing the *IL3* pDHSs. Similar to the *IL3* pDHSs, these two *Ccl1* pDHSs had no significant enhancer activity in a transfection assay (Fig 7F).

**Figure 7:**
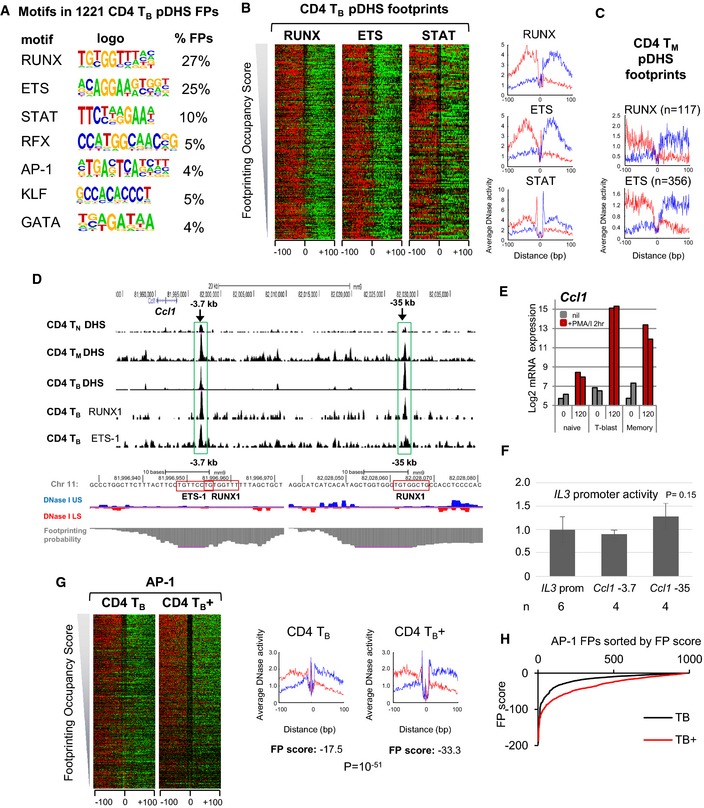
Motifs for constitutive TFs are footprinted *in vivo* in pDHSs Enriched motifs defined by HOMER using a *de novo* motif search of the digital DNase I FPs identified in the pDHSs in T_B_.
DNase I cleavage patterns in T_B_ from the FPs determined by Wellington at the pDHSs centered on the motif named at the top and ordered according to increasing FP occupancy score. Left: Cuts are shown within a 200‐bp window with positive (red) and negative (green) strand imbalances in DNase I cuts. Right: Average profiles of the actual DNase I cuts at footprinted motifs within the pDHSs, with upper strand DNA cuts shown in red and lower strand cuts in blue.Average profiles of the DNase I cuts at footprinted motifs within the pDHSs in T_M_ determined as in (B).Example of FP patterns and motifs at the −3.7‐kb and −35‐kb pDHSs at the *Ccl1* locus in T_B_.
mRNA array values for *Ccl1* expression.Luciferase reporter gene assays in stimulated Jurkat T cells performed as in Fig 1H of the *IL3* promoter alone or in combination with the *Ccl1* −3.7‐kb or −35‐kb DHSs, with SD. Values are expressed as the mean with the number of replicates for each (*n*) shown underneath.Footprinting of AP‐1 sites in T_B_ ^+^. DNase I upper and lower strand cleavage patterns were calculated as in (B) (left) plus the average DNase I profiles (right) for all AP‐1 motifs within the subset of 2,882 defined pDHSs in T_B_ cells before and after stimulation, ranked in order of decreasing FP probability score.Distribution of the FP probability scores for the data shown in (G).

**Figure EV4:**
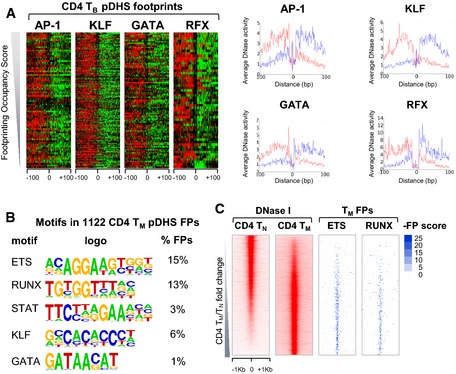
DNase I footprints of TFs in T_B_ Left: DNase I cleavage strand imbalance patterns within the footprints identified by Wellington at the pDHSs centered on the motif named at the top and ordered according to increasing FP occupancy score. Relative levels of DNase I cuts are shown within a 200‐bp window with upper strand DNA cuts shown in red and lower strand cuts in green. Right: Average profiles of the DNase I cuts at the different motifs within the pDHSs, upper strand DNA cuts shown in red and lower strand cuts in blue.Results of the HOMER *de novo* motif search of pDHS digitally footprinted regions in CD4 T_M_.
ETS and RUNX motif‐containing footprints (right) within DHSs in T_M_ sorted by T_M_/T_N_ fold change (left).

A much smaller percentage of pDHS FPs in non‐stimulated T_B_ (4%) contained occupied AP‐1 motifs compared to the number of occupied RUNX and ETS motifs (Fig 7A). However, after stimulation, protection at the AP‐1 sites increased significantly in T_B_^+^ (*P* = 10^−51^, Fig 7G), consistent with the increased JUNB binding (Fig 5D) that occurred upon treatment with PMA/I. This was reflected by the distribution of footprint probability scores (Fig 7H).

Taken together, our ChIP and footprinting analyses suggest that RUNX1 and ETS‐1 cooperate with inducible factors such as AP‐1 to establish pDHS, and are important players in the maintenance of open chromatin at these sites.

### The ratio of inducible versus constitutive transcription factors determines the properties of transient and stable DHS

We next addressed the question of what distinguished constitutive pDHSs from the highly inducible iDHSs in T_B_^+^. To this end, we performed a *de novo* motif search using the subset of the 1,217 most enriched iDHSs (Fig 8A). The distribution of motifs in the iDHSs in T_B_^+^ was markedly different to the pDHSs in T_B_ as the pattern was dominated by motifs for the inducible TFs AP‐1 (58%) and NFAT (56%). Many of these were composite NFAT/AP‐1 motifs of the type first described for the *Il2* promoter and *CSF2* enhancer (Cockerill *et al*, 1995; Chen *et al*, 1998), and observed above in the *Trpm6* +23‐kb iDHS (Fig 5E). The full‐length composite NFAT/AP‐1 motif depicted in Fig 8A was present in 34% of iDHSs, which were also enriched with motifs for the inducible EGR and NF‐κB families of TFs. The enrichment of RUNX motifs was considerably lower in iDHSs (12%) than in pDHSs (47%), and ETS motifs were not enriched at all. These results were supported by bootstrapping analyses of the statistical significance of motif co‐occurrence within 50 bp, which demonstrated that inducible factors, but not ETS‐1 or RUNX1, co‐localized in iDHSs (Fig EV5A).

**Figure 8:**
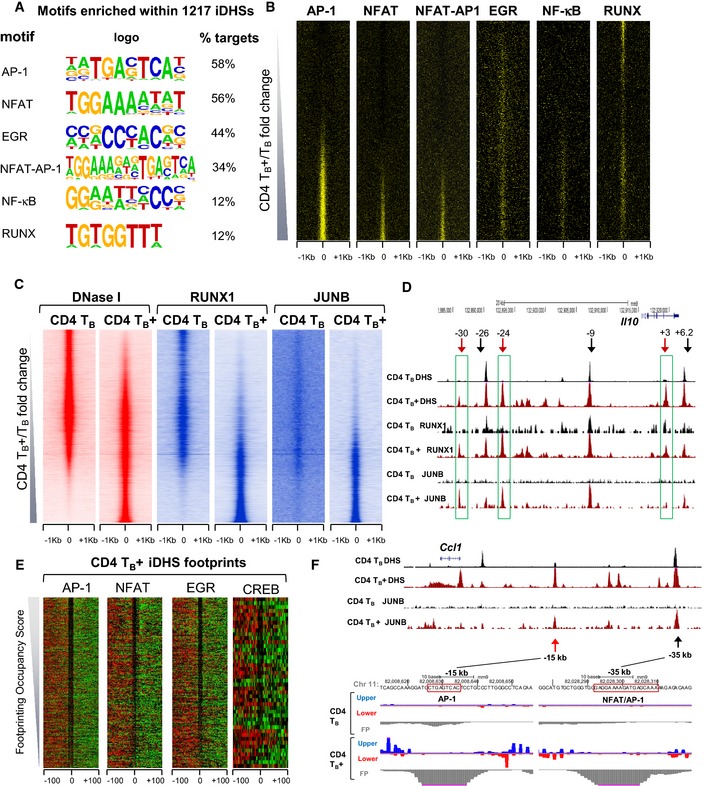
Inducible DHSs bind inducible and constitutively expressed transcription factors *De novo* motif search of the 1,217 iDHSs using HOMER.Motif distributions in the DHSs ordered by increasing DNase‐Seq tag count signal for CD4 T_B_ ^+^ cells compared to T_B_ cells as in Fig 4A.
RUNX1 and JUNB ChIP‐Seq density maps depicting binding at all DHSs ordered as in (B).
RUNX1 and JUNB ChIP‐Seq profiles for DHSs at the *Il10* locus in T_B_ and T_B_ ^+^.
DNase I cleavage strand imbalance patterns displayed as in Fig 7G for footprinted TF motifs in T_B_ ^+^ at the iDHSs.Example of FP patterns and motifs at the −15‐kb and −35‐kb iDHSs in T_B_ ^+^ cells at the *Ccl1* locus.

**Figure EV5:**
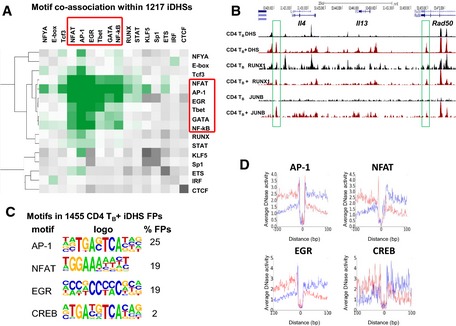
Co‐association of inducible TFs in iDHSs Hierarchical clustering of motif co‐association enrichments in iDHSs. Z‐scores represent enrichment of observed versus background co‐associations computed in 1,000 randomly selected, chromatin‐accessible regions. Z‐score scale as in Fig 6A.
UCSC genome browser shot of the *Il4*,* Il13,* and *Rad50* loci showing DNase‐Seq and ChIP‐Seq for T_B_ and T_B_ ^+^.
*De novo* motifs identified by HOMER within iDHS digital FPs.Average profiles of DNase I cuts at motifs within the iDHSs. Upper strand DNA cuts are shown in red and lower strand cuts in blue.

The inducible TF motifs were mapped back onto the combined T_B_ and T_B_^+^ DHS dataset (Fig 8B), once again ranked according to the degree of DHS enrichment in T_B_^+^ compared to T_B_ as in Fig 4A. This revealed that the inducible TF binding sites were highly enriched in the iDHSs and were located predominantly at their centers. In contrast, the RUNX motifs and the RUNX1‐bound DHSs were divided between the shared DHSs and the iDHSs (Fig 8B and C), similar to what was observed in the T_B_ and T_N_ analysis (Fig 5B). However, the ChIP‐Seq analyses showed that RUNX1 only bound to the iDHSs after stimulation (Fig 8C). JUNB ChIP‐Seq also confirmed that AP‐1 bound specifically to the inducible sites only when the cells were stimulated (Fig 8C). In contrast, the dDHSs that were lost upon stimulation did not encompass AP‐1 motifs. The inability to recruit AP‐1 most likely makes them susceptible to the effects of chromatin remodeling that stems from other nearby DHSs which do bind AP‐1.

An example of the above patterns of TF binding is shown for the *Il10* locus (Fig 8D) where RUNX1 and JUNB bound to the −24‐kb and −30‐kb iDHSs only in T_B_^+^. RUNX1 also bound to the −9‐kb and −26‐kb pDHSs prior to stimulation, whereas AP‐1 only bound to these sites after treatment with PMA/I. A similar pattern of binding was observed at the Th2 cytokine gene locus (Fig EV5B). Wellington FP analyses of the T_B_^+^ DNase‐Seq data revealed strong footprints at the iDHSs, with AP‐1, NFAT, and EGR motifs being the most abundant occupied motifs (Figs 8E and EV5C and D). This result is consistent with the notion that iDHSs are enriched in motifs occupied by multiple species of inducible TFs, responding to concurrent signals. Examples of AP‐1 and AP‐1/NFAT FPs are shown here for the −15‐kb and −35‐kb DHSs at the *Ccl1* locus. In this instance, the −35‐kb DHS represented a preexisting DHS which recruited AP‐1 and became a broader DHS after stimulation. Overall, our analyses identified a strong trend toward a significant difference in the binding motif composition between pDHSs and iDHSs.

The above studies revealed that the iDHSs and pDHSs bind a common set of inducible and constitutively expressed transcription factors yet exhibit different kinetic behaviors within chromatin with one class of binding sites being maintained but not the other. To further investigate the reason for this difference, we determined the number of motifs per DHS within the most enriched population of each class of DHSs. For this purpose, we compared the most specific subset of 1,217 iDHSs with the 2,882 pDHSs identified in T_M_. To further validate T_B_ as a surrogate model for T_M_, we also analyzed the equivalent subset of the 3,085 most enriched DHSs detected in a comparison of T_B_ and T_N_ (Fig 9A and B), as these should give the same pattern as T_M_. As expected, the T_M_‐ and T_B_‐specific DHSs had an essentially identical motif composition, with RUNX, ETS, and STAT motifs being abundant, whereas NFAT and AP‐1 motifs were more frequent in iDHSs (Fig 9A). We tabulated the motif counts for each dataset for the 5 most abundant motifs for inducible factors (AP‐1, NFAT, EGR, NF‐κB, and CREB/ATF) and the 5 most abundant motifs for constitutive factors (ETS, RUNX, KLF, GATA, and E‐box) (Fig 9B). The motifs used for this purpose were the ones identified as *de novo* motifs by HOMER above (Dataset EV5). An analysis of the ChIP peaks confirmed that ETS‐1 and RUNX1 were each bound to two‐third of 2,882 pDHSs (Fig 9C). Overall, these analyses revealed that T_M_‐ and T_B_‐specific pDHSs contained three times more motifs for constitutive than inducible factors and the converse was true for iDHSs with the ratio of inducible versus constitutive factor binding sites being two to one. Moreover, the comparison of co‐localizing motifs within pDHSs and iDHSs showed a strong co‐localization between inducible and constitutive factor binding sites in pDHSs, but not in iDHSs (Figs 6A and EV5A). These different motif compositions are exemplified by the +9‐kb pDHS and the +6.5‐kb iDHS at the *Syne3* locus, the Th2 LCR, and the *Cxcr3* locus (Appendix Fig S6). In the *Syne3* +9‐kb pDHS, there is also an example of a composite ETS/RUNX motif of the type shown in Fig 5A.

**Figure 9:**
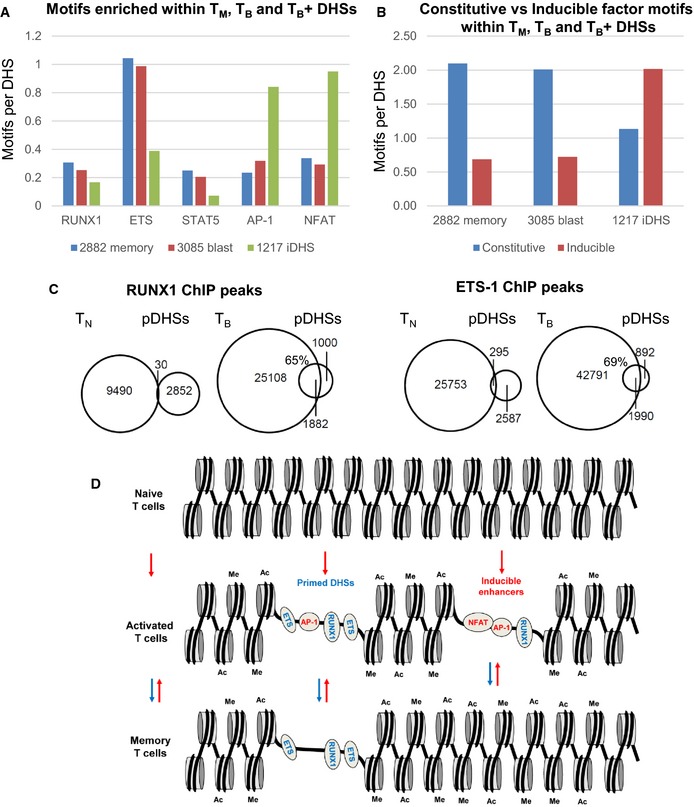
Composition and properties of pDHSs and iDHSs Motif counts for abundant TF binding sites at the specific DHSs in T_M_, T_B_, and T_B_ ^+^.Total motif counts for 5 inducible motifs (AP‐1, NFAT, EGR, NF‐κB, and CREB/ATF) and 5 constitutive motifs (ETS, RUNX, KLF, GATA, and E‐box) in the specific DHSs in T_M_, T_B_, and T_B_ ^+^. The motifs used here are defined in Dataset EV5.Overlaps between ETS‐1 and RUNX1 ChIP peaks and the 2,882 pDHSs in T_N_ compared to T_B_.Mechanisms of pDHS and iDHS regulation in T cells.

Taken together, these data suggest a model whereby the balance of a common set of factors at specific *cis*‐elements determines the kinetic behavior of transcription factor assembly and maintenance, and nucleosome occupancy (Fig 9D). This finding supports a model whereby the acquisition of immunological memory in T cells is driven during blast cell transformation by inducible factors that enable the redistribution of preexisting factors. The key to this model is that the density of constitutive factors bound at pDHSs is sufficient to maintain them in the long term, once they have formed, but is insufficient to initially create these DHSs without additional support from inducible factors. The converse is true of the inducible DHSs, which use a high density of inducible motifs to function as rapid response elements, and cannot be maintained once the inducing stimulus is removed. In addition, there will be many other DHSs which share some of the properties of both pDHSs and iDHSs.

## Discussion

This study significantly advances our understanding of the fundamental molecular mechanisms that underpin the long‐term maintenance of stable molecular memory in cells that have previously responded to transient stimuli. In our model, inducible factors activated by the primary response in naïve T cells direct the re‐localization of the preexisting factors ETS‐1 and RUNX1 to thousands of newly established pDHSs which remain associated with pDHSs and continue to modify chromatin structure after the initial stimulation has ceased. Their binding is likely to be further stabilized due to the fact that the ETS motif identified in Fig 5A is a composite ETS/RUNX motif binding these factors cooperatively (Hollenhorst *et al*, 2009). Based on the functional and correlative studies described here, many of these pDHSs are not typically classical enhancers, but function at close range to maintain a regional state of active chromatin in the absence of stimulation and increase the accessibility of inducible enhancers to the factors that direct the immunological recall response. Significantly, the chromatin of inducible enhancers linked to pDHSs in T_M_ and T_B_ is inaccessible in T_N_, and these elements therefore fail to respond efficiently to the same stimuli. In support of the idea of a facilitator role for pDHSs, we demonstrate a tight correlation between the preferential induction of genes in previously activated T cells and the close proximity of (i) pDHSs to iDHSs, and (ii) iDHSs to the TSSs of these inducible genes. Significantly, the presence or absence pDHSs has little impact on steady‐state transcription of nearby genes, in contrast to classical enhancers. Others have also recently observed that evidence of TF binding is a much more reliable guide to enhancer function than the mere presence of open chromatin or active histone modifications (Kwasnieski *et al*, 2014; Dogan *et al*, 2015). Given that just 11% of these modified regions tested had strong enhancer activity (Kwasnieski *et al*, 2014), it is evident that there is a growing need to define distinct classes of distal regulatory element.

Our data also provide a valuable resource defining all potential inducible enhancers in T cells, plus the factors required for their activation. The mechanisms driving inducible gene expression in activated T cells have been well defined at numerous individual loci, including the cytokine genes described above. This typically involves the induction of NFAT, AP‐1, and NF‐κB by TCR signaling pathways, which in turn mediate the induction of DHSs at promoters and enhancers, and the activation of mRNA expression. Here we show that one‐third of all iDHSs utilize composite NFAT/AP‐1 elements where NFAT and AP‐1 are known to bind cooperatively. We previously reported on such a mechanism for the *CSF2* locus (Cockerill *et al*, 1995; Johnson *et al*, 2004), and in the current study, we defined the consensus sequence underpinning the cooperative binding of NFAT and AP‐1 for the full complement of iDHSs. Furthermore, our study provides a firm basis for why these enhancers at iDHSs are non‐functional in T_N_, even though T_N_ efficiently express NFAT and AP‐1 upon activation, simply by virtue of their chromatin being inaccessible.

Intriguingly, pDHSs and iDHSs utilize essentially the same set of TFs, yet they behave in very different ways. We provide convincing global evidence that the difference in the ratios of constitutive to inducible TF motifs distinguishes these two classes of regulatory element and accounts for their properties. The low density of inducible TF motifs in pDHSs correlates with a requirement for extensive exposure to TCR signaling during blast cell transformation before the chromatin encompassing these elements is rendered accessible. However, once activated via such a hit‐and‐run mechanism, their high density of constitutive TF motifs allows them to remain accessible. Conversely, the high density of inducible TF motifs plus low density of constitutive TF motifs in iDHSs ensures their tight regulation whereby they are rapidly induced, but readily become reoccupied by nucleosomes once the stimulus is removed.

Previous studies have found that a subset of DHSs, and a subset of the TFs bound to these DHSs, can be maintained during mitosis (Martinez‐Balbas *et al*, 1995; Kadauke *et al*, 2012; Hsiung *et al*, 2015). These studies defined GATA‐1 as a mitotic bookmarking factor. However, these studies also found that the majority of mitotically preserved DHSs were localized at promoters, whereas the majority of the distal DHSs which include enhancers were erased. The fact that pDHSs are maintained during multiple rounds of cell division suggests that pDHSs may form a class of distal elements that can, unlike most enhancers, maintain accessible chromatin during mitosis. This is made more likely by the fact that pDHSs bind co‐localizing, constitutively expressed TFs such as RUNX1 and ETS‐1 which can bind in a concerted fashion to composite ETS/RUNX elements (Hollenhorst *et al*, 2009). In this context, it is interesting to note that all members of the RUNX transcription factor family have been shown to associate with mitotic chromatin (Young *et al*, 2007; Bakshi *et al*, 2008; Pande *et al*, 2009). Transcription factor complexes recruit chromatin modifiers and chromatin regions flanking pDHSs are marked by the active modifications H3K4me2 and H3K27ac, which can attract chromatin additional modifying complexes containing PHD domain or Bromo domains. We show here that pDHSs bind the co‐activator BRD4 whose binding is also maintained during mitosis (Zhao *et al*, 2011). We propose, therefore, that pDHSs contain stable transcription factor complexes that keep such elements nucleosome‐free during cell division, thus creating a looser and more dynamic chromatin structure which (i) allows the re‐assembly of the full complex after cell division and (ii) exposes more of the chromatin‐bound DNA to the inducible TFs searching for their binding sites.

Our current work also increases our understanding of the tightly regulated context‐dependent expression of key immunological regulators in differentiated T cells, such as *Il4* in Th2 cells and *Cxcr3* in Th1 cells. When first activated in uncommitted T_N_, both genes make use of a similar set of TFs to establish specific pDHSs and iDHSs. However, their pDHSs differ with respect to the additional GATA and T‐box motifs present, allowing them to exist in an accessible state ready to respond to alternate additional signals. In this way, unpolarized T_B_ are able to respond to either GATA‐3 binding to the Th2 LCR GATA motifs, or TBX21 binding to T‐box motifs in the *Cxcr3* −3‐kb pDHS, dependent upon which Th2 or Th1 differentiation‐inducing signals they subsequently encounter. We propose, therefore, that the acquisition of pDHSs represents a form of chromatin imprinting used universally across all classes of T cells when they are first activated, irrespective of whether they are CD4 or CD8 T cells, and independent of subsequent differentiation decisions. Others have also predicted a role for regions of chromatin marked by H3K4me2 in supporting gene activation in Th1 and Th2 cells (Seumois *et al*, 2014), but the mechanism by which such patterns were established was unclear. The mechanisms described here may also help to account for the origins of a class of preexisting DHSs which are present in activated T cells and recruit FOXP3 during the course of regulatory T‐cell differentiation (Samstein *et al*, 2012). Taken together, this body of evidence supports the emerging view that the critical steps in establishing immunological memory do indeed occur early during the initial stages of naïve T‐cell activation, and not during the subsequent differentiation stages when additional cell type‐specific TFs get recruited (Badovinac *et al*, 2005; Kedzierska *et al*, 2007; Russ *et al*, 2014; Crompton *et al*, 2015).

Last, but not least, our work explains previous studies demonstrating differences in the distribution of activating and repressive chromatin marks in T_N_ and T_M_ (Rothenberg & Zhang, 2012) and provides the likely regulatory mechanisms underlying these patterns. A recent study found that a lower level of DNA methylation in the T_M_ was generally associated with a higher level of induction upon stimulation (Komori *et al*, 2015). There is also evidence linking loss of the repressive H3K27me3 modification with gene activation in effector T cells (Araki *et al*, 2009). However, not all inducible T_M_‐specific genes are marked by higher levels of H3K27me3 or DNA methylation in T_N_ prior to TCR activation (Mirabella *et al*, 2010; Zediak *et al*, 2011). These modifications cannot, therefore, be solely responsible for the silent gene state in the naive T cells. Our study now suggests that there are at least two parallel modes of regulation controlling the establishment of the gene expression program in memory T cells: one involving the loss of H3K27me3 and gain of H3K4me3, primarily at promoters, and an additional one involving the *de novo* activation of a separate set of predominantly distal regulatory elements associated with H3K4me2. In the case of inducible genes, our data suggest that it is not primarily loss of repressive modifications in naïve cells that accounts for the memory recall effect in memory T cells. Rather, it is the intrinsic inaccessibility of inactive compact chromatin in T_N_ and the gain of active modifications to increase accessibility in T_B_ and T_N_ that makes gene reactivation a much more efficient process. We present this here as a fundamental mechanism that has the potential to ensure the tight regulation of the immune system (Fig 9D), which is likely to play a major role in the acquisition of immunological memory in T cells and which places the accessibility of chromatin to the binding of transcriptional regulators into the heart of this process.

## Materials and Methods

Detailed methods are available in the Supplementary Methods in the Appendix.

### Mice

C42 transgenic mice containing a 130‐kb AgeI genomic DNA fragment of the human *IL3/CSF2* locus on a C57BL/6J background were described previously (Mirabella *et al*, 2010). Studies involving these mice were approved by the ethically reviewed U.K. Home Office animal license PPL 40/3086.

### Cell culture and purification

T_N_ and T_M_ were isolated and purified using MACS (Miltenyi) and Easy Sep (Stem Cell Technologies) purification kits (see Appendix Supplementary Methods). T_B_ were generated from purified T_N_ cultured at 5 × 10^5^ cells/ml in IMDM and activated with 2 μg/ml concanavalin A for 40 h. Cells were maintained at 5 × 10^5^ cells/ml in 50 U/ml IL‐2 (Peprotech) for an additional 2–3 days before harvesting. Cells were stimulated with 20 ng/ml phorbol myristate acetate (PMA) and 2 μM calcium ionophore (I) for up to 4 h.

### DNase I‐hypersensitive site analysis

DNase I digestion assays were carried out as previously described (Bert *et al*, 2007). A more detailed protocol is available in the Appendix Supplementary Methods.

### Chromatin immunoprecipitation

ChIP for the H3K4me2 and H3K27ac antibodies was carried out as previously described (Lichtinger *et al*, 2012). For all other antibodies, chromatin was prepared and immunoprecipitated as described in the Supplementary Methods in the Appendix.

### mRNA expression analyses

Total RNA was extracted from cells using TRIzol (Invitrogen). RNA was either (i) reverse‐transcribed to cDNA using M‐MLV Reverse Transcriptase (Invitrogen) for analysis by quantitative PCR or (ii) prepared for microarray analysis (Supplementary Methods in the Appendix).

### Library preparation

DNA libraries for sequencing were prepared from ~10 ng DNA from DNase I or ChIP samples. Libraries for DNase‐Seq of untreated CD4 and CD8 T_N_ and T_B_ were prepared for sequencing on the SOLiD^™^ platform according to the manufacturer's instructions (Applied Biosystems). All other libraries were prepared using the Tru‐Seq library preparation kit according to the manufacturer's instructions (Illumina).

### Bioinformatics and data analysis

Detailed data analysis is provided in the Supplementary Methods in the Appendix.

### Accession numbers

ChIP‐Seq, DNase‐Seq, and expression microarray datasets have been deposited on the Gene Expression Omnibus (GEO) as a super series under GEO accession number GSE67465. Individual datasets were deposited as follows: ChIP‐Seq under accession number GSE67443, DNase‐Seq under accession number GSE67451, and expression microarrays under accession number GSE67464.

### Public datasets

H3K27me3 ChIP‐Seq datasets in naïve CD4 T cells [(Wei *et al*, 2009), GEO accession number GSM361998], naïve, effector, memory CD8 T cells [(Russ *et al*, 2014), SRA accession numbers SRX793474, SRX793485, respectively], Th2 cells [(Wei *et al*, 2009), GEO accession number GSM362002], as well as ENCODE Jurkat DNaseI‐Seq [(Thurman *et al*, 2012), GEO accession number GSM736501], and H3K27ac in naïve CD4 T cells [(Lara‐Astiaso *et al*, 2014), GEO accession number GSM1441281] were retrieved, aligned, and processed as described above and selected for viewing using the UCSC Genome Browser.

## Author contributions

SLB, EB, RCJ, LNG, and PNC performed the laboratory studies, PC, JP, NL, and SO performed bioinformatics analyses, and SLB, PC, CB, and PNC designed the experiments and wrote the manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Dataset EV3 Click here for additional data file.

Dataset EV4 Click here for additional data file.

Dataset EV5 Click here for additional data file.

Review Process File Click here for additional data file.

# Supplementary material for: Inducible chromatin priming is associated with the establishment of immunological memory in T cells
**Source:** EMBO J. 2016 Jan 21;35(5):515–35. doi: 10.15252/embj.201592534
**Supplement:** Supplementary file 1 — Appendix

## APPENDIX

### Supplementary figures and methods

#### **Inducible chromatin priming is associated with the establishment of immunological memory in T cells.**

Sarah L. Bevington, Pierre Cauchy, Jason Piper, Elisabeth Bertrand, Naveen Lalli, Rebecca C. Jarvis, L. Niall Gilding, Sascha Ott, Constanze Bonifer, and Peter N. Cockerill

#### **Data sets accompanying this manuscript:**

Dataset EV1 – 2882 primed DHSs, accompanying Figure 3A.

Dataset EV2 – 1895 inducible genes, accompanying Figure 3F.

Dataset EV3 – 683 inducible genes, accompanying Figure 3G.

Dataset EV4 – 1217 inducible DHSs, accompanying Figure 4A.

Dataset EV5 – 10 motifs identified in pDHSs or iDHSs, accompanying Figures 9A and 9B.

### Supplementary Figure Legends

#### **Appendix Figure S1**

##### **Properties of CD4<sup>+</sup> naïve, blast and memory-phenotype T cells.**

**(A)** Human *CSF2*, mouse *Ccl1* and mouse *Fos* mRNA expression in CD4<sup>+</sup> T<sub>N</sub> stimulated with Concanavalin A for the times indicated. The level of mRNA is normalized to Beta-2-microglobulin mRNA (B2M).

**(B)** Representative FACS plots of CD4<sup>+</sup> T<sub>N</sub>, CD4<sup>+</sup> T<sub>M</sub> and CD4<sup>+</sup> T<sub>B</sub> cells stained with antibodies to distinguish the different cell types. Cells were labeled with CD4, B220, CD44, CD62L, CD3 and CD25.

#### **Appendix Figure S2**

##### **UCSC browser screen shot of all of the mouse genome-wide data sets defined in this study.**

This window spans the Th2 cytokine gene locus which includes the *Il4*, *Il13* and *Il5* genes, and includes many other more widely expressed genes. This view shows the scales that are used in each of the other screen shots depicted in this study. The CD4<sup>+</sup> T<sub>N</sub> H3K27ac and the three H3K27me3 tracks are from published data sets. Shown underneath are Venn diagrams showing the overlaps between the major DHS peaks identified for the replicates of the DNase-Seq analyses of CD4<sup>+</sup> T<sub>N</sub>, CD4<sup>+</sup> T<sub>N+</sub> and CD4<sup>+</sup> T<sub>B</sub>.

## Appendix Figure S3

### Influence of primed DHSs on basal and inducible levels of gene expression.

**(A and B)** pDHSs do not activate basal level transcription. These plots depict the average log<sub>2</sub> mRNA array values for CD4<sup>+</sup> Memory T cells compared to CD4<sup>+</sup> naïve T cells in the absence of stimulation. 

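Over the measured Dataset EV2 genes the mean log2 levels of untreated T_M_ and T_N_ correlated with r = 0.907, and over all genes with r = 0.961.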

Data are shown for the genes closest to the 2882 genes defined as primed DHSs (panel A) and for the 1893 genes defined as being at least 2-fold induced specifically in CD4<sup>+</sup> memory T cells (panel B).

**(C)** Memory T cell-specific inducible genes have pDHSs in close proximity to iDHSs. Shown here are the log<sub>2</sub> fold increases in mRNA expression detected in response to stimulation for loci that have iDHSs located within 150 kb of a promoter of an inducible TM-specific gene. The mRNA data is plotted versus the distances between the iDHS and the nearest pDHS.

## Appendix Figure S4

### Overlaps for TF ChIP peaks with pDHSs and iDHSs.

Venn diagram overlaps of ETS-1, RUNX1 and JUNB ChIP-Seq peaks with the defined subsets of 2882 pDHSs and 1217 iDHSs. ETS-1 peaks from T<sub>N</sub> and T<sub>B</sub> cells (top); RUNX1 peaks from T<sub>N</sub>, T<sub>B</sub> and T<sub>B</sub><sup>+</sup> cells (bottom left); JUNB peaks from T<sub>B</sub> and T<sub>B</sub><sup>+</sup> cells (bottom right).

## Appendix Figure S5

### Suppression of inducible gene expression in memory-phenotype cells by an inhibitor of RUNX1 function.

**(A)** Flow cytometric analyses of T<sub>B</sub> prepared from CD4<sup>+</sup> T cells cultured with 2 µg/ml ConA in the presence or absence of 20 µM Ro5-3335 for 40 hours followed by 24 hours in 50 U/ml IL-2 in the presence or absence of 20 µM Ro5-3335. Cells were labeled with FITC- Annexin V and PI. A representative FACS plot from 3 experiments is shown.

**(B)** mRNA expression analyses of inducible gene expression in T<sub>B</sub> prepared in the presence and absence of the inhibitor Ro5-3335 at 20 µM. Cells prepared as in (A) were left unstimulated or stimulated with PMA/I for 2 hours. mRNA expression values were normalized to the levels of *B2m*.

## Appendix Figure S6

### Composition of pDHSs and iDHSs

**(A)** T<sub>M</sub>-specific regulation of *Syne3* Left: Upper: UCSC genome browser shot of the *Syne3* locus showing a pDHS (black arrow) and an iDHS (red arrow). Numbers represent the distance in kilobases from the *Syne3* TSS. Lower: Log<sub>2</sub> mRNA expression levels of *Syne3* in untreated and PMA/I treated T<sub>N</sub> and T<sub>M</sub> taken from the microarray analyses. 

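*Syne3* went from 7.74 ± 0.67 to 7.19 ± 0.24 in T_N_ and from 7.95 ± 0.45 to 9.59 ± 0.35 in T_M_ (SD, n = 2 arrays). The T_M_ response was 1.64 (limma, Benjamini-Hochberg adjusted p = 0.15). It exceeded the T_N_ response by 2.18 (SE 0.71), and this difference, tested itself, had an adjusted p of 0.53. The difference stayed between 1.71 and 2.66 when single arrays were left out.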

Right: DNA sequences of the +9 kb pDHS and the +6.5 kb iDHS. TF binding sites are underlined. The pDHS has a 3:1 ratio of constitutive to inducible TF binding sites and the iDHS a 2:1 ratio of inducible to constitutive TF sites.

**(B, C)** DNA sequences of the *Rad50* (B) and *Cxcr3* (C) pDHSs and iDHSs. TF binding sites are underlined.

**A**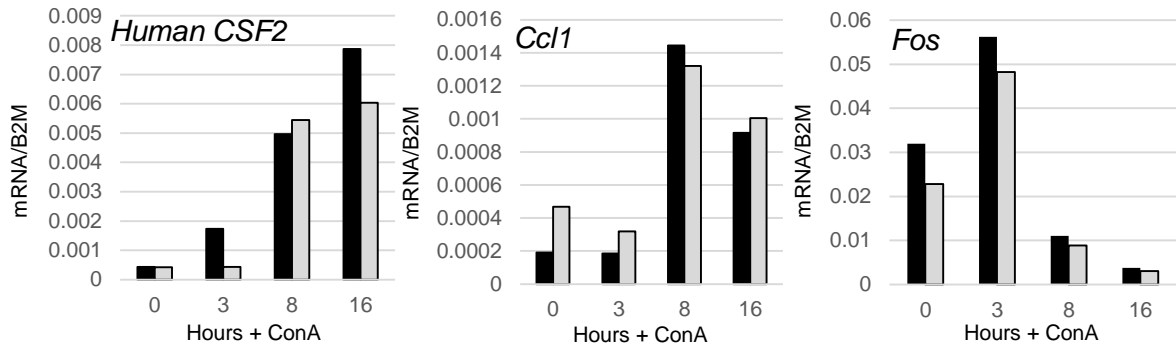**B**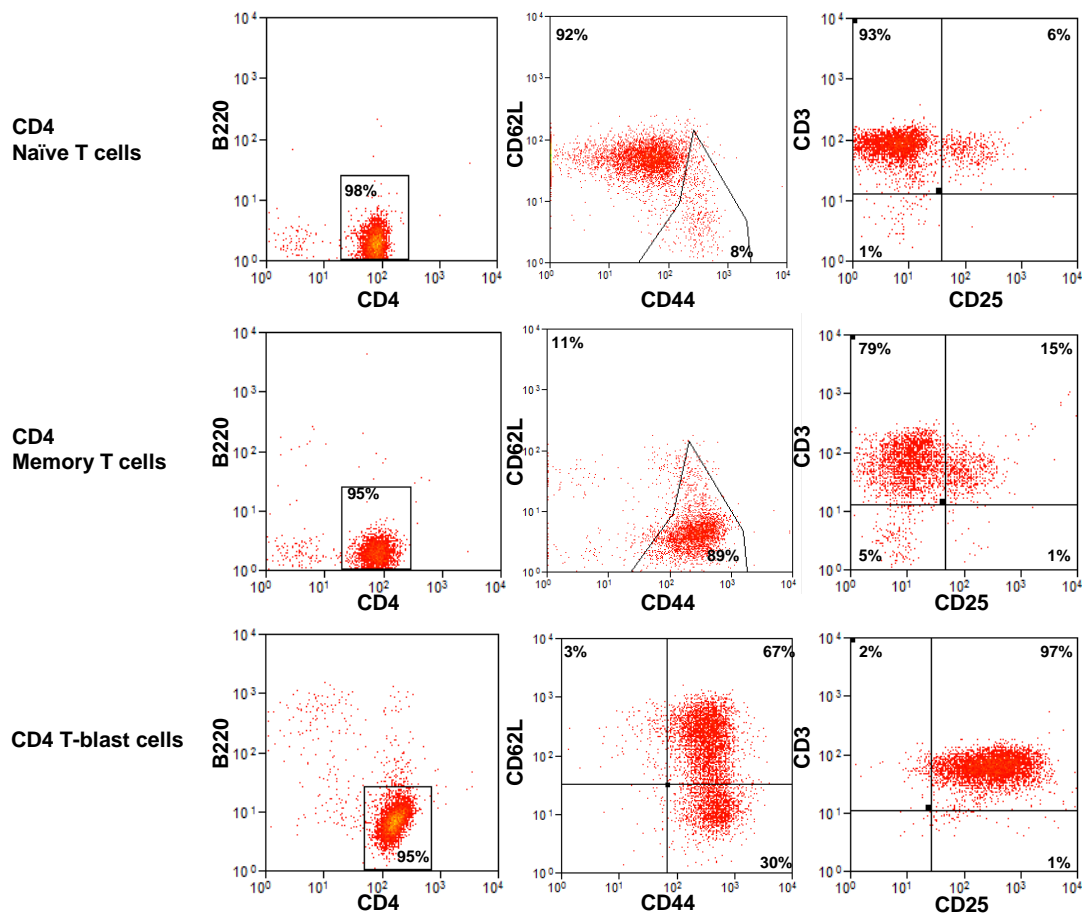

## Appendix Figure S1

Properties of CD4+ naïve, blast and memory-phenotype T cells.

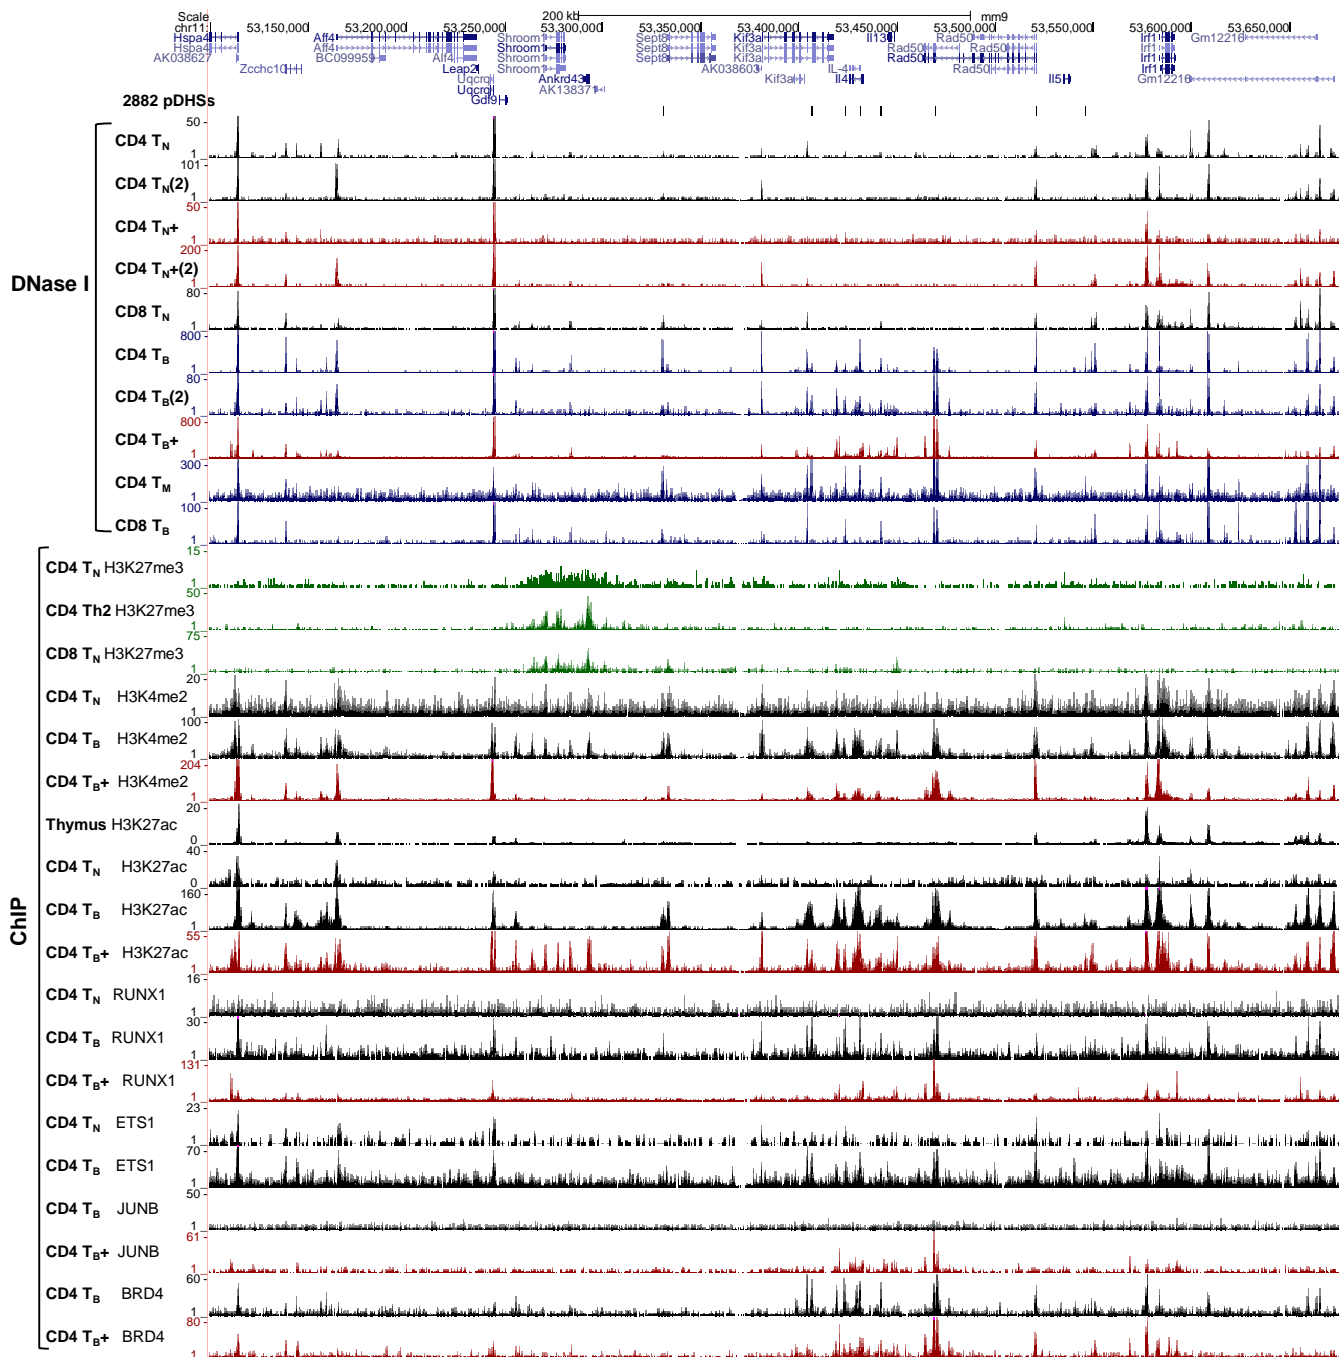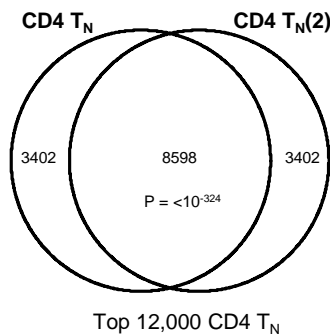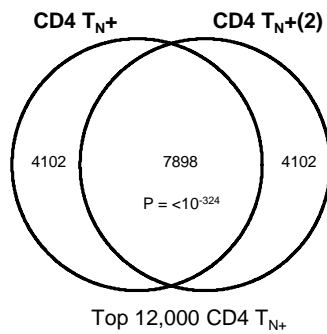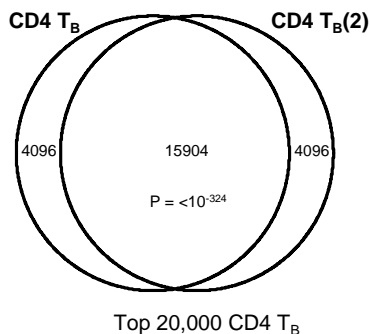

**Appendix Figure S2**

**UCSC browser screen shot of all of the mouse genome-wide data sets defined in this study.**

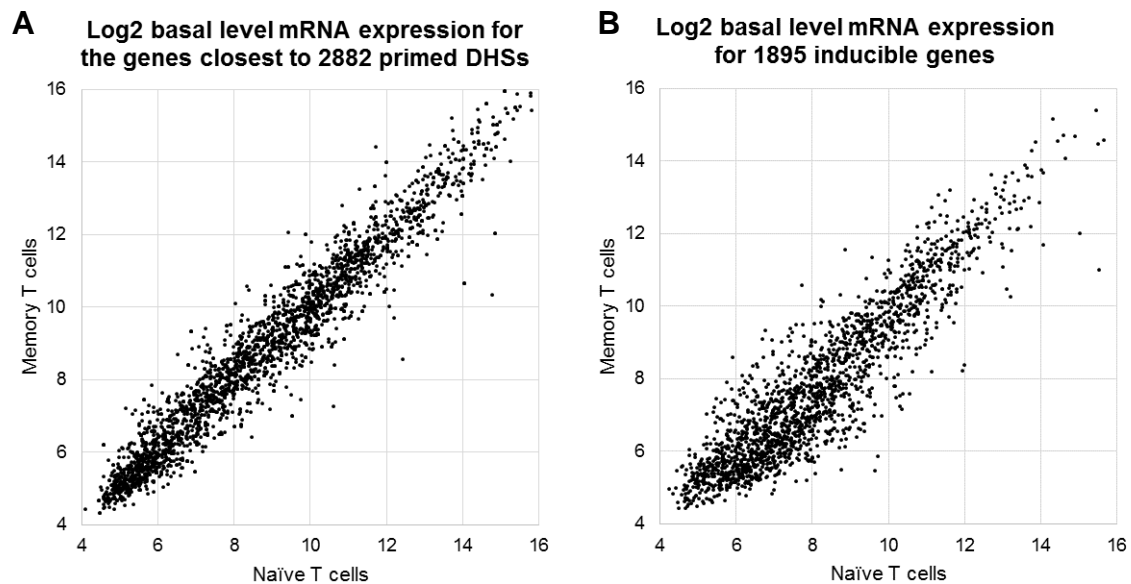

**C** Log2 mRNA fold change for inducible genes within 150 kb of an iDHS

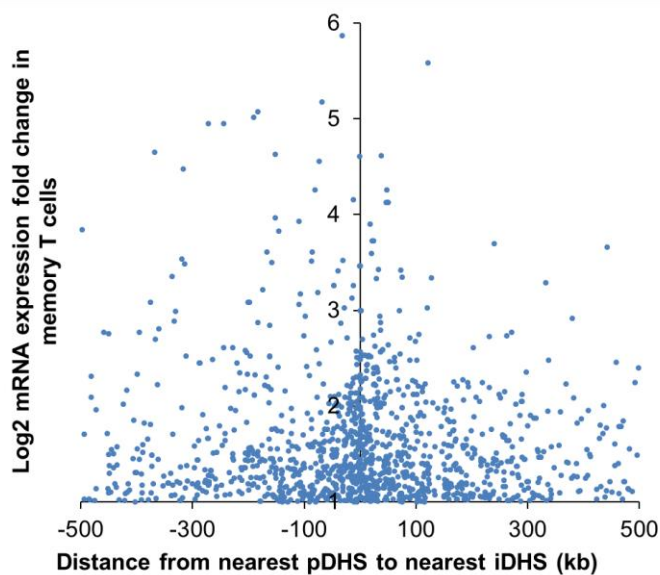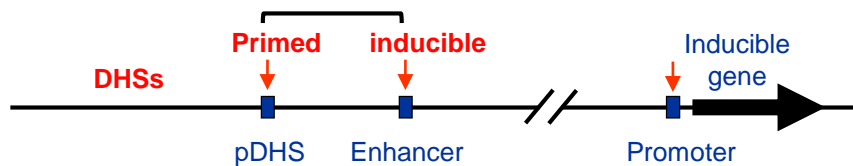

Primed DHSs reside close inducible DHSs which are linked to inducible genes.

## Appendix Figure S3

Influence of primed DHSs on basal and inducible levels of gene expression.

Overlaps for TF ChIP peaks with pDHSs and iDHSs

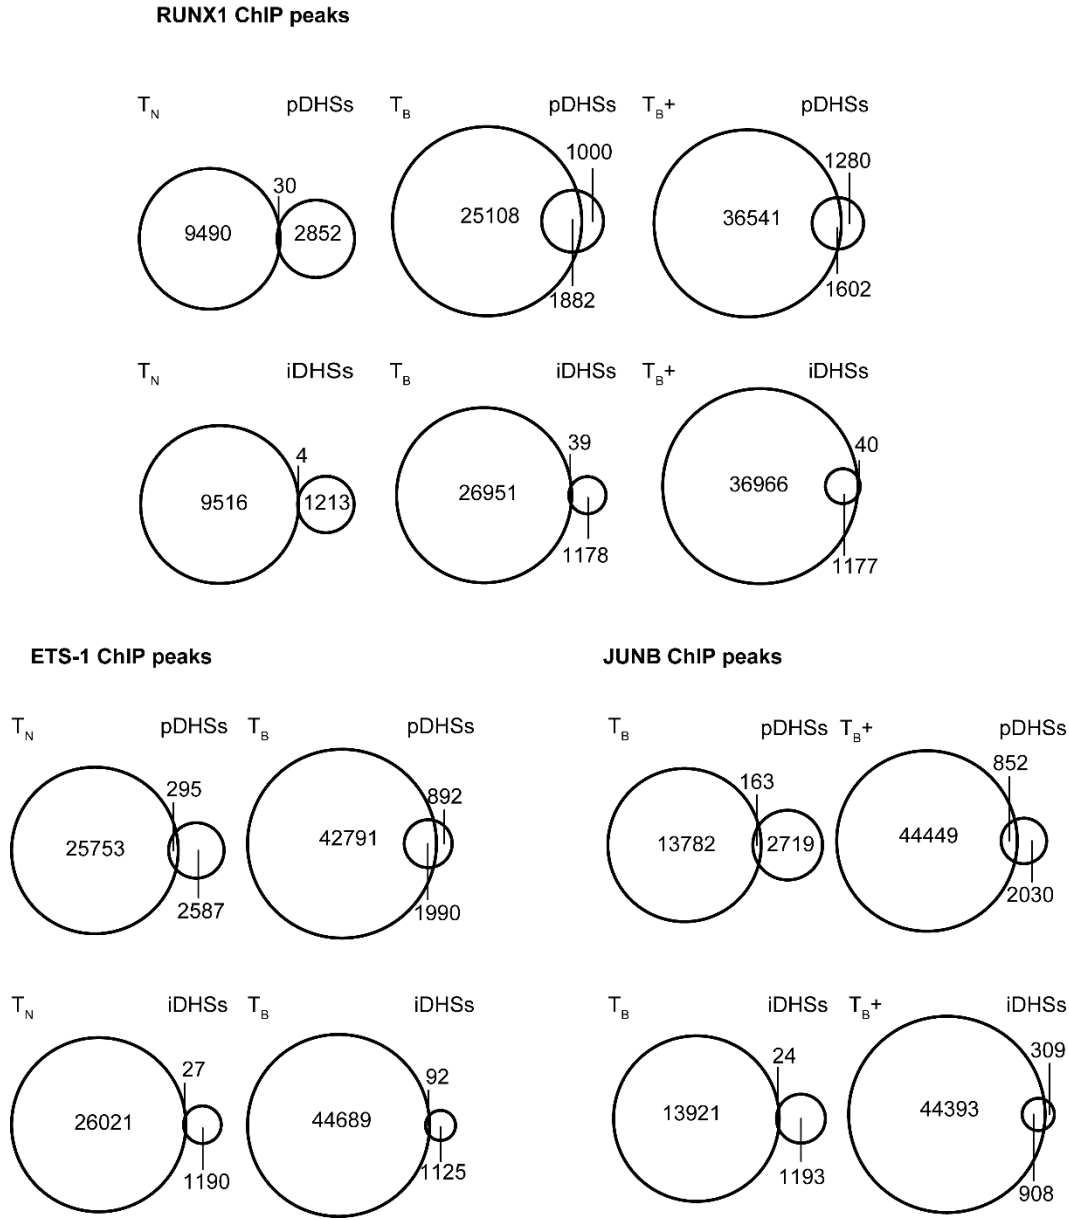

**Appendix Figure S4**

Overlaps for TF ChIP peaks with pDHSs and iDHSs.

**A**

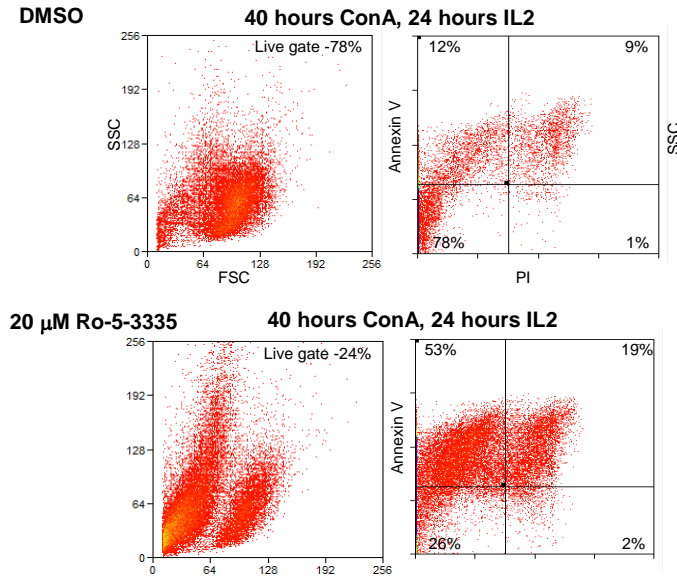

**B**

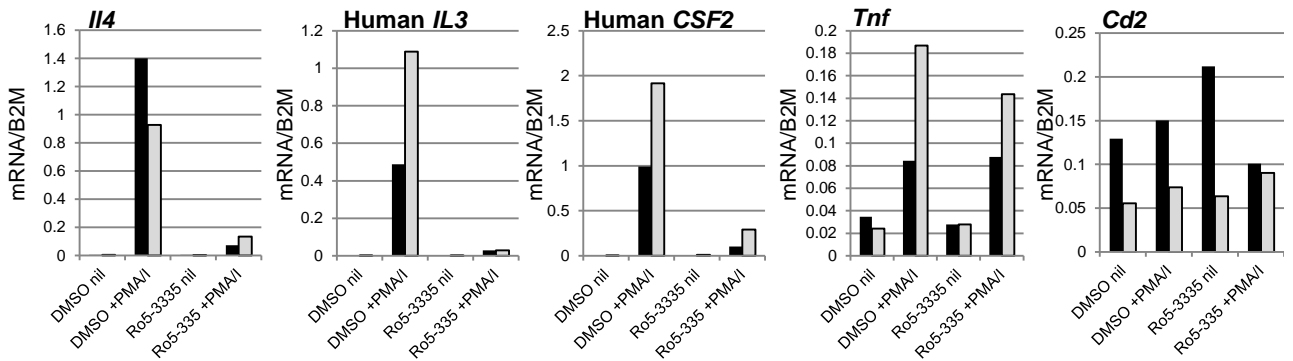

## Appendix Figure S5

**Suppression of inducible gene expression in memory-phenotype cells by an inhibitor of RUNX1 function.**

A

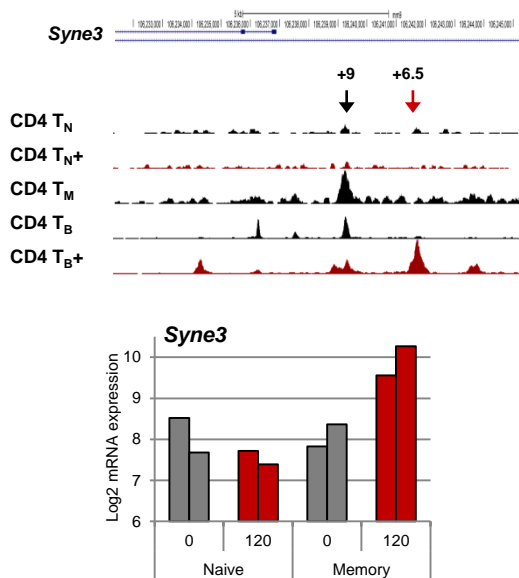

B

#### Rad50+50Kb pDHS

ETG  
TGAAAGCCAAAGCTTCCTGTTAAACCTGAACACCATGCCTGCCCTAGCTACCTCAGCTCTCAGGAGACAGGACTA  
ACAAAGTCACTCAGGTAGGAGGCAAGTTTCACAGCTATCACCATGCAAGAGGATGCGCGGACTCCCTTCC  
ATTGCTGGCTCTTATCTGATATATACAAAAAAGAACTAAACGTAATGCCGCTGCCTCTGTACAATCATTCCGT  
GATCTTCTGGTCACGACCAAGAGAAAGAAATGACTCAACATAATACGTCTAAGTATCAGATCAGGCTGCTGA  
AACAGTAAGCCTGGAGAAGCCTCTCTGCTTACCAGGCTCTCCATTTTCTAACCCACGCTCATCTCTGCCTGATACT

#### Rad50+52Kb pDHS

ETG RUNX  
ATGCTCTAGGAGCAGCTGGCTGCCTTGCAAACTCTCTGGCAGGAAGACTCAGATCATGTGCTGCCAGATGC  
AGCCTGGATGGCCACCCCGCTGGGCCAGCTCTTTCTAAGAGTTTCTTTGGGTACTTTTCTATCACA  
GATA  
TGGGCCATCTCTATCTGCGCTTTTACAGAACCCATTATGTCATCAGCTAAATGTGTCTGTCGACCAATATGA  
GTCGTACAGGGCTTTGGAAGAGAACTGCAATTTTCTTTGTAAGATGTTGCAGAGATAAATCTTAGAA  
ETG  
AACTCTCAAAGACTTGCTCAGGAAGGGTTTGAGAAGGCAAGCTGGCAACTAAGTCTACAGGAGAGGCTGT

#### Rad50+56Kb iDHS

NFAT/AP-1  
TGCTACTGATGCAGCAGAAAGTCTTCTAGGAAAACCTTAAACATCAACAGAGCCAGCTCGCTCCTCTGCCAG  
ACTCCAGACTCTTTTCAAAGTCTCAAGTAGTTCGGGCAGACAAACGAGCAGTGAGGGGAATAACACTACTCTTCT  
ETG AP-1  
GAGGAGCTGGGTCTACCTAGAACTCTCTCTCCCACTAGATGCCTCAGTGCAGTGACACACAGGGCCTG  
ETG  
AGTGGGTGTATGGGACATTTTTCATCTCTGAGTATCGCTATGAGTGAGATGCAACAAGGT

#### Syne3+9Kb pDHS

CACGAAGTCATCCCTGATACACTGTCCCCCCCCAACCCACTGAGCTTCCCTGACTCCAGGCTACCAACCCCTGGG  
NFAT  
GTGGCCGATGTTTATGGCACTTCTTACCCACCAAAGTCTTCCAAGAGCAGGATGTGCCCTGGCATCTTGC  
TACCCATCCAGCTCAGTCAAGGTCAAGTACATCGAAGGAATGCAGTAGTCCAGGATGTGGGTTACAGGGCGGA  
RUNX  
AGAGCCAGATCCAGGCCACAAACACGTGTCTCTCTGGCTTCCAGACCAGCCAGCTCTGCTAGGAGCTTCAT  
RUNX ETS  
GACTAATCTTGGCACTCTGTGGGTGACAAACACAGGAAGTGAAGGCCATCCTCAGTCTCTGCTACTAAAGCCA  
ETS  
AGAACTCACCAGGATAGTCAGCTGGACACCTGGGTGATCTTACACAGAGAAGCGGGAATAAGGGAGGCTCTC

3x constitutive: ETS/RUNX, ETS, RUNX  
1x inducible: NFAT

#### Syne3+6.5Kb iDHS

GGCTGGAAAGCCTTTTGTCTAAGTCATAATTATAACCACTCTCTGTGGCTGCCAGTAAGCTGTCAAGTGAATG  
EGR NFAT/AP-1  
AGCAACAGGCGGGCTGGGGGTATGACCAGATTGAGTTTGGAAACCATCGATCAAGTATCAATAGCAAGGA  
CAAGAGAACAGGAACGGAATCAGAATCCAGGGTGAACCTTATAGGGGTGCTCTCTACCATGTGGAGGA  
ETS  
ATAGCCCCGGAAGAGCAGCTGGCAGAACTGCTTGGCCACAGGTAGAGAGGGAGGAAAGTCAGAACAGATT  
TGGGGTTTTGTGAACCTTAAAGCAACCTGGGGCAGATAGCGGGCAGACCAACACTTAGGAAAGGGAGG

1x constitutive: ETS,  
2x inducible: NFAT/AP-1, EGR

C

#### Cxcr3-3Kb pDHS

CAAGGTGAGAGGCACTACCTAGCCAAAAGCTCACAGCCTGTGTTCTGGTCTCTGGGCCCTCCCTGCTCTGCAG  
ETG AP-1 T-box  
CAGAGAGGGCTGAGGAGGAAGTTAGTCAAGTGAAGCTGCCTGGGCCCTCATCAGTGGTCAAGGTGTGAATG  
Spl  
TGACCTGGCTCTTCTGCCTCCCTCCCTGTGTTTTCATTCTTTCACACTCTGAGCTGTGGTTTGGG  
T-box  
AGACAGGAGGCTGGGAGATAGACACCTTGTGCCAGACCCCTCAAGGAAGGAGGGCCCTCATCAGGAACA  
ETG  
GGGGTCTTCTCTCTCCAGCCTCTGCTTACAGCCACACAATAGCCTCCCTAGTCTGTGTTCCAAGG

#### Cxcr3+3Kb iDHS

GATA AP-1  
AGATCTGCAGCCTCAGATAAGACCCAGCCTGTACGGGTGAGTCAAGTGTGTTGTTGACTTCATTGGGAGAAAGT  
NFAT  
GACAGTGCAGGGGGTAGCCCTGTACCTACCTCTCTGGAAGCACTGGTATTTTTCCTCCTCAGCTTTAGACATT  
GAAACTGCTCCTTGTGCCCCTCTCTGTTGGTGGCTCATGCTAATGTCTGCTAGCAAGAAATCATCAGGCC

## Appendix Figure S6

### Composition of pDHSs and iDHSs

## Supplementary Methods

### *Mice*

C42 transgenic mice containing a 130 kb *AgeI* genomic DNA fragment of the human *IL3/CSF2* locus were described previously (Mirabella et al., 2010). These mice were back-crossed onto C57 Black 6 mice (C57BL/6J) for greater than ten generations, and the genotype confirmed as essentially all C57BL/6J, before breeding the transgene back to homozygosity.

### *Cell culture, purification and stimulation*

CD4 or CD8 single positive T cells were isolated using MACS CD4 (L3T4) or CD8a (Ly2) microbeads. CD4<sup>+</sup> and CD8<sup>+</sup> single positive naïve T cells (T<sub>N</sub>) were isolated from the spleens of C42 transgenic mice using MACS CD4<sup>+</sup> and CD8<sup>+</sup> T cell Isolation kits followed by enrichment for naïve cells using MACS CD62L<sup>+</sup> microbeads according to the manufacturer's instructions (Miltenyi Biotec, Auburn, CA). CD4 positive memory T cells (T<sub>M</sub>) were purified from splenocytes using the Easy Sep mouse memory CD4<sup>+</sup> T cell Isolation Kit according to the manufacturer's instructions (Stem Cell Technologies). Actively proliferating T blast cells (T<sub>B</sub>) were generated from purified quiescent CD4 and CD8 positive splenic cells by culturing at 5x10<sup>5</sup> cells/ml in IMDM with 2µg/ml Concanavalin A for 40 hours to activate TCR signaling pathways. Proliferating cells were then maintained at 5x10<sup>5</sup> cells/ml in 50 U/ml recombinant mouse IL-2 (Peprotech) for an additional 2-3 days before harvesting. Cells were stimulated with 20 ng/ml phorbol myristate acetate (PMA) and 2 µM Calcium Ionophore A23187 (Cal) in IMDM supplemented with 50 U/ml IL-2 at a concentration of 1x10<sup>6</sup> cells/ml for up to 4 hours. Jurkat T cells were cultured in RPMI supplemented with 10% fetal bovine serum.

### *ConA Time course*

CD4<sup>+</sup> T<sub>N</sub> cells were cultured in IMDM at 5x10<sup>5</sup> cells/ml. Cells were treated with Concanavalin A for 0, 3, 8 and 16 hours before harvesting for RNA extraction, reverse transcription and qPCR analysis of gene expression.

### *Flow cytometry (FACS)*

CD4<sup>+</sup> T<sub>M</sub>, CD4<sup>+</sup> T<sub>N</sub> and CD4<sup>+</sup> T<sub>B</sub> cells were labeled with CD4 PerCP-Cy5.5 (BD Biosciences 561115), B220 eFluor 450 (e-biosciences 48-0452-82), CD44 PE-Cy7 (BD Biosciences 560569), CD62L APC (e-bioscience 17-0621-81), CD3 FITC (e-biosciences 11-0251-83) and CD25 PE (e-biosciences 12-0251-83) before analysis on the CyAn ADP analyser (Beckman Coulter).

### *DNase I hypersensitive site analysis*

DNase I digestions were performed as previously described, by adding DNase I in the presence of NP40 to intact cells and digesting for just 3 min (Bert et al., 2007). A range of DNase I concentrations were used to achieve the optimal digestion, with the amount varying depending on the cell type and the concentration of cells in the reaction. Briefly, permeabilized cells were digested in DNase I buffer (60 mM KCl, 15 mM NaCl, 5 mM MgCl<sub>2</sub>, 100 mM Tris-HCl pH 7.4, 1 mM EGTA pH 7.4, 0.3 M sucrose, 0.2% NP40, 1 mM CaCl<sub>2</sub> and DNase I) at 1.5x10<sup>6</sup> cells/ml for T<sub>M</sub> and 1.5x10<sup>7</sup> cells/ml for T<sub>N</sub> and T<sub>B</sub>. Digestions were carried out at 22°C for 3 minutes and SDS was then added to a final concentration of 0.5% to terminate the reaction. Cell lysates were treated with 0.5 mg/ml Proteinase K at 37°C overnight followed by 0.2 mg/ml RNase A at 37°C for 1 hour. DNA was purified by phenol/chloroform extraction.

For DNase-Seq, samples were first analyzed by qPCR to identify the optimally digested samples. The ratio of PCR signal was determined between active regions which were expected to be DNase I hypersensitive and inactive regions which should not be cleaved. Optimally digested samples gave a ratio of ~0.4 to 0.7 for active/inactive. DNA fragments (~80-300 bp) were isolated from favorable samples by agarose gel extraction and further validated by qPCR analysis before library preparation. Primer pairs used to validate samples were, for the active region, TBP promoter 5' – TGCAGTCAAGAGCGCAACTG; and 5' – CACCGCTACCGGACTCGAT; and for the inactive region, a gene desert on chr 1 5'-TGCTCCACAGTGTCCATGTACA; and 5'-AGCAATTTTCATGGGTGAGAGAAG.

Southern blot DNA hybridization analysis of human T cells was performed as previously described (Baxter et al., 2012; Mirabella et al., 2010), using either (i) BamHI and the previously used probe for the human *IL3* -34 kb DHS (Baxter et al., 2012), or (ii) using EcoRI and a PCR-amplified segment of the transgene prepared using the primers AGGTGGGTGATTCTGTTGATG and TGGTCCAGCTTATCATGCAG for the human *CSF2* +30 kb DHS region.

### *Chromatin Immunoprecipitation*

For the antibodies H3K27ac (ab4729) and H3K4me2 (Millipore 07-030), cells were crosslinked in PBS at  $1 \times 10^6$  cells/ml with 1% formaldehyde (~0.34 M) for 10 minutes at room temperature with rotation. For the antibodies, JUNB (sc-46), RUNX1 (ab23980), ETS1 (sc-350), and BRD4 (Bethyl laboratories), cells were re-suspended in PBS at  $3.3 \times 10^6$  cells/ml and cross-linked with 0.83 mg/ml Di(N-succinimidyl) glutarate (DSG - Sigma) for 45 minutes at room temperature with rotation. Cells were washed four times with PBS and further crosslinked in PBS at  $2 \times 10^6$  cells/ml with 1% formaldehyde (~0.34 M) for 10 minutes at room temperature. All crosslinking reactions were quenched by adding 4 volumes of PBS and 0.125 M glycine, the cells were washed twice in PBS and incubated with Buffer A (10 mM HEPES pH 8.0, 10 mM EDTA, 0.5 mM EGTA, 0.25% Triton X-100) at 4°C for 10 minutes followed by Buffer B (10 mM HEPES pH 8.0, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.01% Triton X-100, 0.25% SDS) at 4°C for 10 minutes. Crosslinked chromatin was sonicated using a Biorupter™ (Diagenode) in IP buffer I (25 mM Tris 1 M, pH 8.0, 150 mM NaCl, 2 mM EDTA, pH 8.0, 1% TritonX-100 and 0.25 % SDS) at a concentration of  $2 \times 10^7$  cells/ml to give fragments of an average length of ~500 bp. The supernatant was diluted with 2 volumes of IP buffer II (25 mM Tris, pH 8.0, 150 mM NaCl, 2 mM EDTA, pH 8.0, 1% TritonX-100, 7.5 % glycerol) and immunoprecipitation was performed for 2 hours at 4°C using 1-2µg of antibody coupled to 15 µl protein G Dynabeads (Dyna) per  $2 \times 10^6$  cells. Beads were washed with Buffer 1 (20 mM Tris-HCl, pH 8.0, 150 mM NaCl, 2 mM EDTA, pH 8.0, 1 % TritonX-100, 0.1 % SDS), twice with Buffer 2 (20 mM Tris-HCl pH 8.0, 500 mM NaCl, 2 mM EDTA, pH 8.0, 1 % TritonX100, 0.1 % SDS), LiCl buffer (10 mM Tris-HCl, pH 8.0, 250 mM LiCl, 1 mM EDTA, pH 8.0, 0.5 % NP40, 0.5 % Na-deoxycholate) and twice with TE/NaCl buffer (10 mM Tris-HCl pH 8.0, 50 mM NaCl, 1 mM EDTA). DNA and protein complexes was eluted in 100 µl elution buffer (100 mM NaHCO<sub>3</sub>, 1% SDS) and the crosslinks were reversed by incubating with proteinase K at 65 °C overnight. DNA was extracted using Agencourt AMPure (Beckman Coulter) beads according to the manufacturer's instructions and analyzed by qPCR using SYBR Green reagents on the StepOnePlus (Applied Biosystems).

### *Luciferase assays*

Assays of the GM-CSF promoter plasmids were carried out using the previously described luciferase reporter gene plasmids pGM and pGM-GME which contain the vector pXPG plus the -624 to +28 bp region of the human *CSF2* (GM-CSF) promoter alone (pGM) or with the -3 kb *CSF2* enhancer upstream of the promoter (pGM-GME) (Bert et al., 2000; Cockerill et al., 1999). Additional plasmids were constructed from pGM plus the indicated DNA fragments upstream of the *CSF2* promoter. The +28 and +30 kb DHSs downstream of *CSF2*

were first sub-cloned by amplifying the entire +28 to +30 kb region using PCR primers to introduce a BglII site upstream and a KpnI site downstream of the DHSs. The upstream BglII primer sequence TTTGTTGAGATCTTACAGGATTTCTT contains a natural BglII site, and the downstream primer sequence TTGGCTCTGGTACCCACAACAACACCA was used to introduce a KpnI site into the sequence TGGTGTGTTGTGGGGACCAGAGCCAA. This +28/30 BglII-KpnI segment was cloned into the BglII and KpnI sites of pGM. Additional sub-clones were prepared by either (i) deleting a BamHI segment containing the +28 kb DHS to create pGM+30, or (ii) deleting a Sall segment containing the +30 kb DHS to create pGM+28. The minor +22 kb DHS downstream of *CSF2* was sub-cloned as an XhoI-digested DNA fragment into the XhoI and SmaI sites of pGM after using the PCR primers TACCAATCCTCGAGGAAGCAGGTT and GGGCAGACAATTTGTCCCGCATGG to amplify a 1.6 kb region associated with a peak of H3K4me2 in blast cells which encompassed 2 clusters of highly conserved DNA sequences.

The co-transfected control Renilla luciferase plasmid pGME-RL was derived from pGM-GME by replacing the firefly luciferase gene with the Renilla luciferase gene from the pTK-RL vector (Promega). For each assay  $4.5 \times 10^6$  Jurkat T cells were transfected by electroporation using 5  $\mu$ g of the test plasmid and 1  $\mu$ g of pGME-RL. Cells were cultured for 24 hours before stimulation with 2  $\mu$ g/ml PMA and 2  $\mu$ M calcium ionophore for 8 hours before harvesting for analysis. Assays were performed using the Promega Dual-Reporter Luciferase Assay System kit according to the manufacturer's instructions.

Assays of the *IL3* promoter plasmids were carried out as above but using the previously described luciferase reporter gene plasmid pIL3H (Hawwari et al., 2002), which contains the vector pXPG plus the -559 to +50 bp region of the human *IL3* promoter, co-transfected with the control plasmid pRL-TK (Promega). These assays included previously described plasmids containing the human *IL3* -34, -37 or -41 kb DHSs cloned upstream of the *IL-3* promoter in pIL3H (Baxter et al., 2012). The plasmid pIL3H-4.1/-1.5 includes both the -4.1 and -1.5 kb *IL3* DHSs, and was made inserting the entire -4.3 to -0.17 kb region upstream of the human *IL3* promoter as a BamHI-ScaI fragment in between the upstream HindIII site and the -0.17 kb ScaI site within the *IL3* promoter of pIL3H, by performing a partial ScaI/HindIII digestion of pIL3H. Assays of *Ccl1* gene elements were performed as above in the context of the *IL3* promoter. Mouse *Ccl1* locus DNA segments were amplified from Black 6 mouse DNA by PCR, followed by restriction enzyme digestion and cloning into appropriate sites upstream of the *IL3* promoter in pIL3H. PCR amplification used the primers CTGGATCCACCCCTAAACTGG and GGAACCAAAACCTGCAGTTGCT for cloning the *Ccl1* -3.7 kb region into the BglII and ScaI sites, and TCACATCATGAAGATCTCTTGTCTTCTG and GATTCAGAAAGGCTAGTGTTAGCACC for cloning the *Ccl1* -35 kb region into the BamHI site. One of the -35 kb region primers has a mismatch (underlined) to create a BglII site. The -35 kb PCR product was digested with BglII and BamHI to give compatible ends for cloning into the pIL3H BamHI site.

#### *Gene expression analyses by RT-qPCR*

Total RNA was isolated using TRIzol™ (Invitrogen) according to the manufacturer's instructions. Contaminating DNA was removed using the Turbo DNA-free™ kit (Ambion) and first strand cDNA synthesis was carried out using M-MLV Reverse Transcriptase (Invitrogen) according to the manufacturer's recommendations. Gene expression was analyzed by qPCR using SYBR Green reagents and run on the StepOnePlus (Applied Biosystems). The mouse genome PCR primers used were as follows:

B2m: 5'-TTCTGGTGCTTGTCTCACTG 5'-CAGTATGTTCCGGCTTCCCATTC  
 Jun: 5'-GCCGAAAAGGAAGCTGGAGCGG 5'-CTGTTCCCTGAGCATGTTGGCCG  
 Fos: 5'-TCCAAGCGGAGACAGATCAAC 5'-TTTTTCCTTCTCTTTCAGCAGATTG  
 Junb: 5'-TCACGACGACTCTTACGCAG 5'-CCTTGAGACCCCGATAGGGA  
 Jund: 5'-GAGGCTGATCATCCAGTCCAA 5'-CCTCGCTAGCTGCCACCTT

Fosb: 5'-CGAGAAGAGACACTTACCCCA 5'-GTTTCCGCCTGAAGTCGATCT  
 Nfatc1: 5'-TGGAAGCAAAGACTGACCGG 5'-CTGGTTGCGGAAAGGTGGTAT  
 Nfatc2: 5'-GGTACCACCTACTTGGCCCAA 5'-TGGGAGGGATGCAGTCACAG  
 Il4: 5'-ACAGGAGAAGGGACGCCAT 5'-ACCTTGGAAGCCCTACAGA  
 Il10: 5'-CCTGGGTGAGAAGCTGAAGACC 5'-CTTCACCTGCTCCACTGCCTTG  
 Tnf: 5'-CACGTCGTAGCAAACCACCAAGTGA 5'-TGGGAGTAGACAAGGTACAACCC  
 Cd2: 5'-GCACAAATGGGATGACTAGGCTGG 5'-GCACAGGTCAGGGTTGTGTTG  
 Ccl1: 5'-CCAGACATTCGGCGGTTG and CAGCAGCAGGCACATCAG

Human genome primers:

IL-3: 5'-GGAAGTCAACAACCTCAATGGG 5'-TTGAATGCCTCCAGGTTTGG  
 GM-CSF: 5'-CACTGCTGCTGAGATGAATGAAA 5'-GTCTGTAGGCAGGTCGGCTC  
 GAPDH: 5'-CCTGGCCAAGGTCATCCAT 5'-AGGGGCCATCCACAGTCTT

### *mRNA microarray analysis and clustering*

Total RNA was isolated using Trizol™ (Invitrogen) according to the manufacturer's instructions. RNA quality was determined using an RNA 6000 Pico Chip run on the Bioanalyzer 2100 system (Agilent). 100 ng of RNA was labeled with Cyanine 3-CTP using the One-Color Microarray-Based Gene Expression Analysis protocol (Low Input Quick Amp Labeling) according to manufacturer's instructions (Agilent). Labeled RNA samples were purified using RNeasy mini spin columns (Qiagen) and the concentration of cRNA was determined using a Nanodrop spectrophotometer. 600 ng of each cRNA was hybridized at 65°C overnight to the SurePrint G3 Mouse GE 8x60K Microarray kit v1 design ID 028005 (Agilent) following the Agilent hybridization protocol. After washing, microarrays were scanned on an Agilent G2565C Microarray Scanner using the Profile AgilentG3\_GX\_1Color for 8x60K microarrays (Dye channel: Green; Scan region: Scan Area (61 x 21.6 mm); Scan resolution (μm): 3; Tiff: 20 bit). Probe signals were extracted via the Agilent Feature Extraction software (version 10.7.1.1), protocol GE1\_107\_Sep09, using grid number 028005\_D\_GeneList\_20131202 (SurePrint G3 Mouse GE 8x60K). Arrays were normalized via quantile normalization in *R* using the *limma* package (Smyth et al., 2005). Transcript annotations were aggregated into unique gene names. The mean value was computed for genes with more than one transcript. To identify common trends in differentially regulated genes, the top 1% of genes showing the highest variance of expression among datasets was selected and a Pearson correlation matrix was computed for these genes in *R*. Clustering of correlations was carried out using *cluster 3.0* (de Hoon et al., 2004), with -e 2 -g 2 -m mas parameters. T<sub>M</sub>-specific genes were defined as those with a CD4<sup>+</sup> T<sub>N</sub> +PMA/I over CD4<sup>+</sup> T<sub>N</sub> gene expression fold change < Log<sub>2</sub> 1 and a T<sub>M</sub> +PMA/I over T<sub>M</sub> expression fold change > Log<sub>2</sub> 1 (1895 genes). Boxplots of gene expression fold changes were plotted using *R*.

### *CRISPR deletion of the IL3 -34 kb DHS, and analyses of mutated cells*

Cloning of single cells after transfection:

Plasmids were constructed using the pSpCas9(BB)-2A-GFP vector (PX458-Addgene). Single guide RNAs (sgRNA) were designed using the online CRISPR design tool (<http://tools.genome-engineering.org>). Guides were chosen to have minimum off-target activity as computationally predicted by the design tool. Guides were designed to the 5' and 3' end of the DNase I hypersensitive site located 34 kb upstream of the IL-3 gene. 34 kb 5' CACCGTGAATTCCAGCAATGTTCCG 5' Reverse complement: AAACCGAACATTGCTGGAATTAC 34 kb 3': CACCGATGAGCACCCCTTCGGGCTC 3' Reverse complement: AAACGAGCCCGAAGGGTGCTCATC.

100  $\mu$ M of the sense and antisense oligonucleotides were annealed and phosphorylated with 5U T4 Polynucleotide kinase at 37°C for 30 min followed by 95°C for 5 min before cooling slowly to room temperature. The annealed oligonucleotides were ligated into the PX458 vector using the Golden Gate assembly cloning strategy where digestion and ligation occur in the same reaction. PX458 (100 ng) was mixed with 1  $\mu$ M of the annealed oligonucleotides, 20 U BbsI, 10 mM ATP, 5  $\mu$ g BSA and 750 U T4 DNA ligase. Reactions were incubated at 37°C for 5 minutes and 20°C for 5 minutes for 20 cycles followed by 1 cycle at 80°C for 20 minutes. 1  $\mu$ l of the ligation mix was transformed into DH5 $\alpha$  E.coli. Plasmids were prepared from positive clones and the DNA sequenced to check for the insertion.

#### Transfection of CRISPR reagents:

2x10<sup>6</sup> Jurkat T cells were resuspended in 300  $\mu$ l antibiotic free RPMI supplemented with 10% fetal bovine serum and transfected with either 5  $\mu$ g of PX458 (WT) or 5  $\mu$ g of the plasmids PX458 containing the 5' and 3' sgRNAs (-34<sup>-/-</sup>). Cells were electroporated at 240 V, 950  $\mu$ F and transferred to a 6 well plate in a final volume of 5 ml antibiotic free RPMI supplemented with 10% fetal bovine serum. 48 hrs post transfection, GFP positive cells were sorted into 96 well plates after which clones were expanded for approximately 14 days before screening for deletions by PCR using the primers -34 kb F: CCCTCCCTTGGTAACTCCTTGTTG -34 kb R: ATCACAGTCCAGGGATGTTGGTCC, followed by agarose gel electrophoresis and ethidium bromide staining. Single cell cloning was performed by culturing in 40% Jurkat T cell-conditioned media.

#### DNase I accessibility assay:

The -34<sup>-/-</sup> clones, WT clones and untransfected Jurkat T cells were stimulated for 3 hours with PMA/I before harvesting and digestion with a range of DNase I concentrations as described previously. DNA was recovered and analyzed for the level of digestion by qPCR analysis using the following primers TBP Pr: 5'-CTGGCGGAAGTGACATTATCAA and 5'-GCCAGCGGAAGCGAAGTTA Chr18: 5'-ACTCCCCTTTTCATGCTTCTG and 5'-AGGTCCCAGGACATATCCATT IL3 -37 DHS 5'- CAGGTCTTTCTCAAACAACCTCCC and 5'-CATGCCTGGGGATGAGATGACAC

#### Gene expression:

The -34<sup>-/-</sup> clones, WT clones and untransfected Jurkat T cells were stimulated with PMA/I for the times indicated. RNA was extracted and reverse transcribed to cDNA as previously described. Analyses of human *IL3* and *JUN* expression used the following primers:

IL-3: 5'-GGACTTCAACAACCTCAATGGG and 5'-TTGAATGCCTCCAGGTTTGG

JUN 5'- GTTTGCAACTGCTGCGTTAG and 5'-CAGGTGGCACAGCTTAAACA

GAPDH 5'-CCCACTCCTCCACCTTTGAC 5'- ACCCTGTTGCTGTAGCCAAAT

#### *RUNX1 inhibitor studies*

CD4<sup>+</sup> T cells were purified using MACs CD4 (L3T3) microbeads according to the manufacturer's instructions (Miltenyi Biotec, Auburn, CA). Cells were cultured at 5x10<sup>5</sup> cells/ml in IMDM with 2  $\mu$ g/ml Concanavalin A and either 20  $\mu$ M CBF $\beta$ -Runx1 Inhibitor II, Ro5-3335 (CAS 30195-30-3 – Calbiochem) or an equivalent volume of DMSO. This inhibitor is reported to inhibit RUNX1 function, but has not been shown to interact directly with RUNX1 (Cunningham et al., 2012). After 40 hours the Concanavalin A was removed and the cells were maintained in IMDM at 5x10<sup>5</sup> cells/ml with 20  $\mu$ M Ro5-3335 or DMSO and 50 U/ml recombinant mouse IL-2 (Peprotech) for 24 hours.

The proportion of apoptotic and dead cells was determined using the PE Annexin V

Apoptosis detection kit I (559763) according to the manufacturer's instructions. Samples were analyzed on the CyAn ADP 8 analyser (Beckman Coulter). Dead cells were removed using the MACs dead cell removal kit (Miltenyi 130-090-101) according to the manufacturer's instructions prior to stimulation for 2 hours with PMA/I and subsequent RNA extraction and gene expression analyses.

## Data analysis

*Alignment, peak detection and generation of coverage tracks of DNaseI-Seq and ChIP-Seq datasets*

The high throughput DNA sequence data presented in this paper is a compilation of the following data sets generated using either Illumina or SOLiD DNA sequencing technology:

| Cell type       | Experiment  | Total reads | Aligned reads | Peaks | Sequencing method |
|-----------------|-------------|-------------|---------------|-------|-------------------|
| Naïve CD4       | DHS biorep1 | 38309802    | 10203874      | 23708 | SOLiD             |
| Naïve CD4       | DHS biorep2 | 58330158    | 46938886      | 19231 | Illumina          |
| Naïve CD4+PMA   | DHS         | 40377875    | 32713929      | 13896 | Illumina          |
| Naïve CD4       | H3K4me2     | 91115520    | 74261046      | 53728 | Illumina          |
| Naïve CD4       | Ets1        | 134062111   | 62938297      | 26048 | Illumina          |
| Naïve CD4       | Runx1       | 63099439    | 54391910      | 9520  | Illumina          |
| Naïve CD8       | DHS         | 39631761    | 10378873      | 32599 | SOLiD             |
| T-Blast CD4     | DHS biorep1 | 364257736   | 190745253     | 62430 | SOLiD/Illumina    |
| T-Blast CD4     | DHS biorep2 | 52712326    | 40420460      | 36798 | Illumina          |
| T-Blast CD4     | H3K4me2     | 257985861   | 85122187      | 49567 | SOLiD/Illumina    |
| T-Blast CD4     | Ets1        | 148169018   | 103284815     | 44781 | Illumina          |
| T-Blast CD4     | H3K27Ac     | 66001536    | 57001599      | 24357 | Illumina          |
| T-Blast CD4     | Runx1       | 79060600    | 59829702      | 26990 | Illumina          |
| T-Blast CD4     | JunB        | 112830344   | 53757476      | 13945 | Illumina          |
| T-Blast CD4     | BRD4        | 38054961    | 30823748      | 28063 | Illumina          |
| T-Blast CD8     | DHS         | 196310782   | 44891153      | 75724 | SOLiD             |
| T-Blast+PMA CD4 | DHS         | 176497317   | 145118657     | 62018 | Illumina          |
| T-Blast+PMA CD4 | Runx1       | 39010278    | 31240495      | 28143 | Illumina          |
| T-Blast+PMA CD4 | JunB        | 48380238    | 37298812      | 45301 | Illumina          |
| T-Blast+PMA CD4 | H3K4me2     | 67439153    | 59018996      | 24640 | Illumina          |
| T-Blast+PMA CD4 | H3K27Ac     | 51931052    | 42625817      | 31357 | Illumina          |
| T-Blast+PMA CD4 | BRD4        | 45643715    | 36928604      | 35839 | Illumina          |
| Memory CD4      | DHS         | 257065491   | 190457076     | 60794 | Illumina          |
| Memory+PMA CD4  | DHS         | 217398014   | 149031692     | 63041 | Illumina          |

DNA sequence reads were aligned to the July 2007 mouse genome data from the Build 37 assembly by NCBI and the Mouse Genome Sequencing Consortium (mm9) using the *bowtie* aligner (Langmead et al., 2009) with --all --best --strata --v 2 -m 1 as parameters. For the SOLiD reads, the colorspace version of the mm9 genome was used, and reads were aligned as color fasta using the same parameters. For datasets split into several runs, and all datasets were aligned together using *bowtie*. In all cases, outputs were in the SAM format as instructed to *bowtie* using the -S switch, converted to BAM, sorted then indexed using the *view*, *sort* and *index* functions of the *samtools* package (Li et al., 2009). For the human

IL-3/GM-CSF transgene reads were aligned to a custom-built index of the human genome covering chromosome 5 of the March 2006 human genome data from the Build 36 assembly by NCBI and the Human Genome Sequencing Consortium (hg18), using the same parameters and methodology. This index was built using the *bowtie-build* function of the bowtie package, using the FASTA sequence of human chromosome 5 from the hg18 genome. For datasets requiring merging of Illumina and SOLiD outputs, sorted BAM files were merged using the *merge* function of the *samtools* package. Peak detection, tag extension and generation of coverage tracks was subsequently performed using the *macs14* package (Zhang et al., 2008). In all cases, peak detection was performed with bowtie's built in calculation of the maximum number of tags at one location based on a binomial distribution, using the *--keep-dup=auto* switch. For datasets spanning less than one lane, this switch was used to compute coverages using the *-w* and *-S* switches. In the case of datasets spanning several lanes, the *--keep-dup=all* switch was used to compute coverages. Genome sizes were adjusted depending on whether the reference genome was mouse or human, using the *-g mm* or *-g hs* switches, respectively.

#### *Unions of data from CD4<sup>+</sup> T<sub>N</sub>, T<sub>B</sub>, T<sub>B</sub><sup>+</sup> and T<sub>M</sub> T cells*

To compare sequence tag counts at two stages for common and specific regions, we generated the unions of the peaks. Due to the intrinsic imprecision of DNaseI fragment lengths, this can result in non-overlapping, redundant summit coordinates. To obtain non-redundant summit populations, pairwise unions were generated by concatenating, sorting then merging peak summits within 400 bp using *sort* and *merge* functions of the *bedtools* package (Quinlan and Hall, 2010). For T<sub>N</sub> and T<sub>M</sub> summits, a tag cut-off of 50 and 20 was used to discard ambiguous peaks. Tag counts were retrieved  $\pm 1$  Kb around the union of summits from coverage files using the *annotatePeaks* function of the *Homer* package (Heinz et al., 2010) using *-hist 10 -ghist -wig -size 2000* as parameters, summed up  $\pm 200$  bp around the summit to retrieve tags corresponding to the length of a DHS, then subsequently ordered by Log<sub>2</sub> fold change, whereby totals of value 0 were replaced by 1 in order to eliminate infinite values. A BED file representing summits sorted by Log<sub>2</sub> fold change was created and corresponding DHS and ChIP tracks (e.g. T<sub>M</sub> alongside the CD4<sup>+</sup> T<sub>B</sub>/T<sub>N</sub> fold change axis) were retrieved using *annotatePeaks* using the same parameters, however sorted according to the Log<sub>2</sub> fold change-sorted input BED file. Heatmap images were generated using *Java Treeview* (Saldanha, 2004).

#### *Definition of pDHSs, iDHSs and average profile generation*

To define the pDHSs, DHSs enriched more than 3-fold in the CD4<sup>+</sup> T<sub>M</sub> over T<sub>N</sub> union were selected (3054 DHSs). From the 3054 T<sub>M</sub>-specific DHSs, regions which were also called as peaks in the CD4<sup>+</sup> T<sub>B</sub>, were defined as the pDHSs (2882 DHSs). For the inducible sites, 6823 iDHSs were enriched more than 5.5-fold in the T<sub>B</sub><sup>+</sup> over T<sub>B</sub> union. The 1217 strongest iDHSs were enriched more than 11-fold. To compute average DHS and ChIP profiles  $\pm 2$  Kb around the pDHSs or iDHSs, the *annotatePeaks* function of the *Homer* package was used with *-size 4000 -hist 10 -wig* as parameters.

#### *Normalization of ChIP-Seq and DNase-Seq experiments*

For genome coverage tracks, scales were adjusted to control genes by visual inspection (*TBP*, *ACTB*, *GAPDH*, enhancers of the *TCR  $\alpha$*  and  *$\beta$*  for DHS and histone modification tracks, enhancers of the *TCR  $\alpha$*  and  *$\beta$*  for Ets1, Runx1 and *Fli1-Ets1*, *Runx1* enhancers, respectively, and *Fos*, *Jun* promoters for JunB) to reflect signal to noise ratios rather than tag count normalization. For average profiles, scaling was performed by retrieving coverages in 10,000 randomly selected, 4000 bp wide regions in order to compute background levels, so that values of average profiles were scaled proportionally to the ratio of average background levels of all datasets with respect to CD4<sup>+</sup> T<sub>B</sub>. For heatmaps, contrasts proportional to the numbers of reads divided by the number of lines in heatmaps were used.

## Distance and gene expression analyses

pDHSs or iDHSs closest to the 1895  $T_M$ -specific genes were retrieved using the *bedtools* *slop* function. A RefSeq annotation of TSSs from the mm9 genome was used as a BED file. The distance to the TSS was obtained using the *-D* switch, which calculates the distance of features relative to their orientation. Genes were grouped according to distance from the pDHS or iDHS to the TSS of the  $T_M$  specific genes in 25 kb intervals. The median fold change of gene expression in  $T_M$ +PMA/I compared to  $T_M$  was plotted relative to the distance. Genes were also grouped according to fold induction of expression in  $T_M$ . The median distance to the closest iDHS and pDHS was calculated for each group. For the distance between iDHSs and pDHSs, the closest pDHS was determined as outlined above and the distances were calculated using the coordinates of the nearest iDHS. p-values were calculated via a  $\chi^2$  test using the random expectation value of each comparison as the expected value, vs the observed value. The empirical calculation using base-pair probabilities was performed as in the following example:

To calculate the random expectation value of 312 pDHSs out of 683 falling within [-25 Kb, +25 Kb] of 6,823 iDHS, the size of the base-space of iDHSs +/- 25 Kb was first computed: there were a total of 6,823 iDHSs thus corresponding to 6,823x2x25,000=341,150,000 bp. The size of the mm9 genome being 2,725,765,481 bp, the probability of encountering an element at random in this base-space is thus 341,150,000/2,725,765,481=0.125157502. The random expectation value of finding 312 elements out of 683 in this base-space is thus the number of these elements times the probability of encountering an element at random in this base-space or 683x0.125157502=85.48257421 pDHSs. Calculations were then performed using the reciprocal population as the empirical reference (e.g. using the base-space of 683 pDHSs as the reference and the probability of 6,823 iDHSs falling within [-25 Kb, +25 Kb] of those).

Since these calculations yield one point with no standard deviation (the expected intersections), a  $\chi^2$  test was used to calculate the p-value with k=1 degree of freedom.  $\chi^2$  was calculated as (Observed – Expected)<sup>2</sup>/Expected. P-values were computed by obtaining the corresponding value of the computed  $\chi^2$  value in the  $\chi^2$  probability density distribution (function *CHISQ.DIST.RT* in *Excel*). The following example depicts how the p-value of finding 312 pDHSs falling within [-25 Kb, +25 Kb] of 6,823 iDHS while the random expectation value was of 85.48257421:

$$\chi^2 = (\text{Observed} - \text{Expected})^2 / \text{Expected}$$

$$\chi^2 = (312 - 85.48257421)^2 / 312$$

$$\chi^2 = 600.2409809$$

$$p(\chi^2) = \text{CHISQ.DIST.RT}(\chi^2, k) = \frac{1}{2^{\frac{k}{2}} \Gamma\left(\frac{k}{2}\right)} x^{\frac{k}{2}-1} e^{-\frac{x}{2}}$$

where k=1 degree of freedom and  $\Gamma(n) = (n - 1)!$ .

$$p(\chi^2) = 1.4838\text{E-}132$$

Random-expectation values were checked by simulating the background model using bootstrapping, using 10,000 iterations of intersections of random coordinates (generated via *bedtools random* using the *system* command in *R*) of size equal to one group vs the other actual group and subsequently swapped. The generated values were comparable to the calculated random-expectation values (e.g. 85.6 with  $\sigma=11.8$  for the above example, yielding a Z-score  $Z=(X-\mu)/\sigma$  of 19.119, corresponding to a p-value of 1.67 E-80 using the *NORM.S.DIST* function in *Excel*).

For comparisons that involved classes of gene expression fold change and distance of iDHSs to the TSS of an inducible gene or distance between pDHSs to the nearest iDHS around inducible genes (Fig 4F, H), p-values were calculated via t-tests using similarly-sized populations of random DHSs. For classes of expression fold change versus distance of iDHSs to the TSS of an inducible gene (Fig 4F), we selected 6823 DHSs at random while using the same inducible genes. For classes of expression fold change versus distance between pDHSs to the nearest iDHS around inducible genes (Fig 4H), we selected 6823 DHSs overlapping with no pDHSs. T-tests were carried out on all distance values for each class of fold change, between values for pDHSs and values for random DHSs, using a two-tail distribution.

#### *Motif discovery, heatmaps and tables*

De novo motif discovery was performed using the *findMotifsGenome* function of the *Homer* package. For motif heatmaps, top-enriched position weight matrices (PWM) identified via de novo motif discovery were matched against regions spanning  $\pm 1$  Kb around summits of previously defined and sorted unions, using the *annotatePeaks* function of the *Homer* package, with *-size 2000 -m* as parameters. For consistency, the same, non-redundant matrices were used in all comparisons, with the ones showing the lowest p-value across datasets retained where applicable. Heatmap images were generated via *Java Treeview*. For the motif tables, the non-redundant matrices were matched to regions spanning  $\pm 200$  bp around summit unions and the total number of occurrences for each motif was calculated. Motifs were then split into two classes: constitutive (RUNX, ETS, KLF, GATA, E-box) and inducible (AP-1, NFAT, EGR, NF- $\kappa$ B, CREB/ATF)

#### *Motif co-occurrence clustering*

In order to estimate whether pairs of motifs co-localized significantly in a given population of sequences, an enrichment Z-score was computed between actual motif intersection counts against 1,000 randomly selected sequences from the merged transcriptionally active space of T-cells corresponding to the scope of study as a background. For the enrichment of co-localization of motifs in pDHSs and iDHSs, this corresponded to the unions of DHSs from naïve, blast, memory T-cells and blast, stimulated blast CD4<sup>+</sup> T-cells, respectively. A custom script performing motif annotation, intersection in actual populations as well as in randomly selected regions of the active space and enrichment calculation was written in the *R* statistical language. Background co-occurrence was thus estimated using bootstrapping (1,000 repetitions) of motif mapping and co-association counts (within 50bp) in randomly selected regions within the background, using equally sized populations as the original number of peaks (2882 for pDHSs and 1217 for iDHSs). Annotation of PWMs to sequences of pDHSs and iDHSs was performed using *Homer annotatePeaks*, using *-size 400 -m -mbed* as parameters. For the sake of consistency across datasets, built-in PWMs from *Homer* most closely related to PWMs enriched in de novo motif discovery were used. Resulting BED outputs were extended by 50bp using the *slop* function of the *bedtools* package. To obtain motif co-occurrence, extended motif BED files were all intersected using the *intersection\_matrix* function of the *pybedtools* package (Dale et al., 2011). Enrichment was assessed by calculating a Z-score, which was represented by  $Z = (X - \mu) / \sigma$ , whereby  $\mu$  and  $\sigma$  would represent background average co-occurrences and standard deviation of average, background co-occurrences. Z-scores were clustered via *cluster 3.0* using *-e 2 -g 2 -m m* as parameters. Heatmaps images were generated using *Java TreeView*.

#### *Digital genomic footprinting*

The CD4<sup>+</sup> T<sub>B</sub>, T<sub>B</sub><sup>+</sup> and T<sub>M</sub> datasets had >140,000,000 mouse-aligned read counts and signal to noise ratios high enough to undergo digital genomic footprinting. For this purpose, the *wellington\_footprints* function of the *Wellington* suite (Piper et al., 2013) was used with standard parameters (p-value score, threshold  $10^{-20}$ ) on BED3-converted peaks. Briefly,

Wellington computes scores for each possible position of a footprint and for a number of different footprint sizes. The scores reflect the enrichment of positive strand reads starting near the 5' end of a footprint and the enrichment of negative strand reads starting near the 3' end of a footprint. To retrieve DNaseI cuts in the DHSs, the *dnase\_wig\_tracks* function of the *Wellington* suite was used with standard parameters on BED3-converted peaks. To compute average cut profiles and matrices on foot-printed motifs, PWMs were first matched to foot-printed regions using the *annotatePeaks* function of the *Homer* package, using -size given -m -mbed and thus output as BED files. Average cut profiles and strand imbalance matrices were generated using the *dnase\_average\_profiles* and *dnase\_to\_javatreeview* functions of *Wellington* using standard parameters (sort by footprint occupancy score for matrices) on BED3-converted footprinted motif files. For heatmaps of matrices corresponding to strand imbalance, *Java TreeView* was used for the generation of images. A *Perl* script was written so as to perform these steps automatically for all motifs, using *Java Treeview* from the command line using -f -x -- -o -s as parameters, whereby a scaling factor was computed so that all heatmaps were of equal height (600 pixels), with width being constant. Footprint Occupancy Scores (FOSs) are computed as the ratio of cuts observed within a binding site to those immediately outside (Neph et al., 2012). To retrieve FOSs, a development *Python* script of the *Wellington* suite (*wellington\_score\_heatmap.py*) was used, which outputs FOSs per input interval in an exploitable text format. To compute significant differences in overall occupancy for AP-1 motifs, a paired t-test was performed using FOSs at AP-1 motifs in T<sub>B</sub> and T<sub>B+</sub>. The p-value was retrieved using the two-tailed T distribution.

For heatmaps of footprints in T<sub>M</sub> cells containing ETS and RUNX motifs, T<sub>M</sub> footprints were first annotated with ETS and RUNX motifs using *bedtools annotatePeaks*, using -m -mbed as parameters. The resulting files were intersected with all T<sub>M</sub> footprints to reflect the ones containing these motifs and converted to bedGraph files. The presence of these motif-containing footprints was assessed by using *bedtools annotatePeaks* using the T<sub>M</sub>/T<sub>N</sub> DHS union as input and the motif containing footprints as the bedGraph coverage files, with -hist 10 -ghist -bedGraph as parameters. Heatmap images were generated using *Java TreeView*.

### *Annotation of genomic features and gene ontology analyses*

In order to determine the genomic location of the DHSs (intergenic, intragenic, promoter, exonic, etc.) the *annotatePeaks* function of the *Homer* package was used with default options, with outputs redirected to text files. Numbers of occurrences for each genomic feature type were derived using the *DCOUNTA* function in *Excel* and plotted as percentages of total DHSs as piecharts. For gene ontology analyses, *annotatePeaks* was used using the -go switch, returning the closest transcription start site (TSS) and performing gene ontology analysis based on these. For gene ontology analyses of expression microarray results, the TSS of genes was used as input.

### **Supplementary References**

- Baxter, E.W., Mirabella, F., Bowers, S.R., James, S.R., Bonavita, A.M., Bertrand, E., Strogantsev, R., Hawwari, A., Bert, A.G., Gonzalez de Arce, A., *et al.* (2012). The inducible tissue-specific expression of the human IL-3/GM-CSF locus is controlled by a complex array of developmentally regulated enhancers. *J Immunol* 189, 4459-4469.
- Bert, A.G., Burrows, J., Osborne, C.S., and Cockerill, P.N. (2000). Generation of an improved luciferase reporter gene plasmid that employs a novel mechanism for high-copy replication. *Plasmid* 44, 173-182.
- Bert, A.G., Johnson, B.V., Baxter, E.W., and Cockerill, P.N. (2007). A modular enhancer is differentially regulated by GATA and NFAT elements that direct different tissue-specific patterns of nucleosome positioning and inducible chromatin remodeling. *Mol Cell Biol* 27, 2870-2885.

Cockerill, P.N., Bert, A.G., Roberts, D., and Vadas, M.A. (1999). The human granulocyte-macrophage colony-stimulating factor gene is autonomously regulated in vivo by an inducible tissue-specific enhancer. *Proc Natl Acad Sci U S A* *96*, 15097-15102.

Cunningham, L., Finckbeiner, S., Hyde, R.K., Southall, N., Marugan, J., Yedavalli, V.R., Dehdashti, S.J., Reinhold, W.C., Alemu, L., Zhao, L., *et al.* (2012). Identification of benzodiazepine Ro5-3335 as an inhibitor of CBF leukemia through quantitative high throughput screen against RUNX1-CBFbeta interaction. *Proc Natl Acad Sci U S A* *109*, 14592-14597.

Dale, R.K., Pedersen, B.S., and Quinlan, A.R. (2011). Pybedtools: a flexible Python library for manipulating genomic datasets and annotations. *Bioinformatics* *27*, 3423-3424.

de Hoon, M.J., Imoto, S., Nolan, J., and Miyano, S. (2004). Open source clustering software. *Bioinformatics* *20*, 1453-1454.

Hawwari, A., Burrows, J., Vadas, M.A., and Cockerill, P.N. (2002). The human IL-3 locus is regulated cooperatively by two NFAT-dependent enhancers that have distinct tissue-specific activities. *J Immunol* *169*, 1876-1886.

Heinz, S., Benner, C., Spann, N., Bertolino, E., Lin, Y.C., Laslo, P., Cheng, J.X., Murre, C., Singh, H., and Glass, C.K. (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Molecular cell* *38*, 576-589.

Langmead, B., Trapnell, C., Pop, M., and Salzberg, S.L. (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome Biol* *10*, R25.

Li, H., Handsaker, B., Wysoker, A., Fennell, T., Ruan, J., Homer, N., Marth, G., Abecasis, G., and Durbin, R. (2009). The Sequence Alignment/Map format and SAMtools. *Bioinformatics* *25*, 2078-2079.

Mirabella, F., Baxter, E.W., Boissinot, M., James, S.R., and Cockerill, P.N. (2010). The human IL-3/granulocyte-macrophage colony-stimulating factor locus is epigenetically silent in immature thymocytes and is progressively activated during T cell development. *J Immunol* *184*, 3043-3054.

Neph, S., Vierstra, J., Stergachis, A.B., Reynolds, A.P., Haugen, E., Vernot, B., Thurman, R.E., John, S., Sandstrom, R., Johnson, A.K., *et al.* (2012). An expansive human regulatory lexicon encoded in transcription factor footprints. *Nature* *489*, 83-90.

Piper, J., Elze, M.C., Cauchy, P., Cockerill, P.N., Bonifer, C., and Ott, S. (2013). Wellington: a novel method for the accurate identification of digital genomic footprints from DNase-seq data. *Nucleic Acids Res* *41*, e201.

Quinlan, A.R., and Hall, I.M. (2010). BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* *26*, 841-842.

Saldanha, A.J. (2004). Java Treeview--extensible visualization of microarray data. *Bioinformatics* *20*, 3246-3248.

Smyth, G.K., Michaud, J., and Scott, H.S. (2005). Use of within-array replicate spots for assessing differential expression in microarray experiments. *Bioinformatics* *21*, 2067-2075.

Zhang, Y., Liu, T., Meyer, C.A., Eeckhoutte, J., Johnson, D.S., Bernstein, B.E., Nusbaum, C., Myers, R.M., Brown, M., Li, W., *et al.* (2008). Model-based analysis of ChIP-Seq (MACS). *Genome Biol* *9*, R137.

# Supplementary material for: Inducible chromatin priming is associated with the establishment of immunological memory in T cells
**Source:** EMBO J. 2016 Jan 21;35(5):515–35. doi: 10.15252/embj.201592534
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

## Expanded View Figures

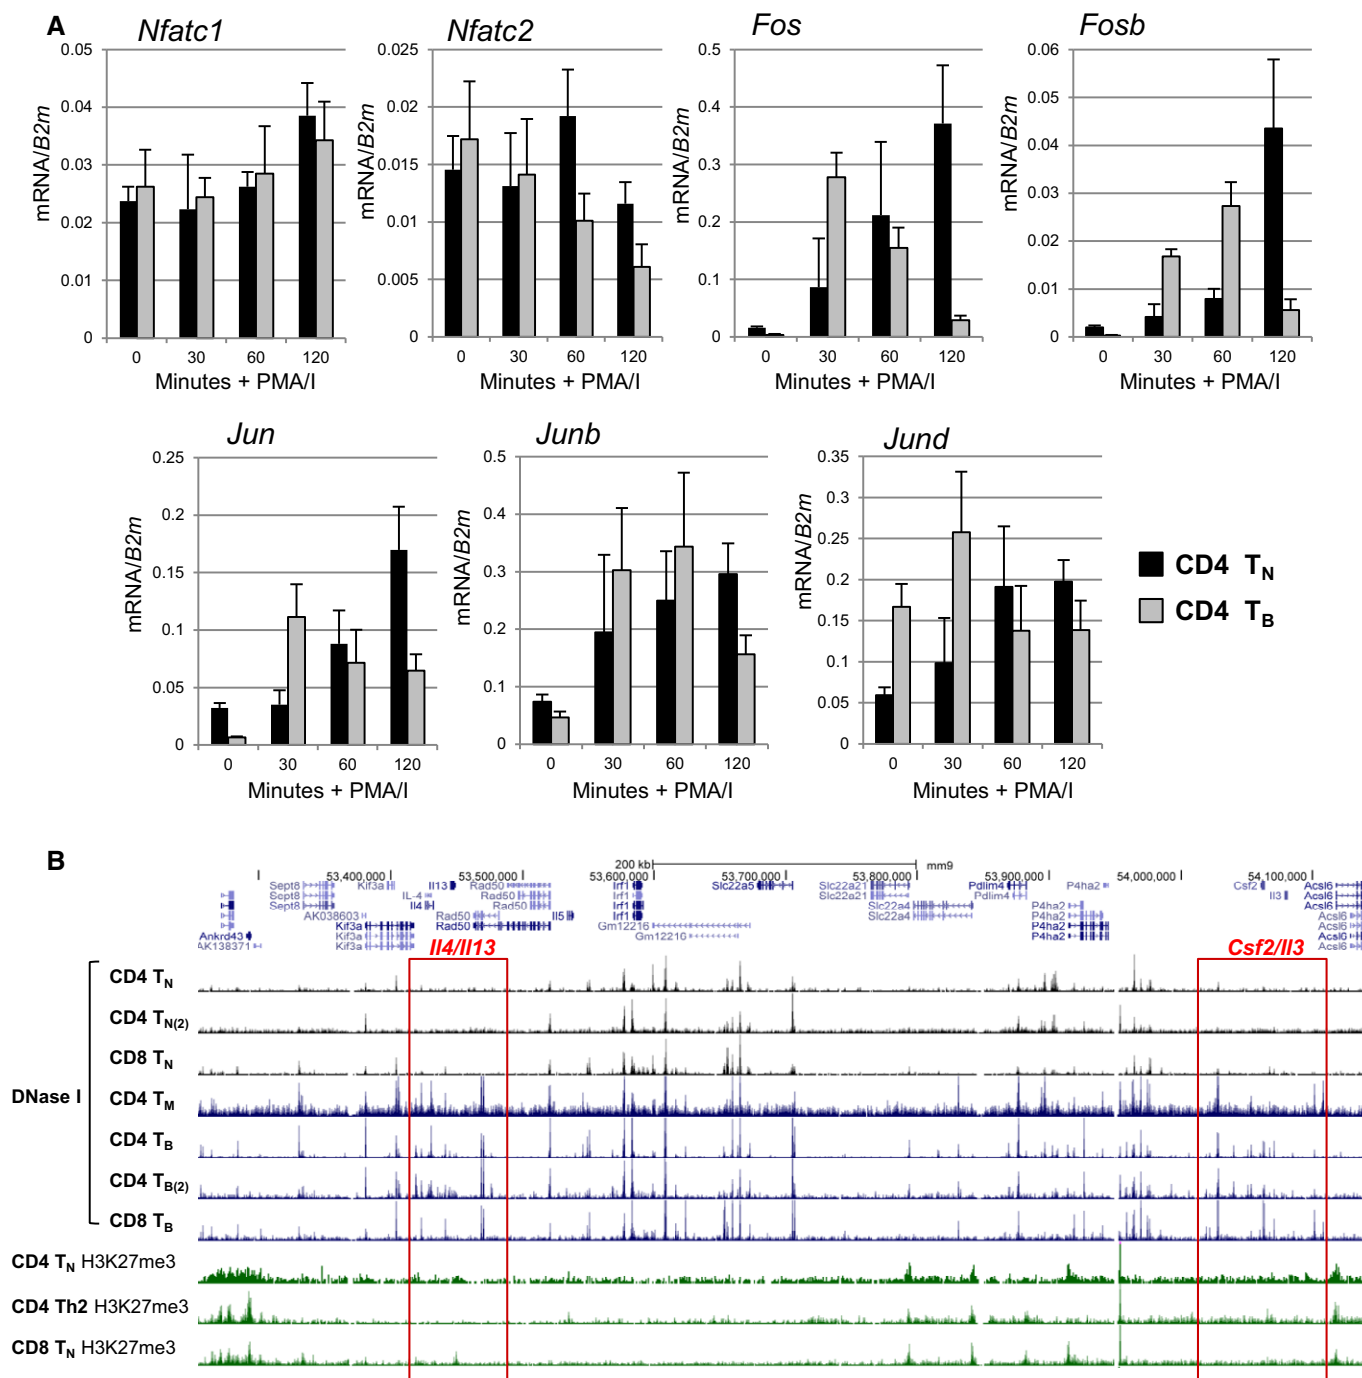

**Figure EV1. Comparisons of mouse  $T_N$  and  $T_B$  TF mRNA and chromatin profiles.**

**A** PCR analyses of mRNA expression of NFAT and AP-1 family transcription factors in CD4  $T_N$  and  $T_B$  stimulated with PMA/I for the times indicated. Expression levels are normalized to the levels of B2m. Values represent the mean and SEM of 3 to 10 replicates, with a median of 5 replicates for each value shown.

**B** UCSC genome browser shot of a 900-kb region of mouse chr11 showing DNase I-Seq for CD4 and CD8  $T_N$ ,  $T_B$ , and  $T_M$  plus published datasets for H3K27me3 in CD4 and CD8  $T_N$  and Th2 cells.  $T_N(2)$  and  $T_B(2)$  represent biological replicates.

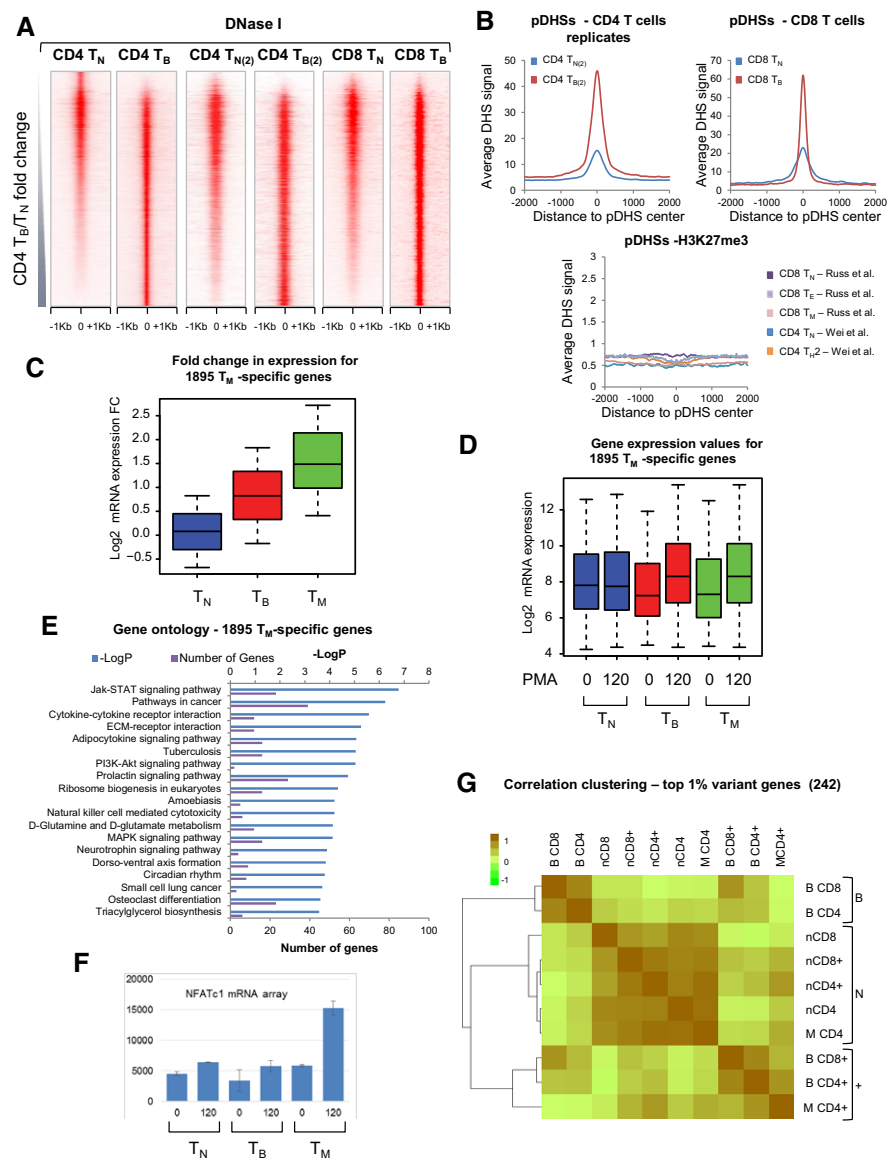

**Figure EV2. CD4 and CD8 T cells share a common set of pDHSs.**

- A** Density maps representing the DNase-Seq peaks in the cell types indicated at the top, shown in the order of increasing DNase-Seq tag count signal for the CD4 T<sub>B</sub> compared to CD4 T<sub>N</sub>. T<sub>B</sub>(2) and T<sub>N</sub>(2) are biological replicates.
- B** Average DNase I profile at the pDHSs in CD4 T<sub>B</sub>(2) and T<sub>N</sub>(2), CD8 T<sub>B</sub> and T<sub>N</sub>, plus the average H3K27me3 profiles for publically available CD4 and CD8 datasets in T<sub>N</sub> T<sub>M</sub>, effector T cells (T<sub>E</sub>), and Th2 cells.
- C, D** Boxplots of log<sub>2</sub> mRNA expression fold change (C) and absolute expression levels (D) of the 1,895 T<sub>M</sub>-specific genes in CD4 T<sub>N</sub>, CD4 T<sub>B</sub> and CD4 T<sub>M</sub>. Boxes represent the first and third quartile, respectively. Bottom and top whiskers represent the first and third quartile minus and plus 1.5 times the interquartile range.
- E** Gene ontology for the 1,895 T<sub>M</sub>-specific genes.
- F** Mean cumulative mRNA array values for two alternatively spliced forms of the gene encoding NFATc1. Values are based on 4 separate micro-array values and are shown with SD.
- G** Hierarchical correlation clustering of mRNA levels for the top 1% of genes with the highest variance of mRNA expression between populations of CD4 and CD8 T<sub>N</sub>, T<sub>B</sub>, and T<sub>M</sub>. Treatment with PMA/I is indicated by a "+" sign. Pearson correlations are shown according to the color scale (top left). B, N, and + (right) indicate the dominant groups resulting from clustering.

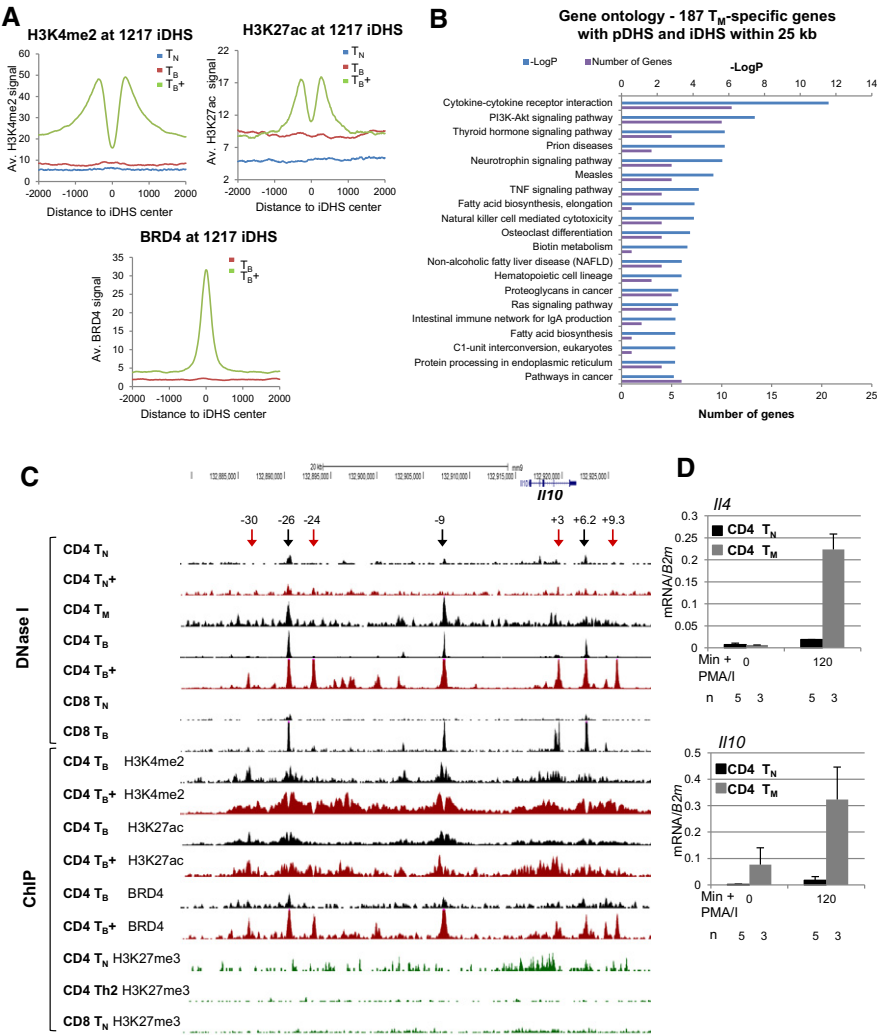

Figure EV3. Properties in inducible DHSs.

- A Average H3K4me2, H3K27ac, and BRD4 signals at the 1,217 iDHSs in CD4  $T_B$  and  $T_B^+$ , plus H3K4me2 and H3K27ac for  $T_N$ .
- B Gene ontology for the 187  $T_M$ -specific genes located within 25 kb of both a pDHS and an iDHS.
- C DNase I-Seq and ChIP-Seq at the *Il10* locus in CD4  $T_N$ ,  $T_M$ ,  $T_B$ ,  $T_B^+$ , and Th2 cells and CD8  $T_N$  and  $T_B$ .
- D *Il4* and *Il10* mRNA expression in CD4  $T_N$  and CD4  $T_M$  stimulated with PMA/I for the times indicated. Relative mRNA values are expressed as in Fig 1C, with SEM. The number of replicates for each (*n*) is shown underneath.

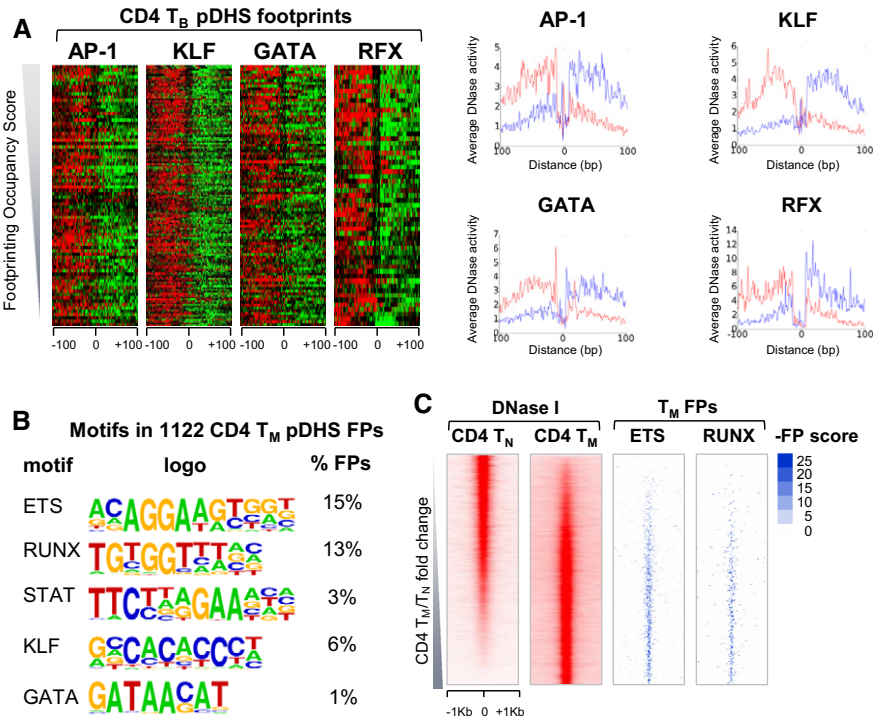

Figure EV4. DNase I footprints of TFs in T<sub>B</sub>.

A Left: DNase I cleavage strand imbalance patterns within the footprints identified by Wellington at the pDHSs centered on the motif named at the top and ordered according to increasing FP occupancy score. Relative levels of DNase I cuts are shown within a 200-bp window with upper strand DNA cuts shown in red and lower strand cuts in green. Right: Average profiles of the DNase I cuts at the different motifs within the pDHSs, upper strand DNA cuts shown in red and lower strand cuts in blue.

B Results of the HOMER *de novo* motif search of pDHS digitally footprinted regions in CD4 T<sub>M</sub>.

C ETS and RUNX motif-containing footprints (right) within DHSs in T<sub>M</sub> sorted by T<sub>M</sub>/T<sub>N</sub> fold change (left).

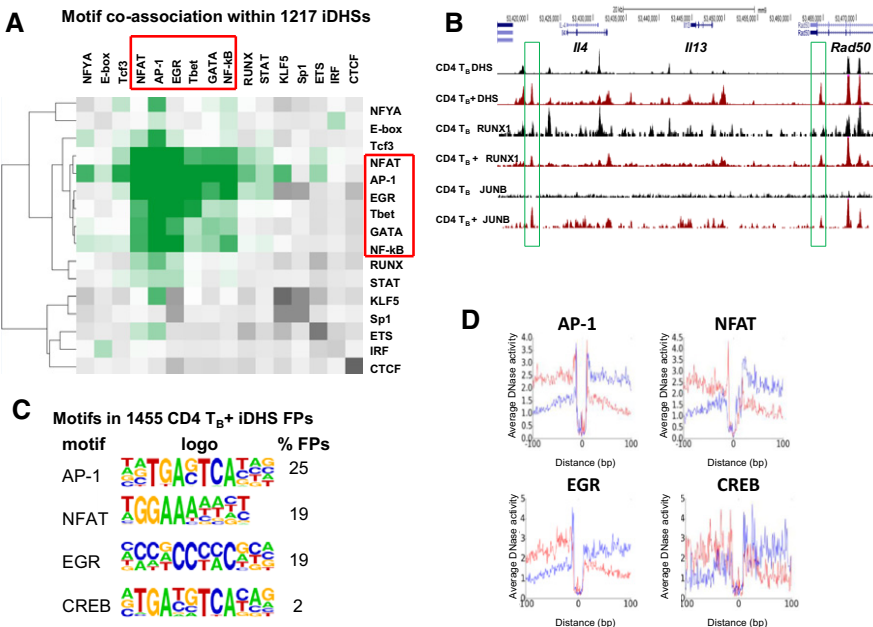

Figure EV5. Co-association of inducible TFs in iDHSs.

A Hierarchical clustering of motif co-association enrichments in iDHSs. Z-scores represent enrichment of observed versus background co-associations computed in 1,000 randomly selected, chromatin-accessible regions. Z-score scale as in Fig 6A.

B UCSC genome browser shot of the *Il4*, *Il13*, and *Rad50* loci showing DNase-Seq and ChIP-Seq for T<sub>B</sub> and T<sub>B</sub><sup>+</sup>.

C *De novo* motifs identified by HOMER within iDHS digital FPs.

D Average profiles of DNase I cuts at motifs within the iDHSs. Upper strand DNA cuts are shown in red and lower strand cuts in blue.

# Supplementary material for: Inducible chromatin priming is associated with the establishment of immunological memory in T cells
**Source:** EMBO J. 2016 Jan 21;35(5):515–35. doi: 10.15252/embj.201592534
**Supplement:** Supplementary file 7 — Dataset EV5

**Legend for Dataset EV5**

Motif files for transcription factor consensus binding sequences identified in HOMER de novo motif-finding searches of iDHSs and pDHSs which include the 5 inducible motifs (AP-1, NFAT, EGR, NF-κB and CREB/ATF) and 5 constitutive motifs (ETS, RUNX, KLF, GATA, E-box) used for compiling the total numbers of motifs present in the specific DHSs in T_M_, T_B_ and T_B_+ as presented in Figures 9A and 9B. Also included are the IRF and STAT motifs identified in pDHSs and the composite NFAT/AP-1 motif identified in the iDHSs.

How the deposited data were processed for this re-analysis (not part of the article)

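Gene expression in 16 preparations of mouse T cells was re-derived from the array data that the authors deposited. CD4 T_N_, T_B_ and T_M_ cells had 2 arrays untreated and 2 arrays after 2 h with PMA/I, and CD8 T_N_ and T_B_ cells had 1 array for each condition. The condition of each array was taken from the sample descriptions, and the sample identity of each data column was taken from the name of the array.

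The intensity values are the background-subtracted processed signals that the authors obtained with the Agilent Feature Extraction software, 1 value per spot. The authors also deposited a table of log2 values with 55681 probes, quantile normalized across the arrays, and it was used as an alternative. The median spot signal and the local median background signal, which the authors obtained with the same software, served 3 further alternatives. An array held 62976 spots, and 0 spots were saturated.

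The intensities were taken to log2. Spots that the software marked as outliers in their population or as non-uniform were left out, which removed 3101 spots on the T_N_ untreated replicate 2 array and 119 to 374 on each of the others. Spots of a probe were averaged, the 16 arrays were quantile normalized, and probes of a gene were averaged. A probe was given a gene symbol by its RefSeq accession without the version number, from the RefSeq annotation of GRCm38.p6. Of the probes, 26582 had a symbol, and 20145 genes were formed. The others were left out except in 1 alternative. A value was missing on at least 1 array for 810 genes. A gene was above background on an array when the software marked more than 50% of the spots of any of its probes as well above background. Correlations between the 2 arrays of a CD4 condition were from 0.925 to 0.963.

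Responses, differences between responses and differences between untreated cells were tested with limma on 6 groups of 2 CD4 arrays. P values were adjusted over all genes with the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. CD8 groups of 1 array were described without a test. For a gene with 1 of the compared groups on no array above background, the mean level of the bright group was set against the dim group, with each dim value raised to the lowest level that a probe above background had on that array, and gave a lower bound of the fold change. This bound is for the group mean under the main processing, and a single array or an alternative can lie below it. The set tests planned for the lists of Dataset EV2 and Dataset EV3 were not run, since the copies used here hold 1894 and 682 lines, 1 fewer than the paper counts. Names of 1558 genes of Dataset EV2 (82.3%) and 645 lines of Dataset EV3 were matched to a measured gene. For comparison, 10000 random lists of genes were drawn within 20 bins of level. Spearman correlations with distance were tested by permutation.

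Genes were named in the text when the paper names them in a claim about these arrays. A rule to name the genes with the largest responses whose difference from T_N_ was also called gave 0 genes. Marker genes of B cells, macrophages or monocytes, neutrophils, natural killer cells, erythroid cells, platelets, CD8 T cells, T cells, CD4, naive cells, activated cells and proliferation, housekeeping genes, and the sex-linked genes were listed before the values were seen. *Cd68* and *Hbb-b1* had no match among the measured genes.

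Alternatives set before the data were examined were scaling to the 75th percentile, quantile normalization over the CD4 arrays alone, the authors' log2 table, probes near background left out, outlier spots kept, the median probe and the brightest probe of a gene, each CD4 array left out in turn, a block for the replicate number, a block for the slide, array weights, and the compared groups tested alone. Lists were also chosen on the arrays of 1 replicate number and measured on those of the other. Normexp background correction with offsets of 16 and 50 and the uncorrected signal were applied to the median spot signal, because the mean spot signal that had been planned for them was not used here. These 3 versions, a limma fit with a trend of spread on level, the counts with unnamed probes kept and the alternatives for further genes were added after the files had been seen. DNase-Seq, ChIP-Seq, real-time PCR and gene ontology results were not analysed here. A further test of a pattern between the untreated T_M_ arrays, chosen after its result was seen, is not reported here.

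The software was R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and Python 3.11.15 with matplotlib 3.10.9 for the figure.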

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

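The 8 tests of chance counts and their simulation, of the list in T_B_, of the response left on arrays not used for the choice, of *Ccl24* and *Ccr6*, of *Il17a*, of naive and B-cell genes and of erythroid genes were chosen only after the result was seen, and the other 7 tests were set before the arrays were examined. *Xist* and *B2m* had been seen in Dataset EV2 and Fig 6B before those 7 tests were set.

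*Xist* rose by 6.36 in T_M_ with PMA/I (limma, Benjamini-Hochberg adjusted p = 0.046), and the paper lists it in Dataset EV2 without discussing it. The call was lost in 17 of 27 alternatives, and without single arrays the adjusted p ran from 0.058 to 0.267. On the T_M_ PMA/I arrays *Xist* was 9.01 and 11.61, against 1.80 to 5.61 on the other 14 arrays. An explanation by cells from a mouse of the other sex would have the Y-linked genes low on the same arrays, and *Ddx3y* was 1.85 on the T_M_ PMA/I replicate 2 array and 9.49 on replicate 1, against 10.11 to 12.36 elsewhere. *Eif2s3y* was 1.81 and 8.93, against 11.02 to 12.52. The test is in line with T_M_ PMA/I cells of female mice on replicate 2 and of a mixture on replicate 1, and the 4 male genes changed by a median of -4.49 in T_M_, -0.31 in T_N_ and -0.76 in T_B_. The sex difference lies inside the T_M_ response, so any gene that differs between female and male T cells may enter the list of induced genes. How many do was not tested.

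*Il17a* rose at least 177-fold in T_N_ with PMA/I, from 2.45 ± 0.25, on no array above background, to 10.38 ± 2.11 (SD, n = 2 arrays), and it was the 1 gene called higher in T_N_ (adjusted p = 0.044 with limma and Benjamini-Hochberg). The call was lost in 15 of 27 alternatives. With normexp offset 50 the fitted response was 4.42 log2 units, so the bound of 177-fold belongs to the group mean under the main processing. A few T_M_ cells among the T_N_ cells might explain it, in which case the other 9 genes with the largest fitted values among the called T_M_ responses would show the same gap. *Il17a* lay at -6.77 in T_N_ PMA/I relative to T_M_ PMA/I, the median of the other genes was -5.75 and they ran from -9.33 to -3.87. Carry-over of T_M_ cells and a response of T_N_ cells themselves cannot be told apart, because the gaps spread on both sides of that of *Il17a* and several of these genes may respond in T_N_ cells.

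*Ccl24* and *Ccr6* rose in T_M_ and fell in T_N_ on every array. The fitted difference between the responses was 4.49 for *Ccl24* (limma, Benjamini-Hochberg adjusted p = 0.51), but its untreated T_M_ values lay within background, so its size is not known beyond a T_N_ response of -1.27 and a T_M_ rise of at least 2.97-fold. It was 3.31 for *Ccr6* (adjusted p = 0.63; T_N_ -0.89, T_M_ 2.42, T_B_ -3.57). Each direction was kept in all 27 alternatives. A chance order of 2 arrays against 2 is a candidate explanation. With no response a gene would rise on all arrays of a cell type in 16.7% of cases, and of 19363 genes 4928 rose in T_M_, 2467 fell in T_N_ and 329 did both, against 627.9 expected from these totals. Chance order and a response cannot be told apart for the 2 genes, because a count over all genes does not tell how single genes arose. The count of 329 was below the 627.9, so it shows no excess of this pattern.

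The list of Dataset EV2 was chosen on the arrays that then show its induction, so regression to the mean could enlarge its T_M_ response. Genes chosen on the replicate 1 arrays had a median T_M_ response of 1.79 there and of 0.54 on the replicate 2 arrays. Genes chosen on replicate 2 had 1.59 there and 0.69 on replicate 1. The fall is in line with regression to the mean for these lists, and its share in the Dataset EV2 median was not measured. The response that was left, 0.54 and 0.69, stayed above the T_N_ response of the same genes on the same arrays (0.15 and 0.10), so this explanation did not account for it. It also did not account for the T_B_ response, because the T_B_ arrays were not used for the choice and the list had a median of 0.85 there.

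Differences between arrays by chance could make genes meet the rule of the T_M_-specific list. The rule was met on the arrays of both replicate numbers by 708 genes, where 304.7 were expected if the 2 choices were independent and every gene had the same chance. Genes that vary more meet the rule more often, so this expected number excludes nothing. In 20 simulations of arrays without any response, with the spread set after a first run had been seen, a median of 1406.5 genes (1352 to 1459) met the rule, against 2197 of the same genes in the arrays, and a median of 348.5 (312 to 383) met it on both replicate numbers, against 707. How many genes met the rule by chance and how many by a response cannot be told apart, because the simulated counts depend on the spread given to them.

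In untreated cells the Dataset EV2 genes were lower in T_M_ than in T_N_, and regression to the mean may explain this, since a low untreated T_M_ level raises the measured response. Genes chosen on replicate 1 differed by -0.71 there and by 0.33 on replicate 2, while genes chosen on replicate 2 differed by -0.39 there and by -0.24 on replicate 1. A slide effect is another explanation, and between the CD8 arrays of a single slide the T_B_ minus T_N_ median was -0.16, on 1 array each. Regression to the mean, the slides and a difference between the cells cannot be told apart, since the exchange of replicate numbers gave opposite directions and no slide held both T_N_ and T_M_ arrays.

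Cells of another type in the T_M_ PMA/I preparations could bring their own genes into the list. The 41 marker genes of other cell types had a median T_M_ response of -0.71, with 5 higher and 18 lower by over 1. This median pools classes that went both ways, so it does not exclude every class. The medians in T_N_, T_B_ and T_M_ were 0.73, -0.71 and -2.78 for B cells, 0.02, 0.76 and 0.08 for macrophages or monocytes, -1.54, -0.01 and -1.07 for neutrophils, -0.04, -0.36 and -3.33 for natural killer cells, -0.07, -0.91 and -0.66 for platelets and -0.53, -0.03 and -0.02 for CD8 T cells. For B cells and natural killer cells, 6 of 9 and 4 of 6 genes were lower by over 1 in mean T_M_ response. In each class 0 genes were higher by over 1 and 0 were in Dataset EV2. By these markers the 2 classes did not bring their own genes into the list. Whether a loss of such cells from the PMA/I preparations raised other genes was not tested. For macrophages or monocytes, with 2 of 9 genes in Dataset EV2, neutrophils, with 1 of 6, platelets, with 1 of 5 genes lower by over 1, and CD8 T cells another mix of cells and a response cannot be told apart, because their genes went both ways or stayed near 0. Erythroid genes rose by 0.88 in T_M_, and 2 of the 4 were in Dataset EV2. An erythroid contribution and chance cannot be told apart, because the same genes rose by 1.17 in T_N_.

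The naive and B-cell marker genes fell by 2.81 in T_M_ with PMA/I (12 genes; 0.42 in T_N_ and -0.80 in T_B_), so that the T_M_ PMA/I arrays may hold another mix of cells than the untreated ones (median response -2.81). Repression by PMA/I and another mix cannot be told apart, since naive genes also fell in T_N_ and T_B_ (-0.61 and -1.21, against -3.35 in T_M_).

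*B2m* was 12.15 on the T_B_ untreated replicate 2 array and 16.26 on replicate 1, a change of -4.11. Poor RNA on that array, which had the lowest share of probes above background (47.0%), could explain it, but the other 8 housekeeping genes changed by a median of -0.034 and 4 of them were lower. A failed *B2m* spot and poor RNA cannot be told apart, since *B2m* had 1 probe. The same array might carry the T_B_ response, and 43 T_B_ responses were called without it, against 249 without untreated replicate 1, 11 without PMA/I replicate 1 and 7 without PMA/I replicate 2. That array lay alone on its slide, while the other 3 T_B_ arrays shared another, so the T_B_ response partly compares slides. The part of the array, of its slide and of the loss of an array cannot be told apart, since removal of any T_B_ array changed the count.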

How the results depend on the processing

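The alternatives on the median spot signal, the limma trend, the counts with unnamed probes and the alternatives for single genes beyond the paper's claims were chosen only after the result was seen, and the others were set before the data were examined. Normexp correction with offsets of 16 and 50 and an uncorrected version, all on the mean spot signal, were not run because that signal was not used here. The count with quantile normalization over CD4 arrays has no clustering value. The slide block cannot estimate differences between untreated cells. In the responses it takes up the T_B_ untreated replicate 2 array, which lay alone on its slide, so it gives the same counts as leaving that array out. The cause of a changed result was not tested unless a sentence names it.

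Over all genes the medians with scaling to the 75th percentile were -0.08 for the T_N_ response, 0.13 for T_B_, 0.13 for T_M_, 0.16 for untreated T_M_ minus T_N_ and -0.24 for untreated T_B_ minus T_N_.

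The count of 2275 T_M_-specific genes stayed within 1.5 times in 21 of 29 alternatives, but the genes changed, and without T_M_ untreated replicate 1 only 1523 were shared. It was 1341 with the authors' log2 table, 1317 and 1002 with normexp offsets of 16 and 50 on the median signal, 1261 with the uncorrected median signal, 34 when the T_M_ response had to be called, 0 when the difference had to be called, 708 when both replicate numbers had to meet the rule and 4575 with unnamed probes kept. Leaving out single arrays gave 1995 to 2873.

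The Dataset EV2 median in T_N_ (0.11) was 0.026 with the 75th percentile and 0.15 for genes chosen on replicate 1 and measured on replicate 2. It reversed to -0.017 for the list rebuilt from the arrays. Without single arrays it ran from -0.031 to 0.40, and it reversed without T_N_ PMA/I replicate 1 (-0.031). It was 0.27 without T_N_ untreated replicate 1, 0.026 without T_N_ untreated replicate 2 and 0.40 without T_N_ PMA/I replicate 2. Most of these changes are small beside the T_B_ and T_M_ medians.

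The T_B_ median (0.85) was 1.20 with the 75th percentile, 0.70 with the authors' table, 0.90 with dim probes left out, 0.90 with the brightest probe, 0.69 and 0.57 with normexp offsets of 16 and 50, 0.66 with the uncorrected signal, 0.36 for genes chosen on replicate 1 and measured on replicate 2, 0.54 in the reverse choice and 0.62 for the rebuilt list. Without single arrays it ran from 0.71 (T_B_ PMA/I replicate 1) to 0.99 (T_B_ PMA/I replicate 2), with 0.73 without T_B_ untreated replicate 2. The T_M_ median (1.62) was 1.1 with normexp offset 50, 0.54 chosen on replicate 1 and 0.69 chosen on replicate 2, and 1.32 to 2.01 without single arrays.

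The untreated T_M_ minus T_N_ median (-0.18) reversed to 0.33 for genes chosen on replicate 1, and ran from -0.44 to 0.03 without single arrays. The T_B_ minus T_N_ median (-0.23) was -0.68 with the 75th percentile, reversed to 0.25 for genes chosen on replicate 1 and was -0.11 for genes chosen on replicate 2. It was -0.090 without T_N_ untreated replicate 1 and -0.34 without T_N_ untreated replicate 2.

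In the clustering the gap of untreated T_M_ (0.33) was 0.60 with genes centred and 0.17 with the top 5% of genes. Without single arrays it ran from 0.20 (T_N_ untreated replicate 2) to 0.39 (T_M_ untreated replicate 2), and the gap of T_N_ PMA/I (0.15) ran from 0.033 (T_N_ untreated replicate 2) to 0.20. The correlation of distance with the T_M_ response (-0.05) was past its test at -0.12 with the authors' table (p = 0.00258), -0.13 with normexp offset 16 (p = 0.0014), -0.15 with offset 50 (p = 0.00015) and -0.13 with the uncorrected signal (p = 0.00095, permutation).

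The T_N_ count of 3 was 0 with the 75th percentile, 14 with the authors' table, 0 with outlier spots kept, 10 and 11 with normexp offsets of 16 and 50, 9 with the uncorrected signal, 0 with the slide block, 0 with array weights, 0 with the compared groups alone and 9 with the trend. Without T_N_ untreated replicate 1 it was 83 (2 higher and 81 lower). It was 6 without either T_M_ untreated array and 0 without any T_B_ or either T_M_ PMA/I array.

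The T_B_ count of 124 (74 higher and 50 lower) was 336 with the authors' table (145 higher and 191 lower), 390 and 452 with normexp offsets of 16 and 50 (159 and 155 higher, 231 and 297 lower), 419 with the uncorrected signal (158 higher and 261 lower), 43 with the slide block, 0 with the compared groups alone and 273 with the trend. It was 80 without either T_N_ untreated array, 249 without T_B_ untreated replicate 1, 11 without T_B_ PMA/I replicate 1, 43 without T_B_ untreated replicate 2, 7 without T_B_ PMA/I replicate 2 and 51 without either T_M_ PMA/I array.

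The T_M_ count of 179 (82 higher and 97 lower) was 94 with the 75th percentile (59 higher and 35 lower), 527 with the authors' table, 587 and 646 with normexp offsets of 16 and 50, 627 with the uncorrected signal, 90 with the slide block (51 higher and 39 lower), 775 with array weights, 0 with the compared groups alone and 573 with the trend. It was 120 without T_N_ PMA/I replicate 1, 88 without either T_N_ untreated array, 90 without either T_B_ untreated array, 71 without either T_B_ PMA/I array, 23 without T_M_ untreated replicate 1, 4 without T_M_ PMA/I replicate 1, 79 without T_M_ untreated replicate 2 and 10 without T_M_ PMA/I replicate 2.

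With a block for the replicate number the response counts were 0 in T_N_, 17 in T_B_ and 46 in T_M_. Over all genes the difference between the 2 untreated arrays correlated with the difference between the 2 PMA/I arrays at r = 0.131 in T_N_, 0.330 in T_B_ and -0.00221 in T_M_, and the labels give only the number. The T_B_ and T_N_ values leave a shared preparation open and those of T_M_ do not show one, so the numbers were not taken as a pairing.

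The count of differences between T_M_ and T_N_ responses (0) was 3 with the authors' table and 2 with each version of the median signal (normexp offsets of 16 and 50 and uncorrected), and 2 without T_M_ PMA/I replicate 1. The T_B_ minus T_N_ count (0) was 3 with the 75th percentile, 5 with the authors' table, 4 and 12 with normexp offsets of 16 and 50, 4 with the uncorrected signal and 2 with the trend. The T_M_ minus T_B_ count (0) was 5 with the authors' table, 6 and 8 with normexp offsets of 16 and 50, 7 with the uncorrected signal and 2 without T_M_ PMA/I replicate 1.

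The count of untreated T_M_ minus T_N_ differences (0) was 2 without T_N_ untreated replicate 2 and 2 without T_M_ untreated replicate 2. The untreated T_B_ minus T_N_ count of 1035 was 1704 with the authors' table, 1734 and 1865 with normexp offsets of 16 and 50, 1795 with the uncorrected signal, 532 with array weights, 0 with the compared groups alone and 1564 with the trend. It was 1356 without T_B_ untreated replicate 1, 194 without T_N_ untreated replicate 2, 195 without T_B_ untreated replicate 2 and 669 without either T_M_ PMA/I array.

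*Nfatc1* T_M_ minus T_B_ (0.95) reversed to -0.35 with the brightest probe. *Runx1* untreated T_B_ minus T_N_ (-0.30) reversed to 0.13 with the 75th percentile and to 0.030 without T_N_ untreated replicate 1, and was -0.63 without T_N_ untreated replicate 2. *Ets1* untreated T_B_ minus T_N_ (-1.69) was called at -1.75 with the authors' table (adjusted p = 0.032), -1.63 with normexp offset 16 (0.039), -1.63 with offset 50 (0.032), -1.63 with the uncorrected signal (0.036) and -1.69 with the trend (0.025), and at -1.69 without either T_N_ PMA/I array (0.047), each with limma and Benjamini-Hochberg. With scaling to the 75th percentile it shrank to -0.54 (adjusted p = 0.54). Without single arrays it ran from -1.78 (T_N_ untreated replicate 2) to -1.60 (T_N_ untreated replicate 1). *Ccl1* T_B_ minus T_N_ (4.96) was called with normexp offset 50 at 6.77 (adjusted p = 0.049).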

Differences from the paper's values

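The comparison of the fold changes listed in Dataset EV3 with the distances, the versions of the median spot signal and the limma trend were chosen only after the result was seen. A difference counts as closed when a fold or distance comes within 1.5 times the paper's value, or a log2 value has its direction and lies within the larger error.

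The paper gives an average of 15 kb between pDHS and iDHS for the genes induced at least 6-fold, and the median here was 30.3 kb. Of the alternatives set before the data were examined, 4 closed the difference, namely scaling to the 75th percentile (21.0 kb), the authors' log2 table (15.6 kb) and leaving out T_M_ PMA/I replicate 1 (18.8 kb) or replicate 2 (21.4 kb). The other 15 did not, among them the brightest probe (22.6 kb) and 8 that leave out T_N_ or T_B_ arrays, which do not enter the value. The fold changes listed in Dataset EV3 give a median of 14.7 kb and a mean of 43.4 kb, so the paper's value is reached by the median of its own table.

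The paper concludes that the most highly induced genes have the shortest distances. The correlation was -0.05 here and not past its test (p = 0.206, permutation). It was past it with the authors' log2 table, set before the data were examined, and with the 3 versions of the median spot signal.

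For *Ccl1* the T_B_ response exceeded that of T_N_ by about 6.3 log2 units in the paper (Fig 7E, read by eye) and by 4.96 here. Scaling to the 75th percentile (6.61) and the authors' log2 table (6.13) closed the difference, and the other 21 alternatives set before the data were examined did not, of which 10 left the estimate as it was. The paper states that *Ccl1* is upregulated more efficiently in T_B_ and T_M_ than in T_N_. The directions were the same here, but limma with Benjamini-Hochberg adjustment called neither difference (adjusted p = 0.56 and 0.66), and the T_B_ difference was called with normexp offset 50 alone.

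In untreated cells the median T_B_ minus T_N_ difference was -0.39 from the values of Dataset EV2 and -0.23 here. Leaving out T_N_ untreated replicate 2 closed it (-0.34), and the other 21 alternatives set before the data were examined did not, of which 8 leave out arrays that do not enter the value. For the genes of Dataset EV3 the T_M_ minus T_N_ median was -0.091 when computed from the Dataset EV2 values of these genes and 0.024 here. The difference is one of direction, and the SD between the replicate numbers (0.31) was larger than it. The direction was that of the paper when T_N_ untreated replicate 2 (-0.032) or T_M_ untreated replicate 2 (-0.21) was left out, and the second value lies about as far from -0.091 as 0.024 does. The other 17 alternatives set before the data were examined kept the opposite direction, and 8 of them leave out arrays that do not enter the value.

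The paper describes similar *Ets1* levels in T_N_, T_B_ and T_M_. *Ets1* was lower in T_B_ than in T_N_ by 1.69 here, with an adjusted p of 0.085 (limma, Benjamini-Hochberg). The difference was called in 7 of 26 alternatives, 4 of them chosen only after the result was seen, and it shrank to -0.54 with scaling to the 75th percentile (adjusted p = 0.54). On the untreated CD8 arrays of a single slide, 1 array each, *Ets1* was 13.37 in T_N_ and 12.15 in T_B_. A lower T_B_ level is not the increase that the paper set out to exclude.

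The paper counts receptors for IL-12 and IL-13 and IL-20 among the T_M_-specific induced genes. *Il20* was on no T_M_ array above background here. The receptor symbols were chosen by name. *Il12rb1*, which Dataset EV2 lists, rose by 1.01. *Il12rb2* (-1.07), *Il13ra1* (on no T_M_ array above background) and *Il13ra2* (2.20) were not found in the copy of Dataset EV2 used here, so they are not necessarily the genes that the paper meant. Of the 30 genes looked up, 20 met the rule and limma called the T_M_ response of 2.

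The paper states that *Nfatc1* was induced more strongly in T_M_ than in T_B_. The direction was the same here (0.95) and not called, and it reversed with the brightest probe (-0.35). That probe is annotated to a single transcript, while the paper's figure pools 2 spliced forms.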

Other observations

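The marker lists were set before the arrays were examined, and the genes with the largest fitted responses were chosen only after the result was seen.

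The called T_M_ responses with the largest fitted values, by limma with Benjamini-Hochberg adjustment over all genes, included *Il17a* (10.46), *Il17f* (9.00), *Ccl1*, *Il3*, *Il21* and *Il2*. They also included *Il5*, *Inhba*, *Cxcl2* and *Mmp13*, whose untreated T_M_ levels lay within background. These rose at least 420.0-fold, 101-fold, 100.2-fold and 35.3-fold, and their order among the others is not known.

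The median of the 2 activation markers, *Cd44* and *Il2ra*, rose by 1.89 in T_N_, 1.03 in T_B_ and 3.50 in T_M_. In T_B_ *Cd44* rose on both replicate numbers (8.25 to 10.68 and 9.14 to 10.74). *Il2ra* went from 13.24 to 14.11 on replicate 1 and fell from 15.82 to 15.05 on replicate 2. Proliferation genes changed by 0.28, -1.31 and 0.04 and housekeeping genes by -0.03, -0.08 and 0.11. T-cell genes changed by -0.14, -0.22 and -0.83 and *Cd4* by -0.03, -0.33 and 0.33.

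These are the responses in T_N_, T_B_ and T_M_ on the arrays of genes that the paper measured by PCR and of related genes. Mouse *Csf2*, which is not the human transgene of the PCR assay, rose by 4.78, 9.10 and 5.80. *Il10* rose by 4.05, 4.72 and 5.03, *Tnf* by 5.42, 6.67 and 3.35 and *Cd2* by 0.33, 0.43 and 1.09. Among the AP-1 genes *Fos* rose by 3.65, 5.15 and 0.36, *Fosb* by 2.95, 5.33 and 0.83 and *Fosl1* by 2.00, 4.85 and 4.40, while *Fosl2* changed by -0.66, 2.23 and 1.82, *Jun* by 2.34, 4.05 and -1.54, *Junb* by 3.1, 3.25 and 0.23 and *Jund* by 0.98, 0.63 and -0.20. *Nfatc2* changed by -0.29, -3.00 and -1.31 and *Nfatc3* by -1.01, -1.72 and -0.21. *Fosl1*, *Fosl2* and *Nfatc3* are family members without a primer pair in the paper's list. The T_M_ means hide arrays that lay far apart. *Fos* was 16.29 and 12.56 on the untreated T_M_ arrays and 13.95 and 15.61 with PMA/I, *Fosb* 15.50 and 13.30 and then 14.66 and 15.80, and *Jun* 16.59 and 13.47 and then 12.91 and 14.06, so the cell types are not ranked by these genes.

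*Syne3* was higher in untreated T_B_ than in untreated T_N_ by 2.21 (limma, Benjamini-Hochberg adjusted p = 0.038) and rose by 1.20 in T_B_ with PMA/I. The untreated T_B_ and T_N_ arrays lay on different slides, and between the untreated CD8 arrays of a single slide the level was 9.60 in T_B_ and 9.13 in T_N_, on 1 array each.

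*Runx1* rose by 1.48 in T_M_ with PMA/I (limma, Benjamini-Hochberg adjusted p = 0.18), and *Ets1* fell in every cell type, by 1.75 in T_N_, 1.01 in T_B_ and 1.94 in T_M_.

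Of the 2275 T_M_-specific genes, 470 had a T_N_ response above 0.5, close to the limit of the rule, and 812 rose by over 1 in T_B_. Dataset EV3 marks 174 measured genes with an iDHS near the promoter, of which 161 rose by over 1 in T_M_, 139 met the rule and 147 rose in mean in T_B_.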
